# Transcriptome Analysis of a Rotenone Model of Parkinsonism Reveals Complex I-Tied and -Untied Toxicity Mechanisms Common to Neurodegenerative Diseases

**DOI:** 10.1371/journal.pone.0044700

**Published:** 2012-09-07

**Authors:** Yofre Cabeza-Arvelaiz, Robert H. Schiestl

## Abstract

The pesticide rotenone, a neurotoxin that inhibits the mitochondrial complex I, and destabilizes microtubules (MT) has been linked to Parkinson disease (PD) etiology and is often used to model this neurodegenerative disease (ND). Many of the mechanisms of action of rotenone are posited mechanisms of neurodegeneration; however, they are not fully understood. Therefore, the study of rotenone-affected functional pathways is pertinent to the understanding of NDs pathogenesis. This report describes the transcriptome analysis of a neuroblastoma (NB) cell line chronically exposed to marginally toxic and moderately toxic doses of rotenone. The results revealed a complex pleiotropic response to rotenone that impacts a variety of cellular events, including cell cycle, DNA damage response, proliferation, differentiation, senescence and cell death, which could lead to survival or neurodegeneration depending on the dose and time of exposure and cell phenotype. The response encompasses an array of physiological pathways, modulated by transcriptional and epigenetic regulatory networks, likely activated by homeostatic alterations. Pathways that incorporate the contribution of MT destabilization to rotenone toxicity are suggested to explain complex I-independent rotenone-induced alterations of metabolism and redox homeostasis. The postulated mechanisms involve the blockage of mitochondrial voltage-dependent anions channels (VDACs) by tubulin, which coupled with other rotenone-induced organelle dysfunctions may underlie many presumed neurodegeneration mechanisms associated with pathophysiological aspects of various NDs including PD, AD and their variant forms. Thus, further investigation of such pathways may help identify novel therapeutic paths for these NDs.

## Introduction

Gene-environment interactions have been implicated in the etiology of neurodegenerative diseases (NDs) [1]–[3]. Rotenone, a flavonoid often used as a pesticide, is a neurotoxin that induces neurodegeneration. Indeed, chronic treatment of animals and in vitro NDs models of rotenone replicate certain features of Parkinson disease (PD) and Alzheimer disease (AD) including motor deficits, α-synuclein (SNCA) upregulation and aggregation, tau (MAPT) and amyloid β peptides (Aβ) accumulation, and dopaminergic and cholinergic cell death [4]–[10]; and chronic exposure to rotenone has been positively linked with PD [3]. The mechanisms of action of rotenone, leading to neuronal cells death in vivo and in vitro, involve increased oxidative stress (OS) [5], [11]–[15]; which was thought to be solely the result of mitochondrial complex I inhibition by rotenone [5], [16]. However, recent studies compellingly show that rotenone effects can be mediated independently of complex I inhibition [17], [18]. This neurotoxin has been shown to affect a variety of processes that include, besides mitochondria function and microtubule (MT) stability, Ca2+ homeostasis, OS, DNA damage response (DDR), proteasome function, inflammatory response and apoptosis [5], [11]–[14], [17]–[24]. All such studies used directed approaches focusing on a few of the genes/proteins involved; transcriptome analysis is an alternative approach for the detection of key changes that might not be practical to attempt by single-gene approaches. This report describes the results from such an analysis on an in vitro rotenone neurodegeneration model of PD [11]; modified by not using pyruvate, a known protector against rotenone neurotoxicity [25], [26], during the chronic exposure of human neuroblastoma (NB) cells to marginally toxic and moderately toxic doses of rotenone [11], [12], [21], [22]. The data support a response to rotenone that includes established and novel mechanisms; such as the complex I inhibition-independent enhancement of OS and energy depletion, possibly through the destabilization of the MT system and blockage of voltage-dependent anions channels (VDACs), leading to cell-cycle disruptions, promotion of differentiation and neuroprotection, and the activation of apoptotic pathways.

## Results and Discussion

### Rotenone Toxicity and Effects on Proliferation are Dose and Time-dependent

Reported IC50 for rotenone ranges between 200 µM and 20 nM depending on the cell type [18], [27], [28] and primary neurons reported IC50 for rotenone is 20 nM [18]; the human NB SK-N-MC cells, with an IC50 of 20–30 nM [11], are as sensitive to rotenone as primary neurons. In this study we investigated the effects of rotenone doses, lower (5 nM) and higher (50 nM) than the IC50 in SK-N-MC, on gene expression during chronic short (1 week) and prolonged (4 weeks) exposures. However, prior to performing the transcriptome analysis studies the relative toxicity of such rotenone doses was ascertained by assaying their effects on SK-N-MC cells proliferation and death. The proliferation levels under each treatment, relative to that of untreated cells (assumed as 100%), shown in **Fig. 1A**, illustrate the time-dose-dependent cumulative effect of rotenone on cell growth; which becomes significant with the lower dose only after 3 weeks. Noteworthy, such an effect by the 5 nM dose seems to vanish when 5 mM pyruvate is used; as no effect on cell growth kinetics was seen with this dose [29]; even though, ∼5% apoptosis was detected at 4 weeks [11], [29]. The cell populations doubling times (PDT) shown in **Fig. 1B** also suggest that rotenone effects on proliferation fluctuate with time. As the SK-N-MC cell line is an intermediate type (I-type) of NB cells [30], with properties of both the neuron-like neuroblastic (N) type and the glial-cells-like, substrate adherent (S) type, that can transdifferentiate into both S- and N-type cells [30]–[34]; such fluctuations could be due to differential response to rotenone by the different cell types. The decreased PDTs after 4 weeks, particularly with the higher dose, may reflect adaptation or rotenone tolerance by transcriptional regulation as described below. The fraction of non-dividing cells, estimated as ∼6% and 32% for the 5 nM and 50 nM doses, respectively (**Fig. 1C**), was seemingly not significantly different from the control with the lower dose. Though, such value is close to the 5% apoptosis previously detected with the 5 nM dose and pyruvate supplementation [11], which suggests that apoptotic events independent of pyruvate depletion contribute to the effect of the lower dose on proliferation as seen **Fig. 1A**. However, this does not preclude contributions from alterations in glycolysis; as the PDT formula used here does not account for the fraction of non-dividing cells due to cell cycle arrest, differentiation, or cell death, and thus the calculated values are likely underestimated. A more accurate assessment would entail measuring the fractions of mitotic, differentiating and dying cells by various techniques [35], not feasible with prolonged exposure studies. Indeed, the measured rotenone cytotoxicity levels, (**Fig. 1D**), revealed a moderate toxicity (∼25% cell death) with the higher dose and a restrained (∼8% cell death) but significant toxicity with the lower dose. Though, such levels may also be underestimated due to caveats of the method used; such as the inability to score cells in late apoptosis that detach and burst in the medium. A death percentage closer to 50% with 50 nM rotenone, determined by daily scoring of apoptotic cells or decreased total protein for 5 days, has been reported [12]. Nonetheless, the results suggest that the 5 nM dose is marginally toxic while the 50 nM dose is moderately toxic.

**Figure 1:**
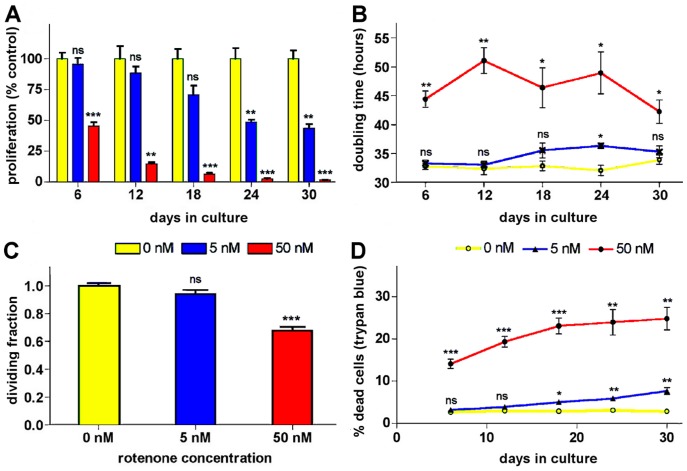
Proliferation and cytotoxicity analysis. Different proliferation rates of exponentially growing cell populations exposed to increasing amounts of rotenone over a 30-day period. Growth kinetic data (see **Fig. S3**) of rotenone-treated and vehicle-treated (control) cells was used to determine: (**A**) the cell proliferation rates, expressed as a percentage of the average growth rate of the treated cells relative to the control cells (assumed to grow at 100% rate), (**B**) the cell population doubling times, and (**C**) the fraction of dividing cells or mitotic fraction. (**D**) rotenone cytotoxicity was assayed, at each time point, by determining the percentage of dead cells under each treatment condition using the trypan blue exclusion method. Data are presented as mean ± S.E.M of the respective measured parameters at each time point (N = 3); except for the dividing fractions in C, which is expressed as the average of values from all time points (N = 5), * P<0.05, ** P<0.005 and *** P<0.005 compared with the respective vehicle-treated control.

### Rotenone-induced Gene Expression Changes are Dose and Time-dependent

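The expression values are from SK-N-MC cells, the human neuroblastoma line of the study, grown with vehicle or with 5 nM or 50 nM rotenone, a pesticide that blocks complex I of the respiratory chain and depolymerizes microtubules. Cells were collected after 1 week and after 4 weeks, which gives 6 groups of 3 arrays, named 1w0 nM, 1w5 nM, 1w50 nM, 4w0 nM, 4w5 nM and 4w50 nM. Total RNA was converted to biotinylated cRNA and hybridized to Affymetrix HG-U133A arrays, and the authors computed model-based expression indexes (MBEI) in dChip after normalizing the arrays. The deposited signals of the probe sets are on a linear scale, between 0.46 and 11258.4. Values below 16 were set to 16 before the log2 was taken, so the fold change of a gene at this floor is a lower bound. The test covered the 9162 genes with a signal of at least 50 on at least 3 arrays, each read from its probe set with the highest mean among those assigned to that gene alone. The limma package was fitted to all 18 arrays with a mean for each group, and its p-values were adjusted by Benjamini and Hochberg over the genes of each comparison. Genes with an adjusted p below 0.05 are said to rise or fall, and those whose fold change also reached 2 are counted as changed at least 2-fold. When known changes were added to simulated arrays with this spread, the test found 84% of 200 genes changed 2-fold at 1 week with 5 nM and 78% at 4 weeks with 50 nM. Of 47 gene lists, 42 came from textbook knowledge and 5 from the tables of the paper, and all were fixed before the files were examined. They were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data, and counts within a list are given both over all genes and adjusted over the list alone.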

Gene expression was monitored in the context of an in vitro PD model in SK-N-MC cells exposed for 1 and 4 weeks to the 5 nM or the 50 nM dose of rotenone. Quality control (QC) assessment of the data from the transcriptome analysis revealed the high quality of the data (see **Table S1**). 

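The reference gene of the study, B2M, the light chain of HLA class I molecules, had a signal of 4253 ± 215 (SD, n = 3) in 1w0 nM cells, 4639 ± 299 in 4w0 nM cells and 3893 ± 96.6 in 4w50 nM cells. For GAPDH, an enzyme of glycolysis whose 3' and 5' probe sets serve as a check of RNA integrity, the log2 ratio of 3' to 5' signal lay between -0.11 and 0.13 on the 18 arrays, and for ACTB, cytoplasmic actin, it lay between -0.22 and 0.21. At 4 weeks the ACTB ratio was -0.06 ± 0.03 (SD, n = 3) with vehicle, 0.05 ± 0.05 with 5 nM and 0.17 ± 0.04 with 50 nM. The median signal of an array was between 87.0, on 1w0 nM replicate 3, and 102, on 4w0 nM replicate 3. Within the 1w0 nM group the lowest correlation across genes between a pair of arrays was 0.914, and in the other groups it was between 0.967 and 0.988. The 18 probe sets of the hybridization controls, bacterial and phage transcripts added to every sample just before hybridization, had a mean log2 signal of 9.92 ± 0.11 (SD, n = 3) in 4w0 nM, 8.87 ± 0.21 in 4w5 nM and 8.96 ± 0.05 in 4w50 nM. On the 6 arrays of cells grown with rotenone for 4 weeks they were at 0.496 times the level of the other 12 arrays, and each of the 6 lay below each of the 12. In an exact permutation test of 3 arrays against 3, each dose at 4 weeks reached p = 0.1, the smallest p possible (two-sided), for these controls, for the poly-A controls and for the ACTB ratio, and 5 nM did so for the GAPDH ratio. The poly-A controls, which are added before labelling, were on the same 6 arrays at 0.950 times the level of the other 12. Their mean log2 signal lay between 4.15 and 4.37 on all arrays, close to the floor of 4. Neither this ratio nor their p can therefore show whether their level changed. Detection calls and background levels are not analysed here.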

As indicated by the number of present calls, at or above 59% in all replicates, with no significant difference (P<0.05) among them; and by the median signal intensity that was ∼3 times the background level and similar in all samples. A summary of the number of differentially-regulated genes (DRGs) in the most prominently impacted cellular processes is given in **Table 1**, and the complete list of DRGs is shown in **Table S2**. Gene symbols in this report are those used in the Gene database at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/gene/).

**Table 1:** Enriched functional categories for rotenone differentially-regulated genes (DRGs).

Group	GO functional category	DRGs (at 1 week)		DRGs (at 4 weeks)	
#	(enriched GO terms)	5 nM^c^	50 nM^c^	5 nM^c^	50 nM^c^
		up/down	up/down	up/down	up/down
1	regulation of apoptosis/GO:0042981	9/1	9/5	**22/22**	**27/34**
1	− ve regulation of apoptosis/GO:0043066	*4/1*	5/3	**11/12**	**12/24**
1	+ ve regulation of apoptosis/GO:0043065	*5/0*	*4/2*	**10/12**	**15/15**
2	regulation of cell proliferation/GO:0042127	**10/1**	8/3	**21/24**	**23/31**
2	+ ve regulation of cell proliferation/GO:0008284	5/1	6/2	**14/13**	**13/17**
2	− ve regulation of cell proliferation/GO:0008285	*5/0*	*3/2*	**7/14**	**11/16**
3	regulation of cell growth/GO:0001558	4/1	3/2	**6/10**	**9/13**
3	regulation of cell cycle/GO:0051726	*2/1*	*1/4*	10/7	**8/15**
3	cell cycle checkpoint/GO:0000075		*0/2*	6/0	*4/3*
3	regulation of S phase/GO:0033261			*1/2*	**0/6**
3	cell cycle arrest/GO:0007050		*0/3*	*4/1*	**6/5**
3	cell division/M phase of cell cycle^a^/GO:0051301			*11/0*	**17/5**
3	cytoskeleton organization/GO:0007010			11/9	**9/16**
4	cellular response to stress/GO:0033554	*2/3*	*3/2*	16/6	**28/10**
4	response to DNA damage stimulus/GO:0006974			12/2	**21/6**
4	DNA damage response, signal transd./GO:0042770			4/2	**8/3**
4	response to oxidative stress/GO:0006979			6/4	7/6
4	homeostatic process/GO:0042592	7/2	6/6	**21/19**	17/22
5	− ve regulation of transcription/GO:0016481	*3/0*	*0/3*	**20/11**	**21/14**
5	+ ve regulation of transcription/GO:0045941	*5/0*	*2/4*	*11/9*	16/13
5	− ve regulation of nucleic acid metabol./GO:0045934	*3/0*	*2/2*	**24/11**	**23/17**
5	+ve regulation of nucleic acid metabol./GO:0045935	7/0	*4/4*	*13/11*	16/17
5	regulation of phosphorylation/GO:0042325	6/0	6/2	**17/14**	12/18
5	neuron differentiation/GO:0030182	*4/1*	*3/2*	**9/13**	11/13
6	+ ve regulation of cell communication/GO:0010647	4/1	*4/1*	**8/12**	**12/18**
6	regulation of synaptic transmission/GO:0050804	3/1	*4/1*	**4/7**	5/7
6	vesicle/GO:0031982	7/0	6/4	**17/13**	**17/22**
6	endocytosis^b^/GO:0006897	*3/0*	*3/0*	**8/5**	7/6
6	endomembrane system (ER, Golgi)/GO:0012505	*3/0*	*2/6*	21/7	*19/12*
7	vasculature development/GO:0001944	3/2	3/4	2/6	12/11
7	G_A_DB_DC/CARDIOVASCULAR	*9/1*	*9/2*	**20/24**	**18/31**
7	G_A_DB_D/diabetes, type 2	*3/0*	*3/3*	**11/13**	**15/14**
7	neuron development/GO:0048666	*4/1*	*3/2*	**7/12**	10/10
7	G_A_DB_DC/NEUROLOGICAL	*5/0*	*7/1*	9/16	11/26
7	G_A_DB_DC/AGING (Longevity)	*3/0*	*3/1*	**7/5**	**8/6**
7	G_A_DB_D/Alzheimer disease	*3/0*	*1/2*	5/11	**6/15**
7	G_A_DB_D/Parkinson disease			*3/4*	*4/6*
7	G_A_DB_DC/CANCER	*8/0*	*8/4*	*19/18*	23/25
7	G_A_DB_D/colorectal cancer	*2/0*	4/2	*6/6*	**7/12**

**Abbreviations: D:** disease; **GO:**Gene ontology; **G_A_DB_DC:** GENETIC ASSOCIATION DataBase _Disease_Class; **Notes: a:** GO:0000087; **b:** includes KEGG_PATHWAY hsa04144∼endocytosis; **c:** n = 75 for 1w5 nM, n = 122 for 1w50 nM, n = 417 for 4w5 nM and n = 619 for 4w50 nM; GO terms significant overrepresentation is indicated as follows: **P<0.005 by** **bold numbers**, P<0.05 by non-bold numbers, and *P>0.05 by numbers in italics*.

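After 1 week with rotenone, NPTX2, NMU and CYTL1, which code for secreted proteins, were higher than in the vehicle group, and FABP7 and ASNS were lower. NPTX2, a pentraxin secreted at synapses, had a signal of 21.7 ± 18.8 (SD, n = 3) with vehicle, 248 ± 38.5 with 5 nM and 193 ± 55.1 with 50 nM. It rose at least 11.1-fold and 8.47-fold, since vehicle replicates 2 and 3 lie at the floor. NMU, which encodes neuromedin U, rose 7.00-fold and 6.68-fold, and CYTL1, a secreted cytokine-like protein, rose 6.69-fold and 5.87-fold. FABP7, a fatty acid-binding protein of glial and progenitor cells, fell 5.10-fold and 5.13-fold, and ASNS, which makes asparagine, fell 2.68-fold and 3.55-fold. With 5 nM, 107 genes rose and 12 fell at least 2-fold, and with 50 nM, 100 rose and 127 fell at least 2-fold at an adjusted p below 0.05 from limma. All arrays of both groups separated for 24.3% of genes with 5 nM and for 31.2% with 50 nM, where 10% is expected by chance. The share was 27.1% between 1w50 nM and 1w5 nM, where the test called only 1 gene. Each gene named above also differed between the vehicle groups of both times. NPTX2 was at least 13.4-fold, CYTL1 7.30-fold and NMU 4.94-fold higher in 4w0 nM than in 1w0 nM cells. FABP7 was 5.13-fold and ASNS 2.35-fold lower. The total of 119 genes with 5 nM was 218 without 1w0 nM replicate 2 and 71 without 1w5 nM replicate 2, and the total of 227 with 50 nM was 492 without 1w0 nM replicate 3; with only the arrays of the groups compared they were 35 and 117. The balance of rises and falls shifted too: with 5 nM, 81 rose and 21 fell with quantile normalization, 73 and 21 with median scaling, and 122 and 46 without 1w0 nM replicate 3, and with 50 nM, 146 rose and 94 fell without 1w0 nM replicate 2 and 156 and 336 without replicate 3. With the 4w0 nM arrays as the vehicle, a comparison chosen after the data were seen, limma called 0 genes with 5 nM (256 had an unadjusted p below 0.05) and 38 changed at least 2-fold with 50 nM.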

The number of gene transcripts changed at least 2-fold by both doses at 1 week was a combined total of 134, of which 40% were commonly affected. The expression pattern of these genes is depicted as a heat map in **Fig. 2A**; where, clusters of genes induced or repressed by either or both doses are indicated by (I) or (II), respectively. Both doses induced the expression of 45 genes in common at 1 week, while the repression was more robust with the higher dose. 

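At 1 week, some genes of the extracellular matrix rose with both doses and some targets of ATF4 and CHOP fell. Of 36 collagens and matrix genes measured, 12 rose with 5 nM and 11 with 50 nM (14 and 13 adjusted over the list alone) and none fell (camera adjusted p = 6.6e-07 and 8.8e-05, adjusted p = 0.0607 and 0.191 with an estimated correlation). TNC, which encodes the matrix protein tenascin C, had a log2 fold change of 2.87 (standard error 0.45, adjusted p = 0.00114) with 5 nM and 2.38 (standard error 0.45, adjusted p = 0.00204) with 50 nM, and the collagen gene COL6A3 had a log2 fold change of 2.19 and 1.79. Markers of fibroblasts moved with them: of 12 measured, 7 rose with 5 nM and 7 with 50 nM (adjusted p = 0.00702 and 0.0177 with an estimated correlation; 7 and 8 adjusted over the list alone). Of 25 targets of ATF4 and CHOP, the transcription factors of the amino acid and ER stress response, 6 fell with 5 nM and 14 with 50 nM (13 and 18 adjusted over the list alone; adjusted p = 0.160 and 0.279 with an estimated correlation). They include PSAT1, an enzyme of serine synthesis, at -1.20 and -1.52, and CEBPG, a partner of ATF4, at -0.89 and -1.41 on the log2 scale. Against the 4w0 nM arrays, a comparison chosen after the data were seen, TNC had -0.15 and -0.64, COL6A3 -0.30 and -0.70, PSAT1 -0.46 and -0.77, and CEBPG -0.24 and -0.75, and only PSAT1 and CEBPG with 50 nM passed the test (adjusted p = 0.0391 and 0.0287). In all, 71 genes rose and 10 fell at least 2-fold with both doses, where independent sets of these sizes would share 1.17 and 0.166 genes, and across genes the effects of both doses had r = 0.81. Both effects rest on the same 3 vehicle arrays. In 100 simulations with no effect, r across genes averaged 0.53 (between -0.54 and 0.94). The covariance averaged 0.0264 and reached 0.197, so the 0.127 in the data lies inside the simulated range. On average 3.09 genes were shared in the 100 simulations. The simulation with the most shared 309 genes and makes up the whole of that average. With the 3 vehicle arrays split between the doses in all 6 ways, a check chosen after the data were seen, r averaged 0.38 (between -0.0093 and 0.69) and the covariance 0.0740 (between -0.00285 and 0.116), and the 81 shared genes were 136 without 1w0 nM replicate 2 and 142 without 1w0 nM replicate 3. Tested directly, 1w50 nM differed from 1w5 nM in 1 gene, YEATS4, a subunit of chromatin-modifying complexes, which was lower with 50 nM (22.4 ± 3.12 against 57.1 ± 5.40, adjusted p = 0.0142, limma), among 1194 genes with an unadjusted p below 0.05; YEATS4 was picked out after its value was seen. That count was 0 without 1w5 nM replicate 3, 1w50 nM replicate 1 or 1w50 nM replicate 3 and with a floor of 32, a started log or no filter, 12 with only the arrays of the groups compared and 52 with array weights; without 1w5 nM replicate 1 the 1 gene called was higher with 50 nM, and so was not YEATS4. The means of Table S2 match an exchange of 1w5 nM replicate 2 and 1w50 nM replicate 3, arrays of these groups, and with it, chosen after the data were seen, the count was 0.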

At 4 weeks both doses altered the expression of a total of 825 genes, of which 30% were mutually affected. 

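After 4 weeks, some genes of matrix proteins were lower with both doses, as was NPTX2, the pentraxin secreted at synapses. G0S2, a regulator of fat breakdown, had a signal of 289 ± 13.7 (SD, n = 3) with vehicle, 28.4 ± 7.70 with 5 nM and 52.8 ± 3.52 with 50 nM, and fell 10.4-fold and 5.48-fold. LGALS1, the lectin galectin-1, fell 9.46-fold and 5.05-fold, and NPTX2 fell at least 9.33-fold and 12.1-fold. DZANK1, a zinc finger and ankyrin repeat protein, rose at least 8.06-fold and 10.3-fold, and the serpin SERPINI1, an inhibitor of proteases in neurons, rose 4.82-fold and 4.79-fold. Of the 36 collagens and matrix genes, 4 rose and 12 fell with 5 nM, and 1 rose and 17 fell with 50 nM (camera adjusted p = 0.0315 and 0.00175, adjusted p = 0.581 and 0.403 with an estimated correlation), and of the 12 fibroblast markers, 1 rose and 5 fell with 5 nM and 7 fell with 50 nM. With 5 nM, 331 genes rose and 274 fell at least 2-fold, and with 50 nM, 527 rose and 390 fell (adjusted p below 0.05, limma); the arrays of both groups separated for 53.1% and 60.0% of genes, against 10% expected by chance. The balance of rises and falls depends on the scaling: it was 265 and 287 with 5 nM and 438 and 426 with 50 nM under quantile normalization, and 388 and 237, and 614 and 345, under median scaling. In the main test, 165 rose and 145 fell with both doses, 25.7% of the 1205 genes changed by either, where independent sets would share 19.0 and 11.7 genes. Across genes the effects of both doses had r = 0.62 and a covariance of 0.209; in 100 simulations with no effect and the same shared 4w0 nM arrays, r averaged 0.46 (between -0.62 and 0.88), the covariance averaged 0.0217 with a maximum of 0.114, and 0 genes were shared. With these 3 arrays split between the doses in all 6 ways, a check chosen after the data were seen, r averaged 0.57 (between 0.56 and 0.58) and the covariance 0.201. The 4w5 nM and 4w50 nM arrays that carry these changes also carry hybridization controls at 0.496 times the level of the other arrays.

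**Figure D1:**
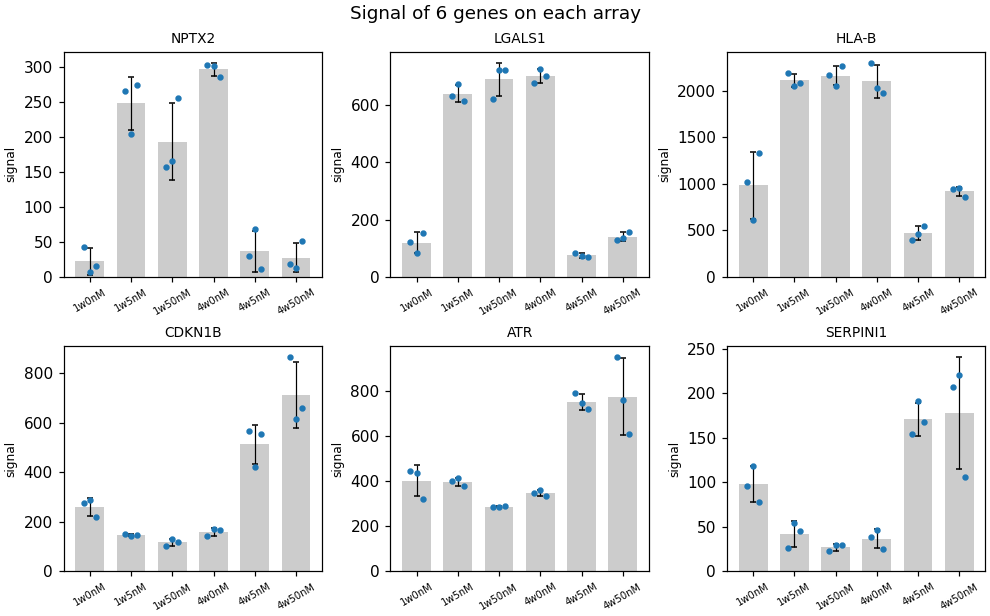
Signal on each of the 18 arrays (points, linear model-based expression index) with the mean and SD (bars, n = 3) of NPTX2, LGALS1, HLA-B, CDKN1B, ATR and SERPINI1 in the 6 groups. LGALS1 averages 704 in 4w0 nM and 74.6 in 4w5 nM cells.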

Their expression pattern is shown as a heat map in **Fig. 2B**, identifying two clusters (I and II) of altered genes and a few subclusters of genes affected differently by both doses (arrow heads). 

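Cells grown with 50 nM for 4 weeks differed in many genes from those grown with 5 nM; the genes named next were picked out after their values were seen. HSPB8, a small heat shock protein, had a signal of 801 ± 128 (SD, n = 3) in 4w5 nM and 53.0 ± 51.4 in 4w50 nM cells, 20.5-fold lower with 50 nM, and the collagen gene COL3A1 was 14.1-fold lower, while of 36 collagens and matrix genes 8 were higher and 12 lower. AIF1, a calcium-binding protein of macrophages, was 12.7-fold higher with 50 nM, and DCX, which binds microtubules in migrating neurons, was 5.85-fold higher. At an adjusted p below 0.05 from limma, 214 genes were higher and 277 lower by at least 2-fold in 4w50 nM than in 4w5 nM cells. Both doses changed 2054 genes against vehicle, 2025 of them the same way and 29 in opposite ways. The 7 genes that changed at least 2-fold in opposite ways were ATP9A, GNE and VCAM1, which rose with 5 nM and fell with 50 nM, and CHRDL1, EPAS1, MNX1 and PRSS21, which did the reverse; EPAS1, a hypoxia-inducible transcription factor, had a log2 fold change of -1.48 with 5 nM and 1.75 with 50 nM (standard error 0.41), and VCAM1, a cell adhesion molecule, one of 1.57 and -1.17. Most of these opposite calls are fragile: with 50 nM the call of ATP9A was lost without any 1 of the 6 arrays compared (adjusted p between 0.0524 and 0.0812), and those of GNE (0.0542 to 0.126) and VCAM1 (0.0951 to 0.194) without any but 4w50 nM replicate 3. For 5 nM, calls were lost for GNE without 4w0 nM replicate 1 (0.0603), for EPAS1 without 4w5 nM replicate 2 (0.0682), for MNX1 without any but 4w0 nM replicate 3 (0.0589 to 0.122) and for PRSS21 without 4w0 nM replicate 2 or 3 or 4w5 nM replicate 2 or 3 (0.0714 to 0.104). Neighbouring genes shifted together between the doses: of 359 genes measured on chromosome 8, 156 passed the test as lower and 8 as higher in 4w50 nM than in 4w5 nM cells, with a median log2 difference of -0.50. By the same test, 151 of 500 genes on chromosome 6 were higher and 12 lower, and 149 of 522 on chromosome 3 were higher and 62 lower. In blocks of 40 neighbouring genes the median log2 difference ran from -1.07 to 0.60, and 24 of 212 blocks lay beyond every block of 100 random gene orders. Neighbouring genes shifted against vehicle as well: chromosome 8 had a median log2 fold change of 0.31 with 5 nM and -0.27 with 50 nM. GFRA2, the receptor gene with the largest difference on chromosome 8, was 16.4-fold lower in 4w50 nM than in 4w5 nM cells.

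**Figure D2:**
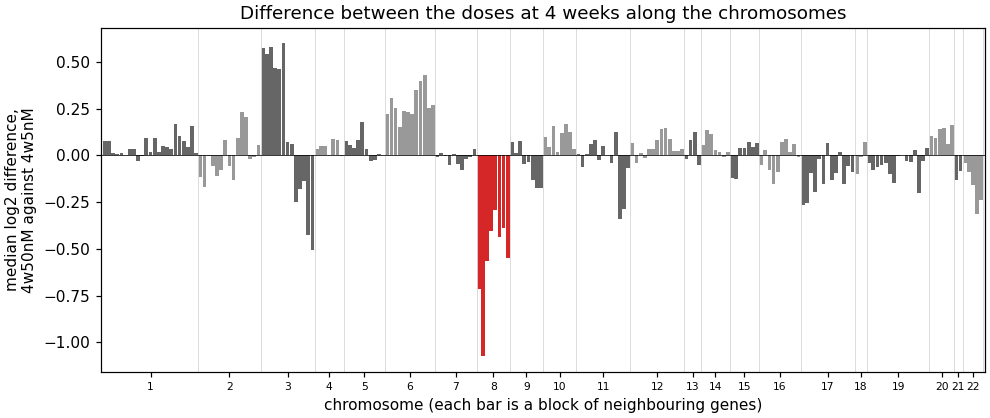
Median log2 difference between 4w50 nM and 4w5 nM cells (y axis) in 212 blocks of 40 neighbouring genes (bars) in the order of the genes along chromosomes 1 to 22 (x axis). Blocks of chromosome 8 lie below 0 and reach -1.07, and the highest block is at 0.60.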

Four major types of changes caused by both doses across both time points are profiled in **Fig. 2C**. 

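Measured against the vehicle of the same week, most genes called at both times moved in opposite directions at 1 week and at 4 weeks. Of 330 genes that passed the test with 5 nM at both times, 327 changed in opposite directions, 226 of them up at 1 week and down at 4 weeks; with 50 nM it was 1128 of 1166, of which 380 were up at 1 week and down at 4 weeks and 748 the reverse. DLK1, a membrane protein of immature neuroendocrine cells, had a log2 fold change of 2.79 at 1 week and -2.98 at 4 weeks with 5 nM, and 2.90 and -1.53 with 50 nM (standard error 0.28 each, n = 3). SLC6A15, an amino acid transporter of neurons, ran the other way, with -1.68 and 1.79 for 5 nM and -2.54 and 2.44 for 50 nM (standard error 0.27). A direct test of the difference between the effects of both times called 1370 genes with 5 nM (629 with the higher and 741 with the lower effect at 4 weeks, but 850 and 554 with median scaling) and 2163 with 50 nM (1256 and 907), at a size of at least 2-fold and an adjusted p below 0.05 from limma. Across the 9162 genes, which are not independent replicates, the 1-week and 4-week effects had r = -0.43 with 5 nM and -0.55 with 50 nM, and no gene changed at least 2-fold in the same direction at both times. Both values lie inside the range of 100 simulations with no effect (-0.89 to 0.76 with 5 nM and -0.84 to 0.88 with 50 nM), and with the 4w0 nM arrays split as vehicle of both weeks r averaged -0.042 and -0.22. Those r were -0.21 and -0.62 without 1w0 nM replicate 2, and -0.60 and -0.36 without 1w0 nM replicate 3. The vehicle groups of both times differed in 93 genes by at least 2-fold, 80 higher and 13 lower in 4w0 nM than in 1w0 nM cells. The 5 nM effect at 1 week and this vehicle difference had r = 0.87 across genes and shared 73 genes. Both are measured against 1w0 nM, and simulations with no effect gave an average r of 0.48. These simulations shared 2.42 genes on average, and the simulation with the most, 242 genes, makes up the whole of that average. The 93 genes were 154 without 1w0 nM replicate 2. The qRT-PCR of the study was done at 4 weeks (Fig. 3), so the 1-week direction rests on the arrays. From heat maps and profiles of the changed genes (Fig. 2), the paper reasons that some gene clusters respond alike to both doses and others in opposite ways, and concludes that both doses act on sets of genes through mechanisms that depend on time and dose.

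**Figure D3:**
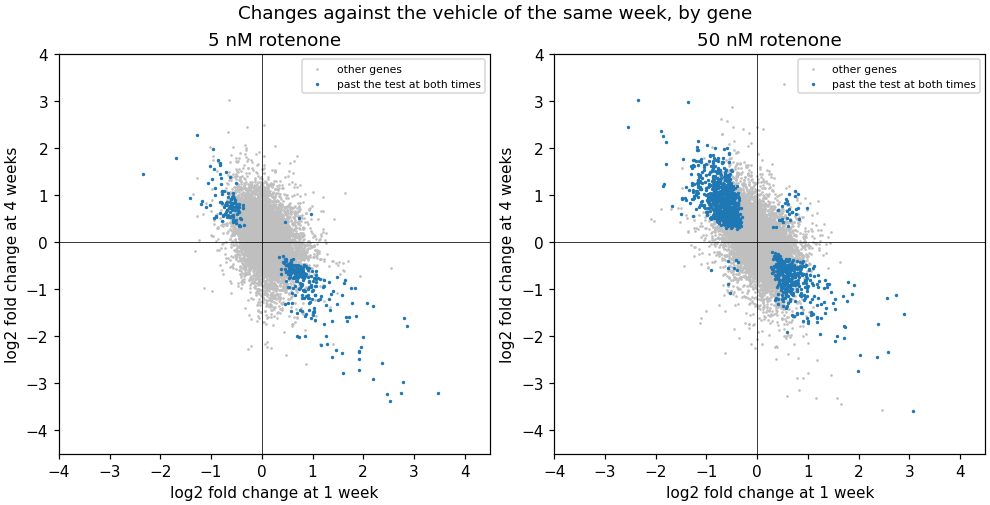
Log2 fold change of each of 9162 genes against vehicle at 1 week (x axis) and at 4 weeks (y axis), for 5 nM and for 50 nM; points in blue are genes that passed the test at both times. Most blue points lie in opposite quadrants, 327 of 330 with 5 nM and 1128 of 1166 with 50 nM.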

The results indicate that both doses exerted comparable and opposing cumulative effects on the expression of certain genes sets by a time-dose-dependent mechanisms.

**Figure 2:**
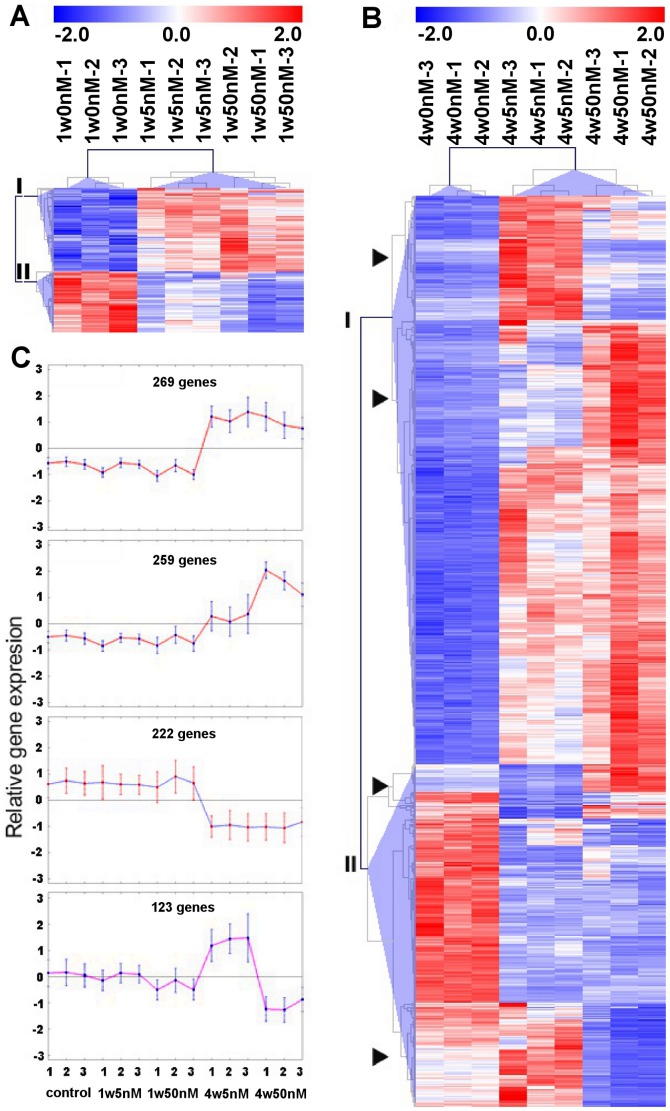
Hierarchical cluster analyses of microarray expression data. Overall cluster analysis of three transcriptome analysis experiments of SK-N-MC cells chronically treated with 5 nM, 50 nM rotenone, or vehicle (0 nM) for 1 week (1 w) and 4 weeks (4 w). Genes significantly altered in the treatment groups were clustered by hierarchical average-linkage analysis and shown in colorgrams depicting the expression level of the genes (rows) in each individual sample (columns). Expression above the mean is displayed in red and below the mean in blue (see normalized scale bar on top). (**A**) genes significantly altered by 5 nM and 50 nM rotenone at 1 week; (**B**) genes significantly altered by 5 nM and 50 nM rotenone after 4 weeks. Major cluster are indicated roman numerals and subclusters of genes that show opposite expression pattern at 4 weeks are indicated with arrowheads. The profiles in (**C**) depict the effects of both rotenone doses across both time points on the relative gene expression in four gene major clusters distinguished by the specific expression change exerted by each dose; the treatment group are indicated at the bottom and the number of changed genes are indicated at the top of each profiles.

### Validation of Microarray Results

Microarray data was corroborated by qRT-PCR analysis of 10 selected genes from each treatment group at 4 weeks. The qRT-PCR data showed that all changes were significantly different (P<0.05) to controls in their respective cohorts, using the *B2M* mRNA as internal control. 

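On the arrays, LOXL1, a lysyl oxidase that cross-links collagen and elastin, had a signal of 248 ± 9.89 (SD, n = 3) in 4w0 nM and 36.8 ± 8.50 in 4w5 nM cells, a log2 fold change of -2.78 (standard error 0.38, adjusted p = 5.8e-05) from limma. SELENBP1, a selenium-binding protein, fell 3.98-fold, from 187 ± 13.6 to 47.6 ± 8.88, and APOE, the apolipoprotein that carries lipids between brain cells, fell 3.04-fold, from 666 ± 121 to 223 ± 70.1 (log2 fold changes of -2.19 and -2.37 on its other probe sets). CLIC2, an intracellular chloride channel, rose 2.94-fold, to 240 ± 23.2, and PTPRC, the leukocyte phosphatase CD45, rose 3.56-fold, from 417 ± 42.7 to 1483 ± 126 (adjusted p = 0.0351). IGF1R, the receptor of insulin-like growth factor 1, rose 2.08-fold, and MAP2K4, a kinase that activates JNK, rose 2.43-fold. The call was lost for PTPRC without any 1 of the 6 arrays compared (adjusted p between 0.0644 and 0.0956). Genes of the qRT-PCR set whose probe sets are absent from the list of genes, or are assigned to several genes, are not analysed here.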

While comparison of the microarray with the qRT-PCR data showed that most selected genes in the 5 nM group (**Fig. 3A**) were changed in the same direction and not significantly different (P<0.05), except for the *APOE*, *CLIC2* and *PTPRC* genes. The direction of expression of all analyzed genes in the 50 nM group was the same (**Fig. 3B**); and the magnitude was similar with both methods for most genes; except for *VEGF,* which was slightly higher by qRT-PCR, and *GFRA2*, *FN1*, and *HSPA1A*, which varied widely by both methods. Yet, both methods coincided often, especially in the direction of the changes. 

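On the arrays, FN1, which encodes the matrix protein fibronectin, had a signal of 1536 ± 28.4 (SD, n = 3) in 4w0 nM and 220 ± 271 in 4w50 nM cells, a log2 fold change of -3.56 (standard error 0.86, adjusted p = 0.00303) from limma, and its other probe sets had between -4.07 and -1.81. GFRA2, the receptor of the neurotrophic factor neurturin, fell 9.62-fold, from 354 ± 13.3 to 49.8 ± 48.1; it lies on chromosome 8, whose genes were mostly lower in 4w50 nM than in 4w5 nM cells. VEGFA, a growth factor of blood vessels, rose 2.19-fold, from 861 ± 65.5 to 1894 ± 291, and SYNJ2, a phosphatase of inositol lipids in endocytosis, rose 2.89-fold (adjusted p = 0.00209). APOE fell 1.85-fold, to 379 ± 145 (log2 fold changes of -1.53 and -1.47 on its other probe sets), and IGF1R rose 2.07-fold. The 50 nM call was lost for APOE without 4w0 nM replicate 3 (adjusted p = 0.0713) or 4w50 nM replicate 3 (adjusted p = 0.108).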

Overall, the qRT-PCR analysis validated the microarray results; as indicated by the Pearson’s test which found significant correlation between microarray and qRT-PCR data in the 5 nM group (r^2^ = 0.9029, P<0.0001) and in the 50 nM group (r^2^ = 0.726, P<0.0017). Thus, gene expression changes were by and large accurately assessed by microarray analysis.

**Figure 3:**
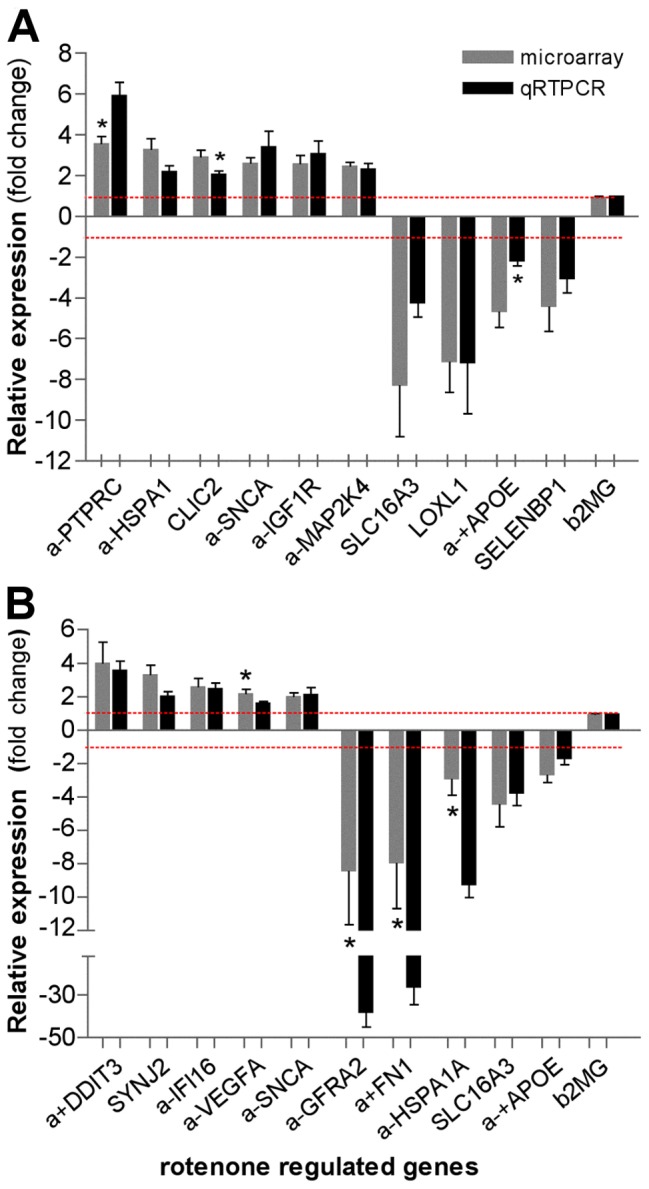
Validation of microarray results for differentially regulated genes (DRGs). The confirmation of selected differentially regulated genes was achieved by quantitative real-time polymerase chain reaction (qRT-PCR) using total RNA from SK-N-MC cells: (**A**) treated with 5 nM rotenone for 4 weeks and 0 nM (vehicle-treated control); (**B**) treated with 50 nM rotenone for 4 weeks and 0 nM (control). Comparison of the qRT-PCR analysis results of rotenone-treated samples to vehicle-treated samples showed that all genes changes were significantly different (P<0.05). The qRT-PCR average fold changes of selected DRGs in the rotenone treated samples, normalized to *B2M* (beta-2-microglobulin) and relative to expression on the vehicle-treated cells (dotted red line) are shown (mean ± SEM; *P<0.05; t-test, qRT-PCR vs microarray result, n = 3). Pearson’s test found significant correlation between microarray and qRT-PCR data in the 4w5 nM group (r^2^ = 0.9029, P<0.0001) and in the 4w50 nM group (r^2^ = 0.726, P<0.0017). *PTPRC* (protein tyrosine phosphatase, receptor type, C), *HSPA1A* (heat shock 70 kDa protein 1A), *CLIC2* (Chloride intracellular channel 2), *SNCA* (α-synuclein), *IGFR1* (IGF1 receptor), *MAP2K4* (mitogen-activated protein kinase kinase 4 ), *SLC16A3* (solute carrier family 16, member 3 -monocarboxylic acid transporter), *LOXL1* (lysyl oxidase-like 1), *APOE* (Apolipoprotein E), *SELENBP1* (selenium binding protein 1), *DDIT3* (DNA-damage-inducible transcript 3), *SYNJ2* (synaptojanin 2), IFI16 (interferon, gamma-inducible protein 16), *VEGFA* (vascular endothelial growth factor), *GFRA2* (GDNF family receptor alpha 2), and *FN1* (Fibronectin 1).

### Rotenone Affects Multiple Cellular Processes Involved in Neurodegeneration

Functional pathways affected by rotenone were identified by enrichment analysis using DAVID tools [36], as previously described [37]. Various sets of DRGs from the rotenone-treated groups were significantly (P<0.05) enriched in multiple “GO terms” (hereafter referred to as functional categories), which suggest multiple physiological alterations by rotenone. Thirty representative functional categories significantly enriched in at least 1 time point by either dose were further evaluated for their relevance to neurodegeneration and were organized into seven *ad hoc* function-related groups, with considerable overlap (**Table 1**). All these groups are intricately connected to cell fate through the regulation of apoptosis, cell cycle, proliferation, DDR, transcription and differentiation [38]–[40]. Dose-time dependence of rotenone effects on some of these processes has been seen in cell lines and primary neurons [7], [11], [17]–[19], [21], [27], [28], [41], [42]; but the underlying molecular mechanisms remain unclear. Mechanistic aspects relevant to NDs, as inferred from the functions of genes in the first six groups, are described below. The seventh group in **Table 1** comprises neuronal and vasculature tissues development processes and a number of human diseases that are associated with altered genes, according to the Genetic Association Database (GAD) of human disease; such genes are listed in **Table S3**.

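Genes that the paper links to human disease were mostly lower after 4 weeks. MMP9, a metalloproteinase that degrades matrix, had a signal of 266 ± 13.2 (SD, n = 3) in 4w0 nM, 90.4 ± 4.35 in 4w5 nM and 112 ± 14.3 in 4w50 nM cells, and fell 2.94-fold and 2.38-fold. SLC18A3, the transporter that loads acetylcholine into vesicles, fell 6.56-fold and 3.47-fold, and SMPD1, the acid sphingomyelinase of lysosomes, fell 2.57-fold and 5.26-fold (log2 fold changes of -1.52 and -3.06, and -0.12 and -0.16, on its other probe sets). Of 28 genes of Table S3 measured, 7 rose and 16 fell with 5 nM, and 7 rose and 18 fell with 50 nM (the same counts adjusted over the list alone; camera adjusted p = 7.0e-05 and 6.8e-04, adjusted p = 0.0237 and 0.0648 with an estimated correlation). Both doses moved 22 of them the same way and none in opposite ways, though both are measured against the same 4w0 nM arrays. The list was chosen by the study on these samples, so its direction is not independent evidence. In 25 textbook genes of Parkinson and Alzheimer disease, 5 rose and 6 fell with 5 nM, and 4 rose and 10 fell with 50 nM (4 and 11 adjusted over the list alone), and camera did not call the list (adjusted p = 0.734 and 0.270). Among them DNAJC6, which uncoats clathrin vesicles at synapses, rose 4.00-fold with 5 nM, and ADAM10, a secretase that cleaves the amyloid precursor, rose 1.73-fold and 1.88-fold.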

### Apoptosis is a Prominent Feature of Neuroblastic Cell Fate Regulation by Rotenone

Apoptosis was the process most noticeably affected by rotenone at both doses. 

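After 4 weeks, single genes of death and of survival changed in both directions. TRADD, the adaptor of the TNF receptor, had a signal of 195 ± 19.8 (SD, n = 3) in 4w0 nM, 90.4 ± 6.92 in 4w5 nM and 85.5 ± 14.8 in 4w50 nM cells, and fell 2.16-fold and 2.30-fold. TNF, the cytokine itself, fell 2.30-fold and at least 4.19-fold, and FASLG, the ligand of the death receptor FAS, fell 2.74-fold with 5 nM, while its other probe set had a log2 fold change of 0.13. BIRC2, an inhibitor of apoptosis, rose 2.17-fold with 5 nM, and BCL2L2, a survival protein of the BCL2 family, rose 1.98-fold with 50 nM. Of 41 pro-apoptotic textbook genes, 5 rose and 11 fell with 5 nM, and 6 rose and 7 fell with 50 nM (6 and 11, and 6 and 7, adjusted over the list alone); of 18 anti-apoptotic genes, 4 rose and 5 fell with 5 nM, and 3 rose and 4 fell with 50 nM. Neither list was called by camera (adjusted p = 0.180 and 0.464 for the pro-apoptotic and 0.833 and 0.845 for the anti-apoptotic genes).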

Given that apoptosis is a hallmark of neurodegeneration; this group was further analyzed to unveil apoptotic mechanisms regulated by rotenone at both doses. To this end, the initial DAVID-derived list of 63 rotenone-changed apoptosis genes was expanded by data mining to 105 genes; which is above 12% of all rotenone altered genes and represent apoptotic signatures of rotenone toxicity at such doses. The expression patterns of these genes (**Figs. 4** **&** **5**) depict trends in similarity and difference across time and doses, including magnitude and regularity of the changes. 

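PYCARD, an adaptor that activates caspases in inflammasomes, rose at least 2.63-fold with 5 nM and 2.62-fold with 50 nM at 1 week, from 16.4 ± 7.08 (SD, n = 3) with vehicle, and had a log2 fold change of -1.04 and -0.55 at 4 weeks, where its adjusted p was 0.00516 and 0.0957. TNFAIP3, an inhibitor of NF-kappa-B signaling, rose 2.07-fold and 2.18-fold at 1 week and fell 1.69-fold and 1.64-fold at 4 weeks. S100B, a calcium-binding protein of glial cells, fell 3.99-fold and 2.41-fold at 4 weeks, and its log2 fold change at 1 week was 0.85 with 5 nM and 0.54 with 50 nM. The vehicle group of 4 weeks differed from that of 1 week in the same genes, with PYCARD higher at least 2.38-fold and log2 differences of 1.13 for TNFAIP3 and 1.23 for S100B.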

Genes whose expression was mutually and coordinately changed in the opposite way to changes at 1 week by both doses at 4 weeks are shown in **Figs. 4A & 4B**; and those changed, mostly independently, in a less synchronized way by either dose at 4 weeks are shown in **Figs. 5A & 5B**. As apoptosis proteins are restocked via transcription, the regulation of their gene expression may impact the balance of cell survival and death; thus allowing the use of their expression data to surmise survivability. Hence, the apoptotic genes were classified as anti-apoptotic (−), pro-apoptotic (+), and ambivalent (+−) regulators. Also, functionally, increased expression of anti-apoptotic genes and decreased expression of pro-apoptotic genes support cell survival (s); whereas increased expression of pro-apoptotic genes and decreased expression of anti-apoptotic genes favor cell death (d). A plot of these changes (**Fig. 6A**) revealed that at 1 week both doses promoted similar number of death and survival events. In contrast, the prevailing death-promoting capacity of the higher dose is obvious at 4 weeks; manifested as an increase in pro-death events and decrease in pro-survival events, while the lower dose apoptotic changes were virtually the same at 4 weeks. 

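At 4 weeks, death events among textbook apoptosis genes were as many with either dose and survival events fewer with the higher dose, a difference that was not tested. With 5 nM, 5 of 41 pro-apoptotic genes rose and 5 of 18 anti-apoptotic genes fell, 10 death events, and 11 pro-apoptotic genes fell and 4 anti-apoptotic genes rose, 15 survival events. With 50 nM there were 10 death and 10 survival events, from 6 pro-apoptotic genes up and 7 down and from 3 anti-apoptotic genes up and 4 down. At 1 week the counts were 2 and 1 with 5 nM, and 5 and 4 with 50 nM. AKT1, a kinase that promotes survival, fell 1.87-fold with 5 nM (log2 -0.59 with 50 nM, adjusted p = 0.00565), and FAS, the death receptor, fell 2.14-fold with 50 nM, from 78.8 ± 6.08 (SD, n = 3) to 36.7 ± 0.855. Each event is a call at an adjusted p below 0.05 from limma, in lists fixed before the files were examined.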

The tipping of the scale towards death by the higher dose and longer exposure is consistent with the dose-time dependence seen by others in NB cells, primary neurons and other cell types [5], [7], [11], [12], [17], [18], [27], [28], [41], [42]. Though the mutually affected apoptosis genes (**Fig. 4**) and the independently affected genes changed in similar direction (**Fig. 5**) by both doses suggest that, at low doses, rotenone could set up cells for apoptosis and make them more vulnerable to other insults, which may underlie the reported higher H_2_O_2_ susceptibility of cells chronically exposed to low rotenone amounts [11]. 

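DDIT3, the ER stress factor CHOP, had a signal of 367 ± 19.4 (SD, n = 3) in 4w0 nM, 691 ± 590 in 4w5 nM and 1465 ± 802 in 4w50 nM cells. It rose 3.43-fold with 50 nM (adjusted p = 0.0110, limma) and had a log2 fold change of 0.59 with 5 nM (standard error 0.52, adjusted p = 0.408). CAPN7, a calpain protease, rose 1.95-fold with 50 nM, to 487 ± 37.5, and CAST, the inhibitor of calpains, rose 1.65-fold with 5 nM and 3.36-fold with 50 nM. IFI16, a DNA sensor of the interferon response, rose 2.54-fold with 50 nM. With 5 nM the log2 fold change was 0.02 for CAPN7 and 0.54 for IFI16, which did not pass the test. The call was lost for DDIT3 without 4w50 nM replicate 1 (adjusted p = 0.0628) or 4w50 nM replicate 2 (adjusted p = 0.0596), and with 5 nM for CAST without any 1 of the arrays compared except 4w5 nM replicate 2 (adjusted p between 0.0803 and 0.118).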

The upregulation of the expression of indicators of stress-related organelle dysfunction, such as *DDIT3*, *CAPN7*, *CAST* and *IFI16,* (**Fig. 5B**), suggests intrinsic apoptosis activation [14], [23], [43], [44]. 

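CASP8, the initiator caspase of death receptors, had a signal of 150 ± 4.51 (SD, n = 3) in 4w0 nM, 208 ± 24.4 in 4w5 nM and 340 ± 11.5 in 4w50 nM cells. It rose 1.38-fold and 2.27-fold (adjusted p = 0.0312 and 2.5e-05, limma) on the probe set with the highest signal, while its other probe set had log2 fold changes of -0.04 and 0.09. CASP8AP2, which binds CASP8 and takes part in histone gene expression, rose 1.72-fold and 2.26-fold, from 308 ± 16.3 to 532 ± 71.0 and 697 ± 48.9. The 5 nM call did not hold for CASP8 without any 1 of the arrays compared except 4w5 nM replicate 2 (adjusted p between 0.0617 and 0.106).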

While, extrinsic apoptosis activation is indicated by the induction of *CASP8* and *CASP8AP2* mRNAs [45], (**Fig. 5B**); and is consistent with previous observations [**42**]. Noteworthy, although the response to rotenone may involve the classical apoptosis pathways, it does not preclude alternative cell death mechanisms; particularly other cell cycle-linked cell death pathways [46]; since, as described below, rotenone seems to affect cell cycle progression in various ways.

**Figure 4:**
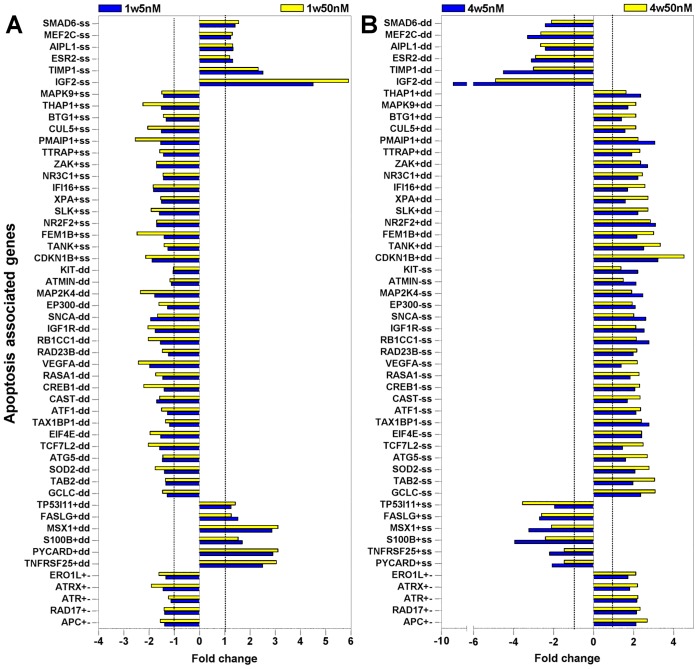
Expression patterns of apoptosis genes mutually altered by both rotenone doses. The expression levels of 52 apoptosis associated genes that were mutually and mostly similarly changed by both doses at 4 weeks are shown as fold changes relative to vehicle-treated cells. The expression patterns observed at 1 week (**A**) and at 4 weeks (**B**) of rotenone exposure are shown. The classification of each gene, according to their effect on apoptosis, as anti-apoptotic (−), pro-apoptotic (+), and ambivalent (+−) is indicated immediately after the listed symbol of each gene; followed by a further classification, based on the detected genes changes, into pro-survival events (indicated by s, to designate upregulation of anti-apoptotic genes and the downregulation of pro-apoptotic genes) and pro-death events (indicated by d, to designate upregulation of pro-apoptotic and the downregulation anti-apoptotic genes). Genes differentially changed by both doses are classified as both *s* and *d*; and ambivalent genes (+−) cannot be classified by these parameters. The 1-fold change level is indicated by dotted line.

**Figure 5:**
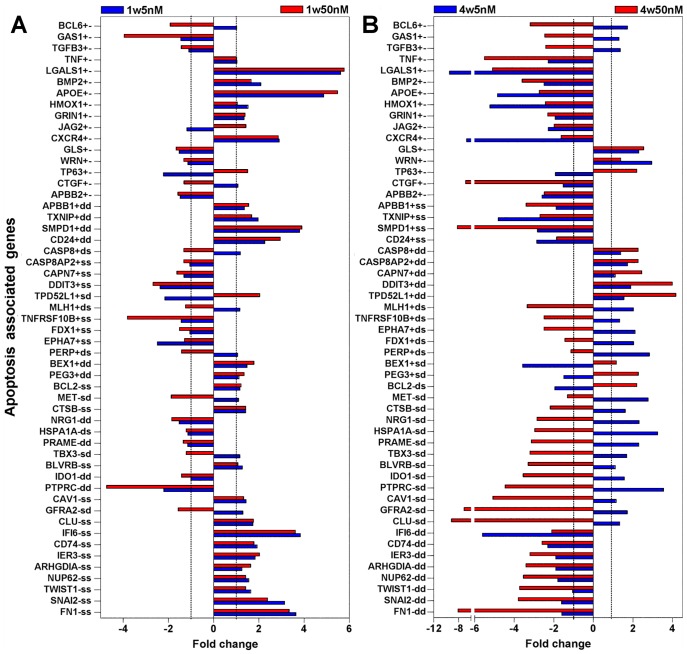
Expression patterns of apoptosis genes independently altered by either rotenone doses. The expression levels of 53 apoptosis associated genes that were changed mostly independently by either dose at 4 weeks are shown as fold changes relative to vehicle-treated cells. The expression patterns observed after 1 week (**A**) and after 4 weeks (**B**) of rotenone exposure are shown. The classification of each gene, according to their effect on apoptosis, as anti-apoptotic (−), pro-apoptotic (+), and ambivalent (+−) is indicated immediately after the listed symbol of each gene; followed by a further classification, based on the detected genes changes, into pro-survival events (indicated by s, to designate upregulation of anti-apoptotic genes and the downregulation of pro-apoptotic genes) and pro-death events (indicated by d, to designate upregulation of pro-apoptotic and the downregulation anti-apoptotic genes); ambivalent genes (+−) cannot be classified by these parameters. The 1-fold change level is indicated by dotted line.

**Figure 6:**
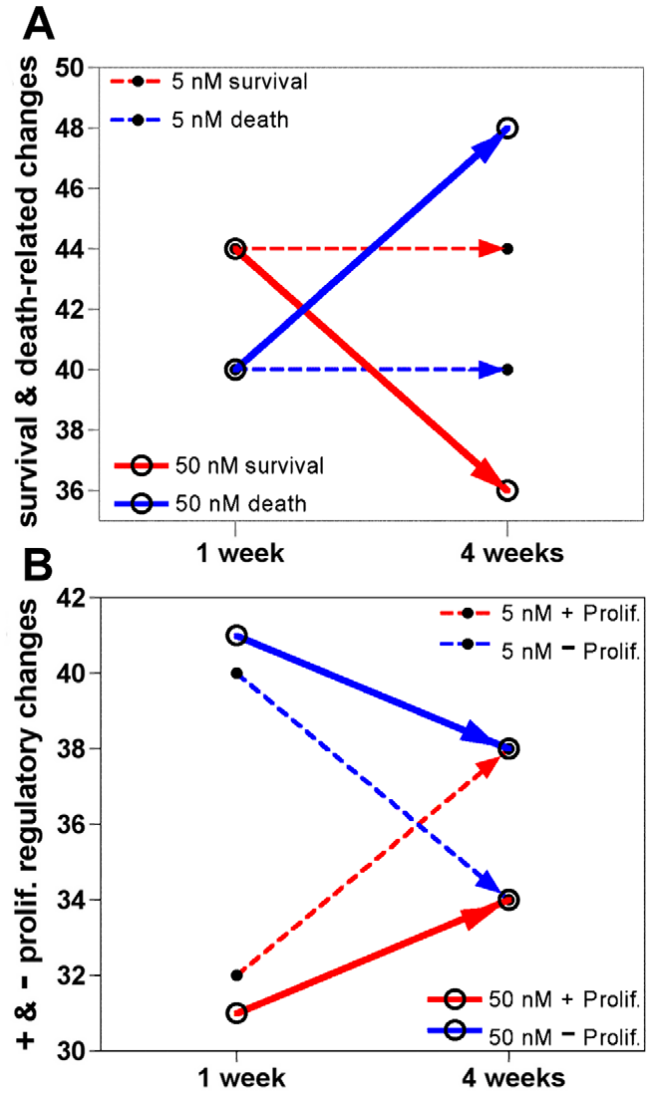
Streamlined illustration of the effects of rotenone on apoptosis and proliferation across time. (**A**) Rotenone-induced expression changes in apoptosis-associated genes, classified as pro-survival or pro-death events as defined in **Figs. 4** **&** **5**, at 1 week and 4 weeks were counted and plotted to reductively illustrate apoptotic differences between doses across time. (**B**) Rotenone-induced expression changes in cell proliferation-associated genes, classified as stimulatory (+) or inhibitory (−) events based on the assumption that increased negative regulators and decreased positive regulators of proliferation are inhibitory events and conversely, increased positive regulators and decreased negative regulators are stimulatory events were tallied and plotted to reductively illustrate proliferation difference between doses across time.

### Rotenone Inhibits Cell Proliferation through Transcription Regulation

The majority of the affected cell proliferation genes (**Table 1**) also regulate apoptosis, the cell cycle and the DDR (**Figs. 4** **&** **5**, **Tables 2** & **3**). Such cross-utilization of proteins in opposing processes provides common homeostatic regulatory pathways to antagonistic processes [38]. Expression of most (72%) of the proliferation regulator genes was similarly affected by both doses, except that the magnitude of a number of changes induced by the 5 nM dose was below 2-fold. Functionally, increased downregulators and decreased upregulators of proliferation are inhibitory events; and, increased upregulators and decreased downregulators are stimulatory events. A tally of such events, as depicted in **Fig. 6B**, revealed that at 1 week the balance was tipped towards inhibition by both doses; albeit slightly more by the higher dose. At 4 weeks, the balance was tilted in favor of proliferation by the lower dose; whereas the higher dose still favored inhibition. These transcriptional events are, by and large, consistent with the proliferation analysis results described above (**Fig. 1**).

**Table 2:** Cell cycle progression-associated genes regulated by rotenone.

entrez	gene	fold c. (1week)		fold c. (4 weeks)		phase transition	references
ID	symbol	5 nM	50 nM	5 nM	50 nM	(function or effect)	
1027	CDKN1B	−1.9	−**2.1**	***+3.2***	***+4.6***	G0/G1/S (pro-senesc.)	[49], [120], [121]
596	BCL2	+1.0	*+1.3*	−1.7	***+2.2***	G0/G1/S/G2 (pro-senesc.)	[48]–[50]
8626	TP63	+1.0	*+1.1*	−1.9	***+2.2***	G1/S (pro-senesc.)	[122]
3398	ID2	+1.3	−*1.4*	+1.3	***−2.6***	G0/G1 (anti-quiesc.)	[51], [52], [123]
5925	RB1	***−***1.7	**- 3.4**	*+1.5*	*+1.6*	G0/G1/S/G2 (delays, arrest)	[74], [75]
5934	RBL2	***−***1.0	***−***1.1	*+1.9*	***+2.2***	G0/G1/G2(pro-senesc.)	[74], [75], [124]
6926	TBX3	+1.1	***−*** *1.2*	+1.7	***−3.2***	G1/S (anti-senesc.)	[53]
604	BCL6	+1.0	***−*** *1.9*	+1.7	***−2.8***	anti-senesc.	[54]
1191	CLU	+1.8	+1.8	+1.3	***−9.1***	anti-senesc.	[55]
595	CCND1	+1.5	+1.6	***−*** *1.4*	***−2.0***	G1/S (accel.)	[74], [125]
1869	E2F1	+1.5	+1.7	***−*** *1. 8*	***−*** *1.3*	G1/S/G2 (accel., senesc.)	[74], [75]
1870	E2F2	***−***1.0	***−***1.0	***−*** *1.4*	***−2.0***	G1/S/G2 (accel., senesc.)	[74], [75]
901	CCNG2	***−***1.3	***−*** **2.0**	***+2.1***	*+1.4*	S (replication/accel. )	[126]
4174	MCM4	+1.4	+1.4	***−*** *1.4*	***−2.4***	S (replication/accel. )	[127], [128]
990	CDC6	+1.5	+1.1	***−*** *1.4*	***−*** *1.9*	S (replication/accel. )	[127], [128]
9401	RECQL4	+1.7	**+2.0**	***−2.1***	***−3.7***	G1/S (accel.)	[129]
898	CCNE1	**+2.1**	+1.9	***−*** *1.4*	***−*** *1.5*	G1/S (replication,arrest)	[74], [125]
3084	CCNA1	+1.9	+1.7	***−*** *1.8*	***−2.9***	G1/S (replication, arrest)	[130]
6285	S100B	*+1.7*	*+1.5*	***−*** **4.0**	***−*** **2.4**	G1/S (arrest)	[131], [132]
6282	S100A11	*+1.8*	*+1.9*	***−*** **5.6**	***−***1.5	S/G2 (G2/accel.)	[131], [133]
1620	DBC1	*+1.1*	***−***1.1	***+*** *1.3*	***−*** **2.4**	G2/M (G2 arrest)	[56]
51512	GTSE1	+1.2	+1.3	***−*** *1.6*	***−2.4***	G1/S/G2 (arrest)	[134]
7164	TPD52L1	***−*** **2.2**	***−*** **2.0**	*+1.5*	***+4.2***	G2/M (MTdynamics)	[135]
8555	CDC14B	***−***1.2	***−***1.1	***+2.6***	*+1.2*	M (MT, accel. )	[136], [137], [138]
7465	WEE1	***−***1.1	***−***1.2	*+1.6*	*+1.9*	G2/M (accel. entry to M)	[136]
993	CDC25A	+1.4	+1.7	***−*** *1.9*	***−*** *1.5*	S/G2/M (accel. )	[139]
9748	SLK	***−*** *1.6*	***−*** *1.9*	**+2.2**	**+2.7**	S/G2/M (G2 arrest)	[140]
900	CCNG1	***−*** *1.4*	***−*** *1.6*	+1.3	**+2.4**	G2 (G2 arrest)	[60], [141]
891	CCNB1	***−*** *1.1*	***−*** *1.2*	+1.4	***−*** *1.8*	G2/M accel., M entry)	[142], [143], [144]
890	CCNA2	+1.0	***−*** *1.2*	+1.4	+1.5	G2/M (accel., MT distab)	[145]
49855	SCAPER	***−***1.8	***−***1.7	***+3.3***	***+4.0***	G2/M (accel., MT stab)	[145]
1647	GADD45A	***−***1.5	***−***1.3	***−***1.5	***+2.9***	G2/M (accel., MT stab)	[143]
9133	CCNB2	+1.2	+1.4	***−*** *1.2*	***−*** *1.3*	M (MT stabilization)	[142], [143]
827	CAPN6	+1.4	+1.4	***−3.0***	***−3.0***	M/I (arrest, MT stab, SAC)	[146]
10381	TUBB3	+1.4	+1.5	***−*** *1.4*	***−2.3***	M (accel., MT stab)	[61]
84617	TUBB6	**+2.0**	+1.7	***−*** *1.2*	***−2.7***	M (mitotic progression)	[62]
10382	TUBB4A	+1.6	+1.5	***−2.3***	***−3.6***	M (arrest, SAC)	[61]
9212	AURKB	+1.2	+1.3	***−*** *1.2*	***−2.0***	M (MT stab, Chr dynamics)	[147]
324	APC	***−***1.4	***−***1.6	***+2.1***	***+2.7***	G0/G1/S (pro-senesc.)	[63], [148]
6787	NEK4	***−***1.1	***−***1.2	*+1.7*	***+2.6***	G0/G1/S/G2 (pro-senesc.)	[149]
91754	NEK9	***−*** *1.1*	***−*** *1.3*	**+2.1**	***−2.6***	G1/S (pro-senesc.)	[147], [150]
55743	CHFR	*+1.4*	*+1.3*	*+1.1*	***−*** **2.3**	G0/G1 (anti-quiesc.)	[63], [64], [72]
110076	TPPP	+1.3	+1.4	***−4.2***	***−4.7***	G0/G1/S (anti-quiesc.)	[65]

**Abbreviations**: Accel.: accelerates; fold c.: fold change; M: mitosis; MT: microtubules; SAC: spindle assembly checkpoint; senesc: senescence; stab: stabilizes; destab: destabilizes. Changes likely to delay the cell cycle are shown by *numbers in italics*; changes likely to accelerate cell cycle are shown by regular numbers; emboldening indicates fold change is <2.

**Table 3:** DNA damage response-associated genes regulated by rotenone.

entrez	gene	fold c. (1 week)		fold c. (4 weeks)		repair mechanism	references
ID	symbol	5 nM	50 nM	5 nM	50 nM	(function)	
545	ATR	***−***1.1	***−***1.2	***+2.2***	***+2.2***	SSB, DSB (sensor, activator)	[39], [40]
1111	CHEK1	***−***1.3	***−***1.7	***+2.0***	*+1.3*	SSB, DSB (sensor, effector)	[39], [40]
5884	RAD17	***−***1.4	***−***1.4	***+2.2***	***+2.3***	SSB, DSB, BER, HR (sensor)	[39], [40]
472	ATM	***−***1.1	***−***1.1	*+1.8*	*+1.5*	DSB, (sensor, activator)	[39], [40]
11200	CHEK2	*+1.2*	*+1.2*	+1.0	+1.0	DSB, (sensor, effector)	[39], [40]
4361	MRE11A	***−***1.6	***−***1.7	***+2.0***	*+1.9*	DSB, HR (sensor, mediator)	[39], [40], [68]
10111	RAD50	***−***1.3	***−***1.3	*+1.6*	*+1.4*	DSB, HR (sensor, mediator)	[39], [40], [68]
4683	NBN	+1.0	***−***1.2	*+1.6*	*+1.4*	DSB, HR (sensor, mediator)	[39], [40], [68]
51776	ZAK	−1.7	−1.7	***+2.7***	***+2.4***	DSB, (activator, arrest)	[151]
25788	RAD54B	+1.0	−1.3	***+2.0***	***+2.2***	DSB, HR (helicase)	[152]
5980	REV3L	−1.1	−1.2	***+2.2***	***+4.2***	DSB, TLS, HR (polymerase)	[153]
7486	WRN	−1.1	−1.3	***+3.0***	*+1.4*	DSB, HR, TLS (helicase)	[154]
51567	TDP2	−1.4	−1.6	*+1.9*	***+2.3***	DSB,NHEJ (phosphatase)	[68], [155]
4750	NEK1	−1.5	−1.5	***+2.4***	***+3.2***	DSB, HR, TLS, MMR (kinase)	[156], [157]
5887	RAD23B	−1.2	−1.5	***+2.0***	***+2.2***	NER (proteasome)	[68]
1161	ERCC8	−1.2	−1.4	*+1.5*	***+2.0***	NER (proteasome)	[68], [158]
7507	XPA	−1.5	−1.6	*+1.6*	***+2.7***	NER (DNA binding)	[68], [158]
4436	MSH2	−1.0	−1.3	*+1.2*	*+1.1*	MMR (sensor)	[67], [69], [70]
2956	MSH6	−1.2	−1.3	*+1.5*	*+1.2*	MMR (sensor)	[67], [69], [70]
4437	MSH3	−1.3	−1.5	−1.1	*+1.1*	MMR (sensor)	[67], [69], [70]
4992	MLH1	*+1.2*	−1.2	***+2.0***	−**3.3**	MMR, HR (sensor, repair)	[67], [69], [70]
5395	PMS2	*+1.4*	*+1.4*	−1.1	−1.1	MMR, HR (repair)	[67], [69], [70]
5378	PMS1	−1.3	−1.3	*+1.4*	***+2.2***	MMR, HR (repair)	[67], [69], [70]
8930	MBD4	*+1.2*	−1.1	*+1.7*	−1.5	MMR, HR (sensor, repair)	[159]

**Abbreviations: BER:** Base excision repair; **DSB:** DNA double strand break; **HR:** Homologous recombination; **MMR:** Mismatch repair; **NHEJ: NHEJ**: Non-homologous end-joining; **NER:** Nucleotide excision repair**; SSB:** DNA single strand break; **TLS:** Translesion. Changes likely to delay cell cycle are shown by *numbers in italics*; those likely to accelerate cell cycle are shown regular numbers; **Emboldening** indicates fold change (fold c.) is <2.

### Rotenone Affects Cell Cycle Progression through Interphase

The majority (73%) of the cell cycle regulator genes, whose expression was changed above 2-fold by either dose, was similarly affected; except that the magnitude of most changes was below 2-fold at 1 week and a few in the 5 nM-treated cells at 4 weeks. 

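Cell cycle genes of the paper's table moved in both directions with each dose at 4 weeks, and with 50 nM more fell than rose. SCAPER, which holds cyclin A at the ER, had a signal of 92.1 ± 9.16 (SD, n = 3) in 4w0 nM, 306 ± 59.8 in 4w5 nM and 371 ± 36.1 in 4w50 nM cells, and rose 3.29-fold and 4.03-fold. Its other probe sets had log2 fold changes of 1.57 and 1.81, and 0.00 and 0.08. CAPN6, a calpain-like protein that stabilizes microtubules, fell 3.05-fold and 2.95-fold, though its other probe set had log2 fold changes of 0.02 and 2.08, and the mean of both had 0.26 with 50 nM. Of 42 genes of Table 2 measured, 10 rose and 6 fell with 5 nM, and 12 rose and 21 fell with 50 nM (10 and 9, and 12 and 22, adjusted over the list alone), and camera did not call the list (adjusted p = 0.889 and 0.266). Both doses moved 13 of these genes the same way and none in opposite ways. Among the 28 that changed at least 2-fold with either dose, 75% had the same sign with both. Both effects are measured against the same 4w0 nM arrays, which favours equal signs, and the share expected without an effect was not tested. Tested directly, 19 of the 42 differed between 4w50 nM and 4w5 nM. The list was chosen by the study on these samples and is not independent evidence.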

To ascertain links between expression levels and inclination of treated-cells to maintain or delay cell cycle progression, the function of each regulated gene was evaluated. The genes were then ordered based on their functions as shown in **Table 2**; including a few genes whose change was below 2-fold as phase markers. Due to the number of cell cycle genes affected by rotenone, the functions of each of these genes is not discussed here; instead, references for the pertinent functions of each gene are listed in **Table 2**. The data reveals that at 1 week cells exposed to both rotenone doses could traverse the cell cycle with likely delays at the routine cell cycle checkpoints. In contrast, at 4 weeks, both doses may cause delays or arrest at various checkpoints; with a more prominent effect by the higher dose. 

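After 4 weeks, some genes of DNA replication fell with each dose, while several cyclin-dependent kinase inhibitors and pocket proteins rose. ASF1B, a histone chaperone of replicating cells, had a signal of 578 ± 46.2 (SD, n = 3) in 4w0 nM, 280 ± 110 in 4w5 nM and 250 ± 114 in 4w50 nM cells, and LIG1, the ligase that joins replicated DNA fragments, fell 1.69-fold and 1.67-fold. Of 47 replication and S phase genes, 1 rose and 9 fell with 5 nM, and 2 rose and 13 fell with 50 nM (5 and 9 fell adjusted over the list alone; camera adjusted p = 0.0355 and 0.0158, adjusted p = 0.885 and 0.822 with an estimated correlation). Of 48 genes of G2 and mitosis, 6 rose with 5 nM, while 2 rose and 10 fell with 50 nM (0, and 1 and 9, adjusted over the list alone). Between the doses, camera called the list lower with 50 nM (adjusted p = 8.1e-05), but not with an estimated correlation (adjusted p = 0.972). CDC25B, a phosphatase that starts mitosis, fell 1.71-fold and PLK1, a mitotic kinase, 1.69-fold with 50 nM, with log2 fold changes of -0.32 and -0.24 with 5 nM that did not pass the test. Of 9 kinase inhibitors and pocket proteins, 3 rose with 5 nM and 5 with 50 nM and none fell, and camera did not call the list (adjusted p = 0.116 and 0.106). RBL1, a pocket protein related to the retinoblastoma protein, rose 1.88-fold with 50 nM.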

Some of the DRGs encode key regulators of the cell cycle transitions and checkpoints and could be responsible for cell cycle delays. Indeed, such expression changes suggest that some cells treated with the 50 nM dose for 4 weeks express a senescence-like phenotype or may have differentiated into N-type phenotype. 

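CDKN1B, the kinase inhibitor p27 that holds cells in G1, had a signal of 159 ± 15.9 (SD, n = 3) in 4w0 nM, 513 ± 79.9 in 4w5 nM and 714 ± 134 in 4w50 nM cells, and rose 3.21-fold and 4.46-fold. At 1 week it fell 1.78-fold with 5 nM and 2.24-fold with 50 nM, from 260 ± 35.9 with vehicle. Between the vehicle groups, 4w0 nM against 1w0 nM, CDKN1B had a log2 difference of -0.71. BCL2, which blocks apoptosis at mitochondria, rose 1.59-fold with 5 nM and 2.20-fold with 50 nM at 4 weeks, from 133 ± 11.8 to 216 ± 56.8 and 293 ± 30.7, on the probe set with the highest signal. Its probe sets run in opposite ways: with the mean of them, BCL2 had a log2 fold change of -0.37 with 5 nM and -0.19 with 50 nM. With 5 nM the call was lost for BCL2 without 4w0 nM replicate 1 (adjusted p = 0.0599) or 4w5 nM replicate 3 (adjusted p = 0.0790).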

As the high expression of *BCL2* and *CDKN1B* in cells treated with the higher dose (**Table 2**) has been associated with differentiating, quiescent and senescent NB cells [47]–[50]. 

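ID2, which blocks transcription factors of differentiation, had a signal of 2978 ± 67.5 (SD, n = 3) in 4w0 nM, 3179 ± 119 in 4w5 nM and 1160 ± 513 in 4w50 nM cells. It fell 2.72-fold with 50 nM (adjusted p = 0.00132, limma) and had a log2 fold change of 0.09 with 5 nM (standard error 0.31).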

Conceivably, as described later, rotenone may promote differentiation; and such a notion is supported by the markedly reduced expression, by the higher dose, of the gene for ID2, a protein required for cells to exit G0 that is repressed in senescent cells [51], [52]. 

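CLU, the extracellular chaperone clusterin, had a signal of 147 ± 3.84 (SD, n = 3) in 4w0 nM, 194 ± 27.9 in 4w5 nM and 49.5 ± 14.6 in 4w50 nM cells, and fell 3.05-fold with 50 nM (log2 fold changes of -3.18 and -1.73 on its other probe sets); it lies on chromosome 8, where 77 genes were at least 2-fold lower in 4w50 nM than in 4w5 nM cells. TBX3, a transcriptional repressor of senescence genes, fell 3.28-fold with 50 nM, from 258 ± 37.9 to 80.1 ± 22.0 (adjusted p = 0.0261). BCL6, a repressor of differentiation in B cells, had a log2 fold change of -0.88 with 50 nM (standard error 0.41, adjusted p = 0.0933), which did not pass the test, and -1.52 on its other probe set. The call was lost for TBX3 without any 1 of the arrays compared except 4w50 nM replicate 3 or 4w0 nM replicate 1 (adjusted p between 0.0692 and 0.0873).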

More support comes from the repression of genes whose proteins prevent senescence namely *TBX3* [53], *BCL6* [54], and *CLU* [55]. Together these results suggest that the higher dose and the lower dose, to a lesser extent, may induce cell cycle arrest, which could lead to differentiation, quiescence, senescence and apoptosis. 

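BRINP1, the current name of DBC1, a neuronal protein that slows the cell cycle, had a signal of 185 ± 26.6 (SD, n = 3) in 4w0 nM, 243 ± 60.0 in 4w5 nM and 77.2 ± 10.6 in 4w50 nM cells, and fell 2.40-fold with 50 nM (adjusted p = 0.0280, limma). The call was lost for BRINP1 without any 1 of the arrays compared except 4w50 nM replicate 3 or 4w0 nM replicate 1 (adjusted p between 0.0661 and 0.0892).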

Noteworthy, repression by the higher dose, of G1/S transition inhibitors like *DBC1*, a gene often suppressed by methylation [56], suggests that cells with damaged DNA may bypass checkpoints via epigenetic silencing; which is backed by the effects of rotenone on various epigenetic pathways, described later.

It should be noted that the effects of rotenone on the cell cycle of NB cells are likely to be connected more to their neoplastic lineage than to the phenotype of post-mitotic neurons that do not divide. Nevertheless, the expression of many cell cycle regulators is known to continue in adult neurons (see review [57]), which has led to suggestions of crucial cell cycle independent roles for such proteins [57], [58]. Also, the evidence suggest that the upregulation of cell cycle proteins in differentiated neurons under a variety of stress conditions, including OS and exposure to genotoxins, is part of a well orchestrated mechanism of cell death; distinct from the classic apoptosis pathways, which is triggered by abortive cell cycle attempts likely due to neuronal structural constraints to undergo mitosis [57]. However, our data shows that rotenone downregulates the cell cycle, which may become relevant to neuronal function if the affected genes have adopted non-canonical functions. For instance, CDK5, which is involved in synaptic plasticity and memory; and is active in adult neurons [57], was decreased ∼90% (not shown) by both doses. Moreover, as evidence suggest a link between synaptic plasticity changes and regulation of differentiation, cell cycle repression, and cell death in mature neurons [57], [58]; changes to cell cycle proteins that also impact apoptosis, differentiation, epigenetic pathways, and the MT-system components, as discussed elsewhere, could be detrimental to neurons.

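CDK5, the kinase of mature neurons, had a signal of 637 ± 28.6 (SD, n = 3) in 4w0 nM, 362 ± 74.2 in 4w5 nM and 340 ± 98.1 in 4w50 nM cells. It fell 1.79-fold with 5 nM and 1.92-fold with 50 nM (adjusted p = 0.00409 and 0.00127, limma).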

### Rotenone Transcriptionally Impacts Microtubule Stability and Mitosis Progression

The numerous rotenone-deregulated genes encoding proteins that associate with or that are components of the cytoskeleton, in particular the MT system (**Tables 1** **&** **2**), suggest that rotenone disrupts mitosis by transcription regulation. As manifested by changes in the expression of genes for MT components and associated proteins, which alter MT dynamics and impact mitotic arrest; thus influencing processes involved in cell fate decisions leading to various outcomes, including, survival and continuing cycling often as polyploid, arrest and senescence, and cell death by various mechanisms including apoptosis [59], [60]. Such as, the downregulation, at 4 weeks, of the expression of the genes for the following proteins: TUBB3, TUBB4, and TUBB6, which are neuronal tubulin β isotypes, essential components of the MT, involved in MT dynamics and control of the spindle assembly checkpoint (SAC) that triggers mitotic arrest, which could lead to continuation of the cell cycle, chromosomal aberrations if slippage occurs, or apoptosis [59], [61], [62]. 

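Some tubulin genes fell after 4 weeks, and none rose. TUBB4A, named TUBB4 in the paper, had a signal of 372 ± 60.8 (SD, n = 3) in 4w0 nM, 165 ± 61.3 in 4w5 nM and 103 ± 26.3 in 4w50 nM cells, and fell 2.36-fold and 3.63-fold. TUBB3 and TUBB6, beta tubulins of neurons and of other tissues, fell 2.18-fold and 2.80-fold with 50 nM, and with 5 nM had log2 fold changes of -0.44 and -0.35 that did not pass the test. TUBB4B, a beta tubulin of most tissues, fell 1.69-fold with 50 nM. Of 14 tubulins, 3 fell with 5 nM and 7 with 50 nM (1 and 9 adjusted over the list alone) and none rose; camera called the list with 50 nM (adjusted p = 0.0140, adjusted p = 0.822 with an estimated correlation) and not with 5 nM (adjusted p = 0.0720). Tested between the doses, 1 of the 14 was lower with 50 nM (camera adjusted p = 0.357). For 5 nM, leaving out arrays ended the call of TUBB4A without 4w5 nM replicate 3 (adjusted p = 0.0596).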

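APC, which binds microtubule ends and restrains WNT signaling, had a signal of 182 ± 8.45 (SD, n = 3) in 4w0 nM, 385 ± 61.2 in 4w5 nM and 487 ± 78.0 in 4w50 nM cells, and rose 2.10-fold and 2.65-fold at 4 weeks. The log2 fold changes of its other probe sets were 0.90 and 1.05, 0.29 and 0.36, and 0.16 and 0.11. At 1 week it fell 1.56-fold with 50 nM (adjusted p = 0.00748, limma), a call lost for APC without 1w50 nM replicate 1 (adjusted p = 0.0513).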

The upregulation of the gene for APC, which modulates MT dynamics and the SAC [63], also suggests that rotenone may trigger the SAC. 

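CHFR, a ubiquitin ligase that delays entry into mitosis under microtubule stress, had a signal of 126 ± 6.80 (SD, n = 3) in 4w0 nM, 149 ± 14.6 in 4w5 nM and 55.5 ± 6.88 in 4w50 nM cells. It fell 2.27-fold with 50 nM (adjusted p = 2.0e-05, limma) and had a log2 fold change of 0.24 with 5 nM (adjusted p = 0.234).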

Other interesting changes include the differential effect of rotenone on expression of the *CHFR* gene, and the suppression of the *TPPP* and *CAV1*genes. CHFR controls a mitotic stress checkpoint in response to MT destabilization and maintenance of chromosomal stability [63], [64]. Thus, its suppression may allow MT-defective cells to bypass the CHFR-checkpoint and promote genomic instability. The tubulin polymerization promoting protein (TPPP), whose mRNA expression was repressed (>4 fold, see **Tables S2C & S2D**) by rotenone, is also involved in MT stabilization [65]. 

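TPPP had a signal of 48.2 ± 5.78 (SD, n = 3) in 4w0 nM, 11.2 ± 3.03 in 4w5 nM and 10.2 ± 2.39 in 4w50 nM cells. It fell at least 3.00-fold and 3.00-fold, since the rotenone arrays lie at the floor of 16 (adjusted p = 7.7e-05 and 4.4e-05, limma).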

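CAV1, the coat protein caveolin-1, had a signal of 4796 ± 69.0 (SD, n = 3) in 4w0 nM, 5499 ± 251 in 4w5 nM and 1932 ± 1115 in 4w50 nM cells, and fell 2.75-fold with 50 nM (adjusted p = 0.00902, limma), with a log2 fold change of -2.49 on its other probe set. With 5 nM its log2 fold change was 0.20 (standard error 0.41). The 50 nM call was lost for CAV1 without 4w50 nM replicate 2 (adjusted p = 0.0550).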

The downregulated *CAV1* gene (>5 fold, see **Tables S2D**) encodes for another upregulator of MT polymerization [66]. Collectively, these expression changes strongly support the notion that, besides its direct MT destabilizing property [27], rotenone affects MT system stability at the transcriptional level and hence can impact essential MT-associated processes, including cell division, genomic stability, axonal transport, OS and apoptosis. Such regulatory step could be the result of a feedback mechanism activated by the direct MT-depolymerization effect of rotenone [24], [27] and could contribute to the complex I-independent toxic effects of rotenone; which has been convincingly demonstrated by Choi et al., both in vivo and in vitro in complex I-deficient and wild type dopaminergic neurons [17], [18]}; though complex I inactivation strengthened rotenone toxicity [18].

### Rotenone-induced Cellular Response to Stress Involves DNA Damage Responses

The cellular response to stress comprises interconnected pathways through which ongoing processes like those in the first three groups are orchestrated; such as, the response to OS and various components of the DDR network. The DDR network facilitates resolution of DNA replication problems and integrates them with processes like the cell cycle, transcription, senescence and apoptosis [39], [40]. DDR repair pathways were induced by rotenone at 4 weeks (**Table 3**); as indicated by the upregulation of the genes for mediators of the repair of double and single-strand breaks (DSB & SSB), mismatches, oxidized bases and adducts [39], [40], [67], [68]. 

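Several genes of DNA repair rose after 4 weeks with both doses, and others fell. REV3L, the catalytic subunit of the polymerase that copies past damaged bases, had a signal of 132 ± 13.2 (SD, n = 3) in 4w0 nM, 294 ± 37.7 in 4w5 nM and 530 ± 102 in 4w50 nM cells, and rose 2.22-fold and 3.97-fold; it lies on chromosome 6, where the median log2 difference between 4w50 nM and 4w5 nM cells was 0.29. XPA and RAD23B, which recognize lesions in nucleotide excision repair, rose 1.59-fold and 1.57-fold with 5 nM and 2.77-fold and 1.79-fold with 50 nM. Of 38 textbook genes of double-strand break repair and ATM/ATR signaling, 13 rose and 4 fell with 5 nM, and 11 rose and 7 fell with 50 nM (14 and 4, and 12 and 7, adjusted over the list alone). Of 29 genes of excision and mismatch repair, 6 rose and 2 fell with 5 nM, and 8 rose and 2 fell with 50 nM, and camera called neither list (adjusted p = 0.180 and 0.608 for breaks, 0.780 and 0.336 for excision). Of 20 genes of Table 3 measured, 14 rose with 5 nM, and 11 rose and 1 fell with 50 nM (15 and 11 rose adjusted over the list alone; camera adjusted p = 2.1e-05 and 6.8e-04, adjusted p = 0.281 and 0.542 with an estimated correlation); that list was chosen by the study on these samples and is not independent evidence.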

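ATR, the kinase that senses stalled replication forks, had a signal of 347 ± 12.4 (SD, n = 3) in 4w0 nM, 751 ± 36.6 in 4w5 nM and 774 ± 171 in 4w50 nM cells, and rose 2.16-fold and 2.19-fold. CHEK1, the kinase that ATR activates, rose 1.65-fold with 5 nM (adjusted p = 0.0120) and had a log2 fold change of 0.12 with 50 nM (adjusted p = 0.677). RAD17, the clamp loader of the checkpoint, had log2 fold changes of 0.19 and 0.17, ATM, the kinase of double-strand breaks, 0.10 and 0.18, and its target kinase CHEK2 -0.17 and 0.03 with 5 nM and 50 nM, and none of these passed the test. Other probe sets had 1.08 and 1.20, and 0.33 and 0.27, for RAD17, and 0.81 and 0.60, and 0.51 and 0.40, for ATM. The call was lost for CHEK1 without 4w0 nM replicate 3 (adjusted p = 0.0615).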

The upregulation of the genes *ATR*, *CHEK1*, *RAD17*, *ATM* and *CHEK2*, whose proteins are crucial for DNA damage recognition during homologous recombination (HR), non-homologous end-joining (NHEJ) and nucleotide excision repair (NER) [39], [40], [67], suggest that both ATR/CHEK1 and ATM/CHEK2 pathways were activated by both rotenone doses (**Table 3**). A view supported by the upregulation of the genes *MRE11*, *RAD50*, and *NBN* of the MRN complex that triggers the ATM/CHEK2 pathway [39], [68]. 

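MRE11, the nuclease of the complex, had a signal of 189 ± 21.5 (SD, n = 3) in 4w0 nM, 371 ± 17.6 in 4w5 nM and 355 ± 47.5 in 4w50 nM cells, and rose 1.97-fold and 1.87-fold. RAD50, its ATPase, rose 1.68-fold and 1.55-fold. NBN, the subunit that recruits ATM, rose 1.42-fold and 1.31-fold, with an adjusted p of 0.0170 and 0.0496 from limma. Its other probe sets had log2 fold changes of 0.65 and 0.52, 0.34 and 0.29, and -0.01 and -0.17. With 5 nM the call was lost for NBN without any 1 of the arrays compared except 4w5 nM replicate 3 or 4w0 nM replicate 3 (adjusted p between 0.0522 and 0.0886), and with 50 nM for NBN without any 1 of the 6 arrays compared (adjusted p between 0.0590 and 0.136).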

The mismatch repair (MMR) network, comprising the essential proteins MSH2, MLH1 and PMS2 [69], [70], repairs post-replication mismatches and triggers cell cycle arrest and apoptosis following DNA damage by ROS [67], [69], [70]. Thus, the dose-dependent repression of the gene for MLH1 (**Table 3**) raises the possibility of epigenetic expression silencing which would make cells MMR-deficient and hence more tolerant to rotenone’s DNA-damaging action. Reminiscent of tolerance mechanisms seen in cells exposed to ROS and DNA damaging agents that generate adducts such as 8-hydroxy-deoxyguanosine (8-OH-dG) [67], [70], which was increased by rotenone (**Fig. 7A**). Notably though, DSBs, that arise from replication fork arrest and collapse, are mainly repaired by HR and NHEJ [39], [40], [68]; two mechanisms upregulated by rotenone in this study (**Table 3**); which suggest that ROS-independent mechanisms may underlie the induction of the DDR by rotenone. Similarly, the higher GSH levels (**Fig. 7B**), and slightly lower levels of two OS markers in cells treated with the higher dose (**Figs. 7A & 7C**), which may reflect adaptive responses; yet higher level of transcriptional apoptotic response (**Figs. 4** **,** **5**, & **6A**) and of cell death (**Fig. 1D**) with such dose, also suggest OS-independent pathways in the rotenone response. In support of an adaptive response, expression of various anti-OS-related genes was regulated by rotenone, including two that were robustly increased by the higher dose, whose proteins impact ubiquitous antioxidative mechanisms; *SOD2* (**Fig. 4B**), a known rotenone-induced gene [15], and *GCLC* (**Fig. 4B**), a component of the rate-limiting enzyme in GSH synthesis [**71**]. Such adaptive response may reflect, as described elsewhere, rotenone-induced differentiation into neuroblastic phenotype, which may make them less sensitive to OS.

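GCLC, which makes the precursor of glutathione, had a signal of 362 ± 25.5 (SD, n = 3) in 4w0 nM, 457 ± 57.8 in 4w5 nM and 598 ± 169 in 4w50 nM cells, and rose 1.61-fold with 50 nM; its other probe set had log2 fold changes of 1.23 with 5 nM and 1.58 with 50 nM. The genes of antioxidant defence as a group moved in both directions at 4 weeks. Of 21 targets of NRF2, the transcription factor of the antioxidant response, 4 rose and 8 fell with 5 nM, and 5 rose and 7 fell with 50 nM (the same counts adjusted over the list alone). Of 14 genes that remove superoxide and peroxide, 4 fell with 5 nM, and 1 rose and 4 fell with 50 nM, and camera called neither list (adjusted p = 0.350 and 0.451 for NRF2 targets, 0.385 and 0.570 for the others). The 50 nM call was lost for GCLC without 4w50 nM replicate 1 (adjusted p = 0.0546). The probe sets of SOD2 are assigned to several genes, so it is not analysed here.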

**Figure 7:**
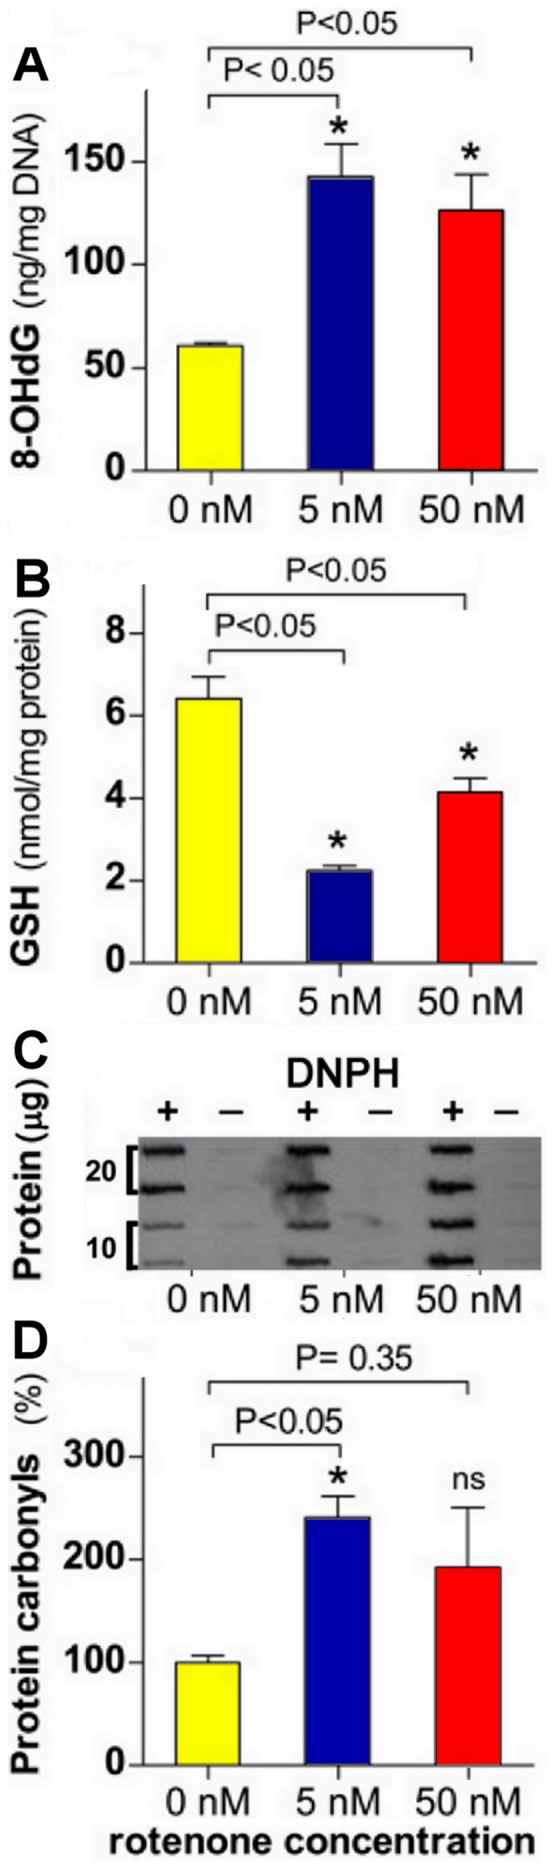
Chronic exposure to rotenone increases cellular oxidative stress. SK-N-MC cells were cultured in the absence or presence of a marginally toxic (5 nM) or a moderately toxic dose (50 nM) of rotenone for 4 weeks. Results are shown as the mean ± SEM, determined for each treatment group in 3 independent experiments measuring the levels of the following oxidative stress markers in cells treated with vehicle (0 nM), 5 nM and 50 nM rotenone: (**A)** Cellular levels of the DNA adduct 8-OH-dG (8-hydroxy-deoxyguanosine); results are shown in ng/mg of DNA. (**B)** Total cellular glutathione (GSH) levels; results are shown in nmol GSH/mg of protein. (**C)** Representative dot-blot of cellular protein carbonyls levels in controls and cells treated with 5 nM and 50 nM rotenone, used to assess protein carbonyls levels in D, using 10 and 20 µg of protein in the presence or absence (background control) of 2,4-dinitrophenylhydrazine (DNPH) solution. (**D)** Cellular protein carbonyls levels in controls and rotenone-treated cells; the average percentage of protein carbonyls levels in the rotenone treated cells normalized to the vehicle-treated control is shown. Mann-Whitney t-test, treated vs. control *P<0.05, ns: not significantly different.

Importantly, changes leading to MMR-deficiency may also be partly responsible for the association of rotenone with cancer (**Table 1**). Indeed, changes like the downregulation of *MLH1* and *CHFR*, often caused by epigenetic silencing, are common in colon tumors and have been linked to the cancer phenotype [63], [64], [70], [72]; and are consistent with findings showing that rotenone exposure enhances tumorigenesis [73].

### Epigenetic Regulatory Mechanisms May Mediate Rotenone Effects on Cell Fate

Transcription regulators control various processes, including transcriptional activation and epigenetic silencing, which coordinate the timely supply or removal of important mediators of ongoing cellular processes [74]–[80]. Many rotenone-regulated genes, including those listed in **Table 4**, are involved in epigenetic pathways that crosstalk to control neurogenic [78] and other pathways whose dysregulation is associated with aging-related diseases [77]. For instance RBL2 and SUV420H1 are key components of the DREAM complex [76] that represses genes involved in cell cycle, differentiation, and senescence [74]–[77], which is consistent with the rotenone effects detected here. Also, REST and RCOR3 are components of the REST complex, which silences repressor element 1-containing neuronal genes in neurons and non-neuronal cells and controls adult neurogenesis [78]. Thus, the upregulation of such genes may drive SK-N-MC cells into a quiescent- or senescent-like state as suggested above. 

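RBL2, the pocket protein p130, had a signal of 177 ± 18.8 (SD, n = 3) in 4w0 nM, 330 ± 28.3 in 4w5 nM and 381 ± 18.9 in 4w50 nM cells, and rose 1.86-fold and 2.15-fold, while its other probe set had log2 fold changes of -0.15 and 0.04. KMT5B, the current name of SUV420H1, a histone H4 methyltransferase, rose 1.84-fold and 1.69-fold. Of 31 textbook genes of the DREAM, REST, HIRA and Polycomb complexes, 5 rose and 2 fell with 5 nM, and 9 rose and 3 fell with 50 nM (the same counts adjusted over the list alone), and camera did not call the list (adjusted p = 0.833 and 0.475).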

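RCOR3, a corepressor that links REST to histone demethylases, had a signal of 130 ± 6.27 (SD, n = 3) in 4w0 nM, 249 ± 63.4 in 4w5 nM and 262 ± 10.9 in 4w50 nM cells, and rose 1.88-fold and 2.01-fold. REST itself, the repressor of neuronal genes, had log2 fold changes of -0.10 and -0.06 (standard error 0.21) on its probe set with the highest signal, which did not pass the test, 1.11 and 1.06 on its other probe set, and 0.51 and 0.50 with the mean of its probe sets.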

Rotenone also induced the mRNAs of the HIRA and ASF1A proteins that form the HIRA/ASF1A complex, which is also involved in repressing pro-proliferation genes in senescent cells [80]. Furthermore, BMI1, whose gene was also upregulated at 4 weeks (**Table 4**), is a key component of the Polycomb Repressive Complex 1 (PRC1), a major epigenetic silencing complex involved in neurogenesis, senescence, and apoptosis [78], [81]. Also, increased *BMI1* expression has been detected during the differentiation of the I-type SK-N-MC cells into the N-type [34]. Thus, the upregulation of *BMI1* by rotenone may contribute to such conversion into N-type; a view supported by the expression pattern of the genes listed in **Table S4**, often used as phenotype markers for NB cells [31], [33], [47], [48], [82].

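HIRA, a chaperone that deposits histone H3.3, had a signal of 285 ± 24.5 (SD, n = 3) in 4w0 nM, 396 ± 43.8 in 4w5 nM and 596 ± 162 in 4w50 nM cells, and rose 2.04-fold with 50 nM (adjusted p = 4.1e-04, limma), with a log2 fold change of 0.47 with 5 nM that did not pass the test. ASF1A, the histone chaperone that works with it, rose 1.35-fold and 1.78-fold; it lies on chromosome 6. With 5 nM the call was lost for ASF1A without 4w0 nM replicate 1 (adjusted p = 0.0603) or 4w5 nM replicate 1 (adjusted p = 0.0947).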

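Of neuronal and of mesenchymal markers, more fell than rose after 4 weeks. ZEB1, a transcription factor of mesenchymal cells, rose, with a log2 fold change of 1.24 with 5 nM and 1.90 with 50 nM (standard error 0.16, n = 3), and SYT1, the calcium sensor of synaptic vesicles, fell, with one of -1.11 and -0.92 (standard error 0.14). Of 27 substrate-adherent, mesenchymal (S-type) markers, 7 rose and 9 fell with 5 nM, and 3 rose and 10 fell with 50 nM; camera did not call them with 5 nM (adjusted p = 0.247) and called them lower with 50 nM (adjusted p = 0.0363, adjusted p = 0.260 with an estimated correlation). Of 25 neuroblastic, neuronal (N-type) markers, 1 rose and 4 fell with 5 nM, and 1 rose and 10 fell with 50 nM, and camera did not call them (adjusted p = 0.0720 and 0.0664); adjusted over the list alone, 10 and 10 S-type and 4 and 10 N-type markers fell. Of the 5 measured markers of Table S4, which the study chose on these samples and which are not independent evidence, 1 rose and 3 fell with 5 nM, and 1 rose and 2 fell with 50 nM. The probe sets of BMI1 are assigned to several genes, so it is not analysed here.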

**Table 4:** Rotenone regulated genes associated with transcription/epigenetic silencing pathways.

entrez	gene	fold c. (1 week)		fold c. (4 weeks)		complex	references
ID	symbol	1w5 nM	1w50 nM	4w5 nM	4w50 nM	(epigenetic silencing)	
5934	RBL2	−1.0	−1.1	+1.9	**+2.2**	DREAM	[74]–[76]
5111	SUV420H1	−1.4	−1.3	+1.9	**+2.7**	DREAM	[77]
5933	RBL1	−1.2	−1.1	+1.3	+1.9	DREAM	[74], [76], [160]
5978	REST	−1.0	−1.3	**+2.2**	**+2.1**	REST	[161], [162].
55758	RCOR3	−1.3	−1.7	+1.9	**+2.0**	REST	[161], [162].
25842	ASF1A	−1.4	−1.7	+1.4	+1.8	HIRA/ASF1A	[80]
7290	HIRA	−1.2	+1.0	+1.4	**+2.1**	HIRA/ASF1A	[80]
55723	ASF1B	**+2.9**	**+2.9**	−**2.1**	−**2.4**	CHAF1A/ASF1B	[79]
10036	CHAF1A	+1.3	+1.4	−1.8	−2.4	CHAF1A/ASF1B	[79]
648	BMI1	−1.4	−1.7	**+2.1**	**+2.3**	PRC1	[163]
7291	TWIST1	+1.6	+1.4	−1.0	−3.7	PRC1	[164]

**Notes: emboldening** indicates fold change (fold c.) is <2.

### Effects of Rotenone on Signaling, Neurotransmission, Endomembranes

The marked effect of rotenone on cytoskeleton organization, endocytosis, vesicle and the endomembrane system (endoplasmic reticulum (ER) and Golgi complex) related genes (**Table 1**), may affect functions relevant to NDs. Such as, axonal transport and amyloid precursor protein (APP) processing [83]–[85]; and vesicular trafficking, which requires an intact cytoskeleton and thus is disrupted by rotenone through its direct MT-depolymerization action [18], [24]}, and possibly, as detected here, by dysregulation of cytoskeleton genes (described above) and vesicles-related genes such as SNCA [86]. Proper functioning of the ER is critical for neuronal cell function; as it is the main site for Ca2+ homeostasis, and protein synthesis, folding and processing [87]–[89]; and is involved in cholesterol homeostasis [85], [90], [91] and vesicle trafficking [92]. Not surprisingly, ER dysfunctions are associated with pathophysiological aspects of various NDs, including PD, AD and their variant [88], [89], [93]–[99]; such as, accumulation of misprocessed proteins like SNCA, tau (MAPT) and Aβ. 

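Some targets of ATF4 and CHOP, which respond to amino acid shortage and ER stress, rose after 4 weeks. CHAC1, which degrades glutathione, had a signal of 112 ± 13.5 (SD, n = 3) in 4w0 nM, 355 ± 72.8 in 4w5 nM and 220 ± 9.29 in 4w50 nM cells, and rose 3.13-fold and 1.97-fold. ATF3, a stress-induced transcription factor, rose 2.57-fold and 2.26-fold, and ERO1A, which oxidizes proteins in the ER, 1.69-fold and 2.07-fold. Of the 25 targets, 14 rose and 1 fell with 5 nM, and 13 rose with 50 nM (the same counts adjusted over the list alone; camera adjusted p = 0.00855 and 0.00175, adjusted p = 0.732 and 0.739 with an estimated correlation). The chaperones of the ER were not tested against these targets. Of 19 chaperones, 1 rose with 5 nM, and 3 rose and 3 fell with 50 nM. Camera did not call their list (adjusted p = 0.790 and 0.464). Among these, DNAJB9, a partner of the chaperone BiP, rose 1.90-fold and 1.80-fold, and P4HB, a disulfide isomerase, fell 1.87-fold with 50 nM.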

Rotenone-induced ER-stress is indicated by the marked upregulation of *DDIT3* (**Fig. 5B**), and is consistent with reports of rotenone-induced ER-stress in, in vitro and in vivo, models of PD; with concomitant aggregation of tau, Aβ and SNCA [7], [11], [20], [94], [98]. Such rotenone-induced ER-stress can lead to cell death [43], [95]. A summary of the interplay of proteins from rotenone-induced genes linked to signaling cascades, apoptotic, and cytoprotective pathways is shown in **Fig. S1**.

### Comparison to Previous Transcriptome Analysis of the Response to Rotenone

A transcriptome analysis of SK-N-MC cells treated with 5 nM rotenone, seemingly similar to ours, was previously reported [29]. However, the results differ widely from ours; thus, a comparison of the two data was warranted to explain the discrepancies. The Greene et al., (2008), [29], dataset (GSE4773; NCBI GEO databank) was analyzed like ours using dCHIP [100]. Comparison of QC parameters and results from both datasets at 4 weeks revealed lower median intensity and percentage of present calls in their data than in ours (see **Table S1 & Table S5**). In addition, the percentage of DRGs overlap in both studies was just 7% (58 of 841 DRGs). However, such differences in QC cannot explain such low overlap; especially, as both studies were performed in the same cell line, in the same platform, at the same microarray core facility; which should yield ∼90% overlap [101]. The most prominent difference between the datasets is in the magnitude and direction of the changes; as illustrated by the expression patterns of the 58 common DRGs in both datasets (see **Fig. S2A & Fig. S2B**); which becomes obvious when depicted under the same scale (**Fig. S2C)**, showing the magnitude of the changes in their study was rather faint and in opposite direction to ours; and echoes their own observations of 30% increase in intensity at 4 weeks [29]. Such attenuated rotenone effects could be due to the use of 5 mM sodium pyruvate in their culture medium [29]; which may counteract some of the rotenone effects, and may explained the slightly stronger proliferation inhibitory and cytotoxic effects of the 5 nM dose in our study (**Fig. 1**). In support of this notion, pyruvate has been shown to prevent some of the cytotoxic effects of rotenone on NB cells [25], [26].

### Concluding Remarks

Our results, coupled with evidence of the direct effect of rotenone on MT stability [17], [18], [24], [27], [102], suggest plausible mechanisms for the response to rotenone, as summarized in **Fig. 8**, featuring the MT-depolymerization activity of rotenone in the triggering of ND-associated pathways independently of its complex I-inhibitory activity. Such that, MT disruption, likely partly sustained through rotenone-induced repression of *TPPP, CAV1,* and other MT-stabilizing genes, increases cytosolic tubulin; which, as detected in our study, triggers the degradation of its own mRNA [103]. 

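Genes of microtubule-associated proteins moved in both directions at 4 weeks, and the genes of motor proteins that passed the test mostly rose. MAPT, the axonal protein tau, fell 1.48-fold with 5 nM, from 819 ± 32.7 (SD, n = 3) to 553 ± 40.9, and CLASP2, which stabilizes the ends of microtubules, rose 2.03-fold with 50 nM. Of 30 microtubule-associated proteins and stabilizers, 5 rose and 5 fell with 5 nM, and 12 rose and 8 fell with 50 nM (7 and 5, and 13 and 8, adjusted over the list alone). Of 30 kinesins and dyneins, 10 rose and 1 fell with 5 nM, and 10 rose and 3 fell with 50 nM, and camera called neither list (adjusted p = 0.976 and 0.656 for the first, 0.180 and 0.451 for the motors). DYNC1LI1, a dynein chain that binds cargo, rose 1.60-fold and 2.29-fold, and KIF1B, a kinesin of synaptic vesicle transport, 1.94-fold with 50 nM.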

Excessive cytosolic tubulin obstructs voltage-dependent anion channels (VDAC), which causes depolarization [102], decreases membrane potential (ΔΨm), and reduces the flux of superoxide ions, ATP/ADP and other mitochondrial metabolites. Such changes alter Ca2+ homeostasis, reduce OxPhos and ATP production, increase ROS generation and OS, and may trigger cell death pathways [104]–[107]. Also, VDAC blockage suppresses glycolysis [102], [104], [106] and thus pyruvate generation. Glycolysis suppression may be detrimental to cells with high energy demands such as neurons [108], and cancer cells, like SK-N-MC cells, as it contributes most of their cells energy demands [102]. Moreover, as the glycolytic phenotype is linked to high cholesterol uptake by mitochondria through VDACs after hexokinase II (HK) binding [109]; increased tubulin may displace HK from the VDAC [105] and reduce cholesterol uptake thus leading to its accumulation in the ER, which induces Aβ accumulation, and ER-stress. The interference of tubulin with HK-VDAC binding, to our knowledge, has not been reported; however, two published studies, together, suggest that rotenone indeed interferes with HK binding to VDAC, anti-apoptotic activity, and coupling of glycolysis to intramitochondrial OxPhos. First, phosphorylation of VDAC by glycogen synthase kinase-3b (GSK3B) was shown to be a crucial enhancer of VDAC-tubulin binding [110]. Secondly, chronic inhibition of GSK3B was shown to protect against rotenone-induced apoptosis, and led to enhanced glycolysis and accumulation of HK in the mitochondria; whereas GSK3B overexpression enhanced rotenone-induced cell death [111]. Also rotenone inhibits acetyl-CoA and succinyl-CoA generation during the Krebs cycle in NB cells [112] and pyruvate seems to attenuate the rotenone anti-proliferative and apoptotic response detected in our study [29]. Thus, it is likely that rotenone suppresses glycolysis and pyruvate production by tubulin blockage of VDAC. Other support for the posited pathways in **Fig. 8**, comes from findings, that rotenone enhances processing of APP into Aβ [7], [113], [114]; that MT disruption is linked to Aβ-induced elevated NAD+ levels, reduced ATP levels, and increased cell death [115]; and that PD cybrids with excessive tubulin had increased SNCA oligomer accumulation and lower ATP levels [116]. As such pathways do not require complex I inhibition to trigger the cascade of events leading to cell death; it is thus consistent with evidence indicating that rotenone-induced neuron cell death involves complex I-independent mechanisms that boosts its complex I inhibitory activity [17], [18]. These and other aspects of the response to rotenone uncovered in this study, including the upregulation of epigenetic regulatory mechanisms and the possible impairment of the MMR system warrant further investigation as possible therapeutic avenues not only for NDs but also for cancer.

**Figure 8:**
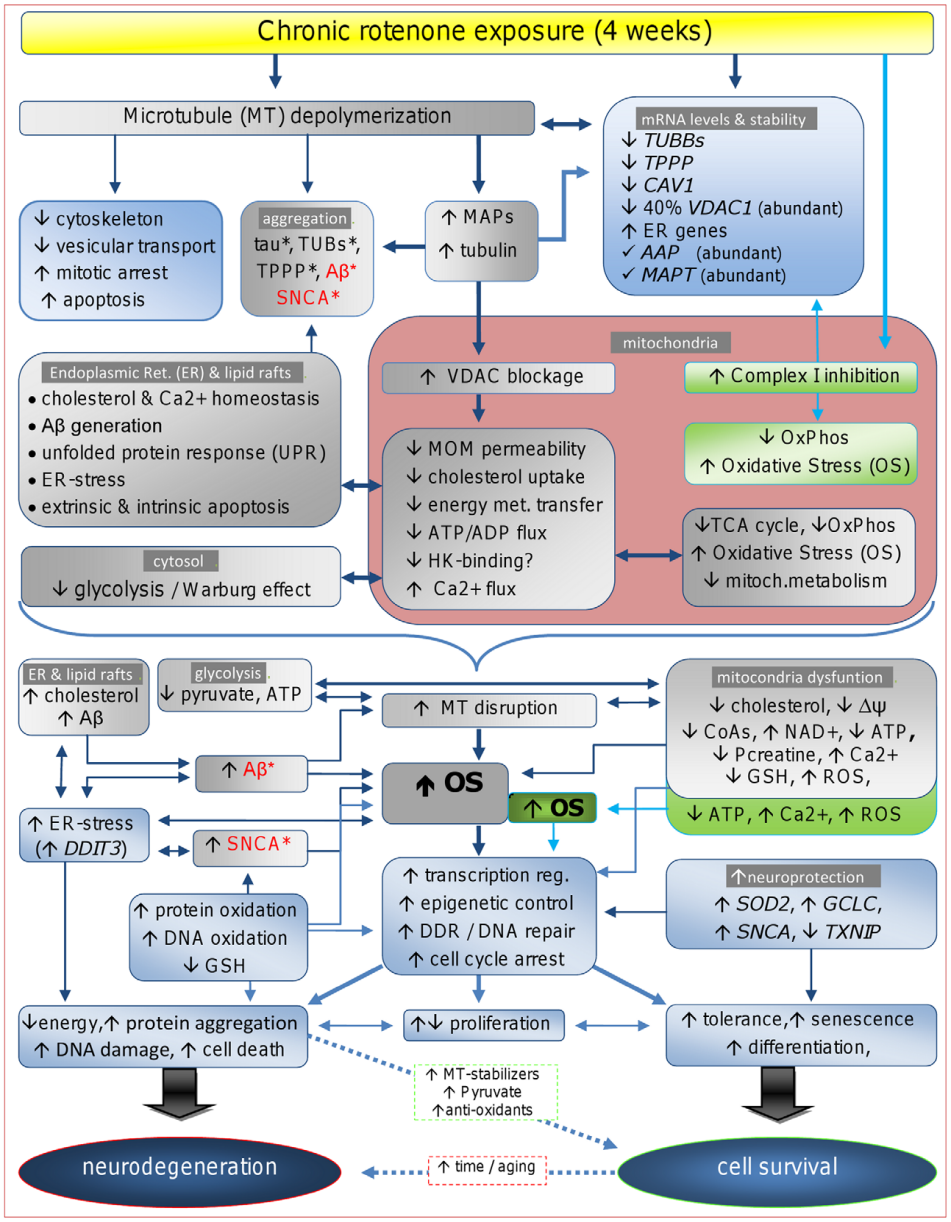
Proposed mechanisms. Schematic summary of mitochondria complex I-independent and dependent pathways affected by chronic exposure to rotenone; supported by our results and known cellular effects of rotenone-induced MT depolymerization. Complex I-dependent or independent effects are listed in boxes shaded in green or gray color, respectively. Cellular processes or components, and genes expression affected by rotenone in our study are listed in boxes shaded in blue color. Upward (↑) and downward (↓) arrows indicate up and downregulation, respectively. Detailed descriptions and interpretations on gene and pathway changes can be found in the results and discussion.

## Materials and Methods

### Cell Lines and Culturing

An in vitro model of PD using the SK-N-MC human NB cell line [11] was used in this study with important modifications to the growth medium. Cells were maintained in a 5% CO_2_ environment at 37°C, in Eagle’s MEM medium with Earle’s salt (Invitrogen, Carlsbad, CA), supplemented with 5.6 mM D-glucose, 2 mM L-glutamine, non-essential amino acids, 50 U/ml penicillin and streptomycin, and 8% fetal bovine serum (Invitrogen). As pyruvate protects cells against some of the effects of rotenone [25], [26], it was not used during the course of the experiments. Cells were treated for 1 and 4 weeks with two different amounts of rotenone or vehicle-treated (0.05% ethanol). The 5 nM dose is, to some extent, marginally lethal (∼5% apoptosis, at 4 weeks) for SK-N-MC cells [11]; while the 50 nM dose causes more death (40–60%) of cultured SH-SY5Y NB cells [12], [21], [22].

### RNA Preparation, Microarray Processing and Data Analysis

Total RNA was extracted with Trizol™ (Invitrogen) from triplicate experiments from vehicle-treated and from 4 rotenone-treated groups: 1w0 nM and 4w0 nM (vehicle-treated for 1 week and 4 weeks), 1w5 nM and 4w5 nM (treated with 5 nM), 1w50 nM and 4w50 nM (treated with 50 nM). After QC analysis by the Agilent Bioanalyzer System (Agilent, Foster city, CA), the mRNA was used to generate the cRNA labeled probes used to hybridize to the human HG-U133A GeneChip® DNA array (Affymetrix), following the manufacturer’s protocol, at the UCLA microarray core facility (http://microarray.genetics.ucla.edu/). Data (GEO database accession # GSE35642) was then normalized and used to assess expression indexes and fold changes (FC >2.0, compared with vehicle-treated controls) using the model-based expression indexes (MBEI) method implemented in dCHIP, (http://biosun1.harvard.edu/complab/dchip/), [100]. Lists of differentially-regulated genes (DRGs) across samples were generated as described in the legend to **Table S2**, by filtering the data using dCHIP and by correcting for multiple testing by the Significance Analysis of Microarray method [117], implemented in the Multi-experiment Viewer (MeV) of the TM4 suite, (http://www.tm4.org), [118]. After corrections, the gene lists were reduced to 75, 112, 457 and 619 in the 1w5 nM, 1w50 nM, 4w5 nM and 4w50 nM groups respectively. Clustering analysis, using the average linkage method, was performed using the MeV, and enrichment analysis was performed using DAVID (http://david.abcc.ncifcrf.gov), to ascertain sets of rotenone DRGs enriched in certain biological annotations. Apoptosis genes in the list of DRGs were found by exhaustive literature searches and in the University of Michigan list of apoptosis regulators (http://www.personal.umich.edu/~/List/Alist.html).

### Real-time Quantitative PCR Validation of Results

Gene selection to validate microarray results was done primarily to encompass low, moderate and high intensity signal genes representative of the identified functional categories. Quantitative real-time RT-PCR (qRT-PCR) analysis was performed on RNA from a set of 10 selected genes from each treatment groups at 4 weeks. Total RNA (500 ng) was reverse transcribed using the Superscript III Kit (Invitrogen). Used primers (see **Table S6**) were custom made (Invitrogen). All PCR reactions were performed using a SYBR Green kit (Qiagen) and run in triplicate in the ABI 7700 System (Applied Biosystems Inc, Fullerton, CA). Transcripts were quantified by the comparative threshold cycle Ct method [119], comparing the target Ct values to Ct for the reference gene beta-2-microglobulin (*B2M*), thereby normalizing for small differences in starting template. All primer sets had PCR efficiencies comparable to the reference *B2M*, as ascertained by analysis of across serial dilutions of template (10-fold).

### Assaying Rotenone Effects on SK-N-MC Cells Proliferation and Cytotoxicity

SK-N-MC cells proliferation kinetics and cytotoxicity under rotenone exposure was ascertained as described in the legend to the proliferation curves in **Fig. S3**. The data from such curves under each treatment condition was used to determine proliferation rate percentages relative to the untreated cell populations (**Fig. 1A**), the doubling times (**Fig. 1B**), the dividing or mitotic fraction (**Fig. 1C**). Cytotoxicity of rotenone was assayed by determining the percentage of dead cells under each treatment condition, after carefully collecting all detached cells and combining them with the rest of the trypsinized cells prior to counting the cells with using the trypan blue dye exclusion method (**Fig. 1D**).

### GSH, Protein Carbonyls and 8-OH-dG Measurements

Total glutathione (GSH) was measured in rotenone-treated and control cells using a GSH assay kit (Cayman Chemical Co., Ann Arbor, MI) following the manufacturers protocol. GSH was normalized to total cellular protein. For measuring protein carbonyls, cell extracts were lyzed in a mild buffer (10 mM CHAPS, 0.15 M NaCl, 0.01 M NaH_2_PO_4,_ 2 mM EDTA, 200 U/ml DNAse I, 2 µg/ml RNAse and protease inhibitors) and the soluble fraction was collected. The insoluble pellet was homogenized in a stronger buffer (150 mM NaCl, 10 mM NaH_2_PO_4_, 1 mM EDTA, 5% SDS, and 0.5% deoxycholate and protease inhibitors) and the collected soluble fraction was combined with the other fraction and protein was measured by Bradford assay (BioRad Laboratories, Hercules, CA). The oxyblot protein oxidation detection kit (Millipore, Temecula, CA) was used to assess the protein carbonyls following the manufacturer’s protocol using both 20 µg and 10 µg of protein as starting material. The end product was spotted on an immunobilon P membrane (Millipore) and UV light cross-linked. The membrane was incubated with appropriate antibodies and protein carbonyls were detected using the ECL system (Amersham Biosciences, Piscataway, NJ). Dot blots were made in duplicates with samples from 3 different experiments; bands were quantified by densitometry and normalized to non-treated controls. For measuring the 8-OH-dG DNA adduct, rotenone-treated and control cells grown for 4 weeks were challenged with 200 µM H_2_O_2_. DNA from 3 separate experiments was extracted using the DNA Extractor Kit (Wako Chemical, Inc., Richmond, VA). Levels of 8-OH-dG in 50 µg of DNA were measured with an ELISA kit (New 8-OH-dG, JaICA, Fukuroi, Japan) following the manufacturer’s instructions. A standard curve was used to determine the amount of 8-OH-dG in each sample and results were converted to ng of 8-OH-dG per mg of DNA.

### Statistical Analysis

Data was analyzed using the Prism 5.0 software (Graphpad Software Inc., San Diego, CA) by determining the mean and standard errors for each group and performing the one-way Mann-Whitney test (t-test non-parametric; P<0.05) or the Pearson’s correlation analysis test.

## Supporting Information

Figure S1 **Schematic summary of the effects of rotenone exposure on the transcript levels for genes associated with signaling cascades, apoptotic and cytoprotective pathways. Format:** PDF Size: 766 KB; This file can be viewed with: Adobe Acrobat Reader.
(PDF) Click here for additional data file.

Figure S2 **Expression patterns of 58 common differentially-regulated genes (DRGs) by 5 nM rotenone at 4 weeks.** Expression pattern of three transcriptome analysis experiments of SK-N-MC cells chronically treated with 5 nM rotenone or vehicle (0 nM) for 4 weeks (4w). 58 genes of the 898 DRGs detected by dCHIP in Greene et al., [29], data were also differentially-regulated in our 4w5 nM treatment group, as shown in (**A**); for comparison the expression pattern of the same DRGs in Greene et al., [29], data is shown in (**B**), where GSM107862, GSM107863, and GSM107864 correspond to the vehicle-treated samples at 4 weeks and GSM107865, GSM107866, and GSM107867 correspond to the 5 nM rotenone treated samples at 4 weeks. DRGs were clustered by hierarchical average-linkage analysis, as implemented in the MeV software accessible in the TM4 suite [118], and shown in colorgrams depicting the expression level of the genes (rows) in each individual sample (columns). Expression above the mean is displayed in red and below the mean in blue (for normalized scale see bar on top). In (**C**) below, similar clustering analysis of the 58 commonly affected DRGs was applied to the same samples from both studies in order to visualize the distance (blue shade in dendogram) between control and treated samples in both datasets, and the differences in magnitude and direction of changes between datasets under the same scale (top). **Format:** PDF Size: 509 KB; This file can be viewed with: Adobe Acrobat Reader.
(PDF) Click here for additional data file.

Figure S3 **Proliferation kinetics curves.** Cell proliferation curves for populations of rotenone-treated and vehicle-treated cells during exponential growth for a 30 days period of culture. SK-N-MC cells were seeded at a density of ∼3×10^3^/cm^2^ and grown, in the same medium and conditions as for the transcriptome analysis, to a confluence not higher than ∼70% in the absence, and presence of 5 nM and 50 nM rotenone. Data are presented as mean ± S.E.M (N = 3) of the number of cells at each time point; plotted in linear scale (**A**) and in logarithmic scale (**B**). The exponential curve fitting in (A), which assumes that that all cells are actively dividing to give rise to two daughter cells, was performed with the Prism 5.0 software (Graphpad Inc.), using the growth equation : Nt  =  N_0_×2^t/DT^ where N_0_ is the initial number of cells, Nt is the number of cells at time, t, and DT is the division time; and used to determine the growth rate constant, which was subsequently used to ascertain the effects of rotenone on growth rate (**Fig. 1A** **),** the doubling times (**Fig. 1B**), and the fraction of dividing cells (**Fig. 1C**). **Format:** PDF Size: 261 KB; This file can be viewed with: Adobe Acrobat Reader.
(PDF) Click here for additional data file.

Table S1 **Microarray data quality control and differentially-regulated genes (DRGs). Format.** PDF Size: 306 KB; This file can be viewed with: Adobe Acrobat Reader.
(PDF) Click here for additional data file.

Table S2 **Complete lists of differentially regulated genes (DRGs) in cells treated with 5 nM and 50 nM rotenone for 1 week and 4 weeks. Table S2A.** List of 75 DRGs in cells treated with 5 nM rotenone for 1 week; Table S2B: List of 112 DRGs in cells treated with 50 nM rotenone for 1 week; Table S2C: List of 457 DRGs in cells treated with 5 nM rotenone for 4 weeks; Table S2D: List of 619 DRGs in cells treated with 50 nM rotenone for 4 weeks. A gene probe was considered differentially regulated if it reported fold change (FC) >2.0, after pairwise comparison using the model-based expression indexes (MBEI) method implemented in dCHIP [100]. Lists of genes with altered expression across samples were generated by filtering the data using the following criteria in dCHIP: 0.5< sd/mean >1000 (or coefficient of variation, CV) and used for comparison analysis of genes that satisfy the following criteria: FC >2.0 (compared to the corresponding vehicle-treated control), and 90% lower bound of FC, p<0.05 (unpaired t-test) using dCHIP, which produced a preliminary lists of differentially expressed genes comprising 92, 135, 633 and 832 genes in groups 1w5 nM, 1w50 nM, 4w5 nM and 4w50 nM respectively. Redundant probe sets were then removed, retaining the one with the lowest p-value and CV; which reduced the lists of differentially-expressed genes in these groups to 88, 127, 581 and 762 respectively. These gene lists were then corrected for multiple testing using the SAM (Significance Analysis of Microarray) algorithm [117], implemented in the Multi-experiment Viewer (MeV) software accessible in the TM4 suite [118], with a delta value set at >1.2, for a false discovery rate (FDR) or median number of falsely significant genes of 0 (%) 90^th^ percentile. After these corrections, the gene lists were reduced to 75, 112, 457 and 619 in the 1w5 nM, 1w50 nM, 4w5 nM and 4w50 nM groups respectively. Upregulated genes are shaded in pink, whereas downregulated genes are shaded in blue. The probes from these lists were used to identify overrepresented functional categories using DAVID listed in Table 1. **Format:** xls Size: 142KB; This file can be viewed with: Microsoft Excel.
(XLSX) Click here for additional data file.

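The genes listed in the paper's supplementary tables mostly passed the test here. Of the listed genes that could be tested, 51 of 66 changed the same way at 1 week with 5 nM, 82 of 97 at 1 week with 50 nM, 343 of 414 at 4 weeks with 5 nM and 492 of 559 at 4 weeks with 50 nM, and 0, 1, 4 and 3 changed the opposite way. The group means printed in those tables match the deposited arrays by label for the vehicle groups and for both 4-week doses. For 1 week, the printed 5 nM means match 1w5 nM replicates 1 and 3 with 1w50 nM replicate 3 (100% of means within 5%, against 29.3% by label), and the printed 50 nM means match 1w50 nM replicates 1 and 2 with 1w5 nM replicate 2 (100%, against 30.4% by label). With the 1-week groups arranged in that way, an arrangement chosen after the data were seen, 76 genes rose and 16 fell at least 2-fold with 5 nM and 144 rose and 100 fell with 50 nM (adjusted p below 0.05, limma).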

Table S3 **Rotenone-regulated genes associated to neurological and vascular diseases. Format:** PDF Size: 438 KB; This file can be viewed with: Adobe Acrobat Reader.
(PDF) Click here for additional data file.

Table S4 **Neuroblastoma cells lineage specific markers. Format:** PDF Size: 278 KB; This file can be viewed with: Adobe Acrobat Reader.
(PDF) Click here for additional data file.

Table S5 **Greene et al.,(2008),** [**29**] **array data quality control and differentially-regulated genes (DRGs) analyzed using dCHIP. Format:** PDF Size: 319 KB; This file can be viewed with: Adobe Acrobat Reader.
(PDF) Click here for additional data file.

Table S6 **List of primer sets used for quantitative-real time polymerase chain reaction (qRT-PCR) analysis. Format:** xls Size: 12KB; This file can be viewed with: Microsoft Excel.
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis of a Rotenone Model of Parkinsonism Reveals Complex I-Tied and -Untied Toxicity Mechanisms Common to Neurodegenerative Diseases
**Source:** PLoS One. 2012 Sep 7;7(9):e44700. doi: 10.1371/journal.pone.0044700
**Supplement:** Figure S1 — Schematic summary of the effects of rotenone exposure on the transcript levels for genes associated with signaling cascades, apoptotic and cytoprotective pathways. Format: PDF Size: 766 KB; This file can be viewed with: Adobe Acrobat Reader.

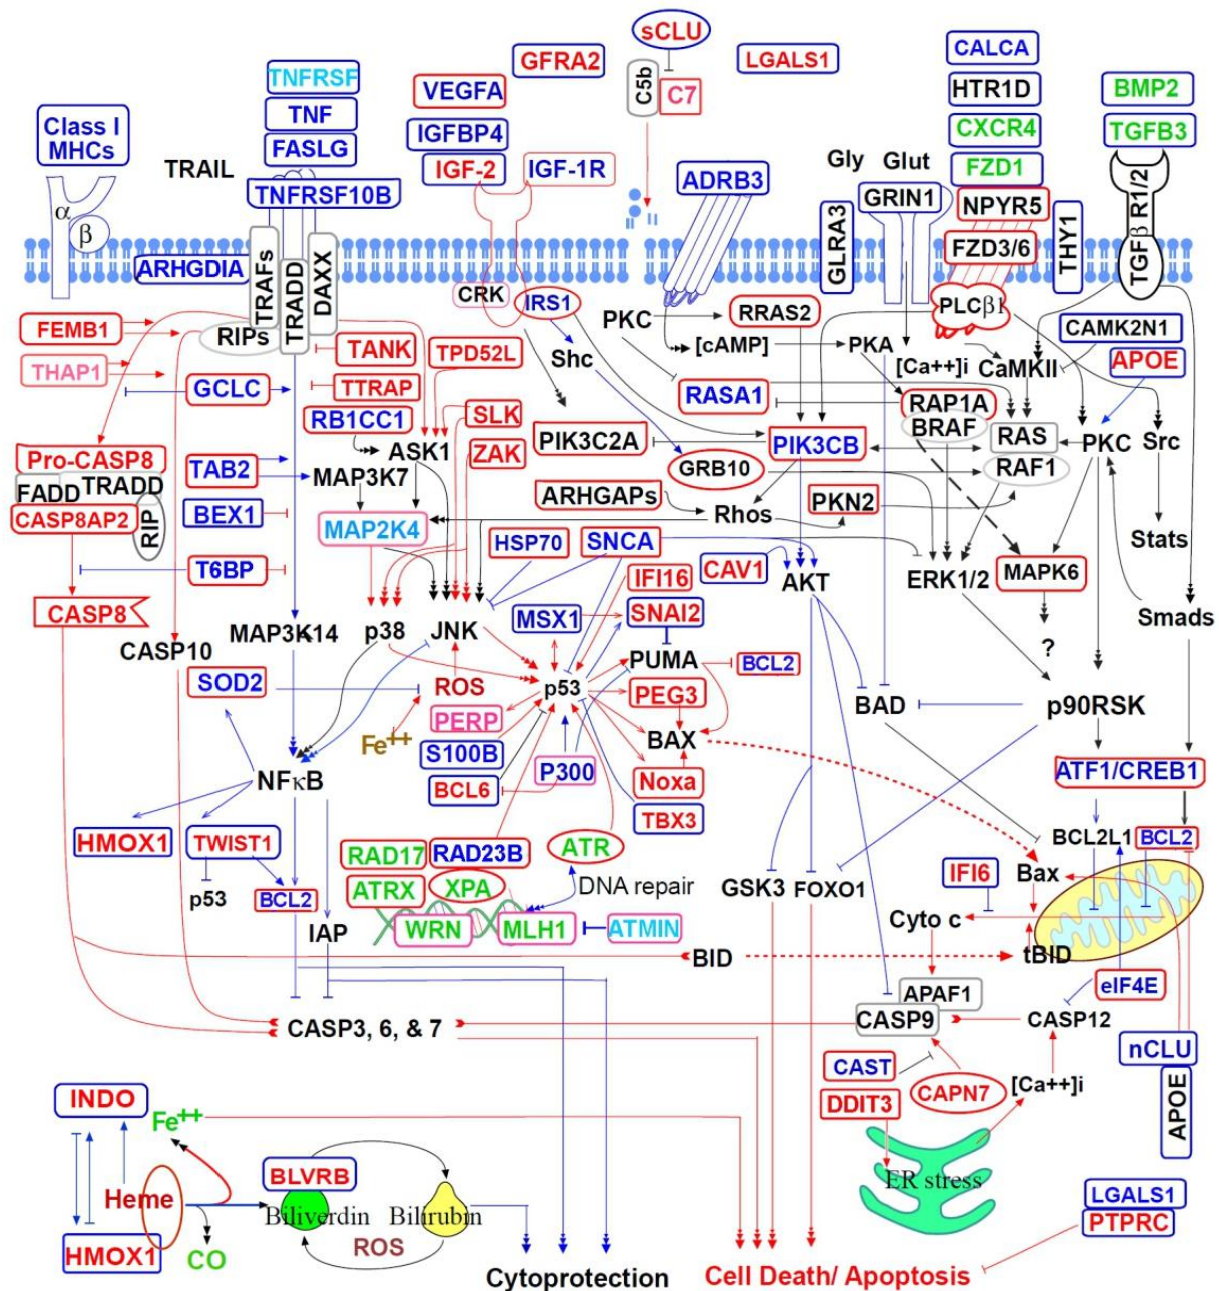

**Figure S1. Schematic summary of the effects of rotenone exposure on the transcript levels for genes associated with signaling cascades, apoptotic and cytoprotective pathways.**

**Notes:** Genes up- and down-regulated by rotenone are indicated in red and blue bordered boxes respectively; genes whose change is potentially detrimental to cells are shown in red letters (or pink for those affected only by the 5 nM dose) and those whose change is potentially beneficial to cells are shown in blue letters (or light blue for those affected only by the 5 nM dose); certain genes (e.g. *HSPA1A*, *MLH1* and *PTPRC*) were differentially affected by both doses and thus have opposite effects depending on the dose; ambivalent genes that may exert positive and negative regulatory effects are shown in green letters and certain genes (e.g. nuclear (nCLU) and secreted (sCLU) clusterin) may have ambiguous effects depending on their localization. Blue arrows and blunted-lines represent potentially protective effects, while red arrows represent potentially detrimental effects. Genes in black letter, in non-filled boxes represents apoptosis intermediators genes. Genes in black letters (without boxes) were not significantly altered by rotenone but are affected by genes that were or are included solely to facilitate the pathway visualization. The complete list of apoptosis regulatory genes is given in Figures 3 and 4. The expression of the anti-apoptotic *PTPRC* and *HPA1A* and the pro-apoptotic *MLH1* genes was ambiguously affected at 4 weeks by both doses; thus exhibiting opposing expression pattern among the 2 rotenone doses. The following discussion is intended to provide an explanation as to how some of these genes could be involved in mediating the cytotoxic effects of rotenone and the cytoprotective to counteract such rotenone effects by highlighting their known associations with cell survival and apoptosis and at the same time provide the references to the works suggesting their involvement in these cellular processes. Evaluation of the functions genes whose expression was changed by rotenone after 4 weeks reveals the extrinsic apoptosis pathways as a mediator of the response to chronic rotenone exposure. This is indicated by the significant increase of the *CASP8* and *CASP8AP2* transcripts and other genes that participate in this pathway and other pathways that effect cell death mediated through this pathway.

The apoptosis extrinsic pathway (review in [1]) is mainly mediated through death receptors (DRs), a subfamily of the tumor necrosis factor (TNF) receptor superfamily (TNFRS), including TNFRSF1A/B, Fas, TNFRSF10AB, and NGFR (Nerve growth factor receptor). The decision between cell death and survival in the DR-mediated signaling pathways is dictated by the distinct complex formed between various death domain (DD-) and death effector domain (DED)-containing adaptor molecules [2]. For instance, TNFR1 does not induce cell death spontaneously; instead, it activates NF- $\kappa$ B, which triggers a pro-survival signaling pathway [1]. In the context of the TNFR1 its activation leads to the rapid assembly of complex I, at the plasma membrane, containing TRADD (TNFR1-associated death domain protein), which recruits other adaptor proteins such as TRAF2 (TNF receptor-associated factor 2), and RIP1 (receptor-interacting protein 1) kinase [3]. RIP1 can then interact with IKK (I $\kappa$ B kinases) complex enabling the ubiquitin-targeted degradation of I $\kappa$ B by the proteasome, the release of activated NF- $\kappa$ B and its translocation to the nucleus where it activate survival genes including *CFLAR* (CASP8 and FADD-like apoptosis regulator), *IAPs* (Inhibitor of apoptosis proteins), *BCL2*, *BCL2L*, and *SOD2*. Subsequently, the TRADD-RIP1-based complex dissociates from the plasma membrane and recruit FADD (Fas-associated death domain proteins), which in turn binds procaspase-8 and procaspase-10, to form complex II, which promotes auto-activation of both apoptosis initiator caspases. *CFLAR*, an inhibitor of CASP8, maintains the balance of the effects by complex I versus complex II. Thus, the apoptotic effect of TNF is only manifested when activation of NF- $\kappa$ B, by complex I, is inadequate. Activated CASP8 can promote apoptosis via two parallel cascades depending on the cell type: it directly cleaves and activates CASP3 with the subsequent activation of other effector caspases (CASP6 and 7), and it indirectly activates CASP3 via cleavage of BID (BH3 interacting domain death agonist) to generate activated tBID (truncated BID). tBID in turns activates the mitochondrial apoptotic mechanism by inducing cytochrome c release, which activates APAF1 that in turn leads to activation of other effector caspases, thus merging the extrinsic pathway to the intrinsic pathway both ultimately leading to apoptosis (see reviews [1, 2]), or necrosis, which diverge from apoptosis immediately downstream of TRADD, with FADD/CASP8 promoting apoptosis and RIP1 promoting necrosis [4]. RIP1 also activate the NF- $\kappa$ B-activating kinase (NIK) in the non-canonical NF- $\kappa$ B pathway, which activates the IKK complex (reviewed in [Danial, 2004 #2129; Jin, 2005 #2119; Falschlehner, 2007 #2077]).

The intrinsic pathways are initiated inside cells by a variety of stimuli, including ROS, DNA damage, endoplasmic reticulum (ER) stress, and many other insults. Key events of these pathways, which lead to mitochondria outer membrane permeabilization (MOMP), are mainly mediated by the Bcl-2 family of proteins, including the pro-apoptotic BCL2-agonist of cell death (BAD), and BCL2-associated X protein (BAX), and the anti-apoptotic BCL2 and BCL2L1 (aka BCL-XL), which lead to the positive and negative regulation of the release of cytochrome c, and several other apoptosis effectors. The functions of the pro-apoptotic molecules is counteracted by the pro-apoptotic members and the pro-apoptotic family members are activated by members of the third subfamily, the BH3-only proteins, which include BID, Puma and Noxa (official name: PMAIP1). Cell death pathways and apoptosis pathways in particular are closely interwoven with other essential cellular processes pathways. Thus, several DR-ligands signaling does not only lead to the activation of NF- $\kappa$ B or the caspases cascade, but can also enable or disable other pathways, including the activation or inhibition of mitogen-activated protein kinases (MAPKs) signaling pathways that influence cell fate by regulating cell development, proliferation, survival and death. Furthermore, besides DRs, other factors in neuronal cells can activate the NF- $\kappa$ B pathway including, other cytokines, neurotransmitters (e.g. glutamate), and oxidative stress (ROS) by coupling this pathway to kinase cascades such as Ca<sup>++</sup>/calmodulin-dependent kinase II (CAMKII), AKT, PKC, and MAPKs (reviewed in [5]).

The MAPKs family of proteins comprise three subfamilies: the extracellular signal-regulated kinases (ERKs), the c-Jun N-terminal kinases (JNKs; aka SAPKs (stress-activated protein kinases)), and the p38-MAPK (p38) [6-8]. MAPKs enable a variety of cellular processes including inflammation, cell proliferation and differentiation as well as apoptosis. Although activation of each MAPK subfamily family have their own features and vary on the initial triggering factor, they are all activated by the serial phosphorylation of hierarchically assembled, MAP kinase modules, comprised of MAP3K-MAP2K-MAPK, in order to generate a proper biological response [1, 6, 8]. JNK and p38 pathways are more responsive to stress stimuli, including survival factor withdrawal, ROS and other environmental stresses, and inflammatory cytokines, growth factors and GPCR agonists. Both pathways utilize MAP3Ks such as the Apoptosis Signal-regulating Kinase 1 (ASK1; a.k.a. MAP3K5), MAP3K1 and ZAK (a.k.a. MLK7), and MAP2Ks such as MAP2K4 and/or MAP2K7, which activate the JNKs or p38s. ASK1-induced apoptotic activity is enhanced through direct protein-protein interactions by two death receptor-associated proteins, DAXX and TRAF2 in the Fas and TNF- $\alpha$  pathways, respectively. While the activation of p38 requires RIP and TRAF2, the stimulation of JNK is independent of them. Activation of JNK or p38 signaling cascades, leads to gene expression regulation through transcription activation factors and co-repressors including AP-1 (includes c-jun), p53, ATF2, and STAT3, that ultimately leads to production of apoptosis regulatory proteins such as transcription factors themselves (p53), Bcl-2 family proteins, and cytokines (TNF, FasL). DNA damage response involves the triggering of the p53 apoptosis pathway, which induces the expression of several pro-apoptotic factors including BAD, BAX, Puma, and PMAIP1 (Noxa), whereas STAT3 induces the expression of pro-survival proteins BCL-2 and BCL2L1. Stress signals are also delivered to the JNK signaling cascade by small GTPases of the Rho family (Rac, Rho, cdc42). The JNK pathway may play a pro-apoptotic role in neurons by disabling anti-apoptotic BCL2 and BCL2L1 and by enabling pro-apoptotic the BH3-only protein member BIM (see review [1]). The ERK cascade is usually activated in response to growth stimuli and GPCR ligands [6]. Their activation through DRs is mainly associated with an anti-apoptotic function [9]. This cascade comprises the MAP3Ks (including RAF1 and BRAF), the MAP2Ks (MEK1/2) and the MAPKs (ERK1/2). Activation initiated by receptors such as RTKs, GPCRs and ion channels transduce stimulatory signals through the RAF/MEK/ERK module via distinct RAS isoforms. Particular components of the cascade depend on the initial stimuli. They usually involve a set of adaptors (e.g. IRS1, GRB10, CRK) and a small GTP binding protein (e.g. RAS, RAP1A), which activates the core module of the cascade. Activated ERK complex regulate targets in the cytosol or translocate to the nucleus where it regulates the transcription of genes involved in biological responses such as growth, differentiation, and development (review [Roux, 2004 #2102]). ERK activation suppresses TRAIL-mediated apoptosis and inhibits the processing of CASP8 and BID [9]. Induction of anti-apoptotic Bcl-2 proteins is achieved through the stimulation of the ERK1/2 and PKC pathways that leads to activation of p90Rsk, which in turn activates CREB and induces the expression of BCL2 and BCL2L1. The PKB/Akt (hereafter AKT) cascade is triggered by stimuli that activate diverse cell surface receptors including, RTKs, cytokine receptors, and GPCRs, leading to production of phosphatidylinositol 3,4,5 triphosphates (PtdIns(3,4,5)P3) by phosphoinositide 3-kinase (PI3K). Activation of the PI3K-dependent cell-survival response leads to activation of AKT isoforms, which mediate several of the downstream events regulated by PI3K such as inhibition of pro-apoptotic BAD (Bcl-2 antagonist of cell death), CASP9, GSK-3 (glycogen synthase kinase-3), IKK $\beta$ , and FOXO family members (reviewed in [10, 11]). NGF can both induce and inhibit apoptosis, depending on the cell type examined. NGFR transduce its signal by interaction with TRADD, TRAF2, TRAF6, and the RIP2 kinase,

which differentially regulate both the activation of the transcription factor NF- $\kappa$ B and the anti-apoptotic effect of NGF [12]. Ligands such as insulin, and IGF1/2 activate IGFR1, which tyrosine-phosphorylates and activates docking molecules such as IRS1 that interact with SH2 domain-containing proteins including phosphatidylinositol 3-kinase (PI3K) and growth factor receptor-bound protein 10 (GRB10), that link this receptor signaling to MAPK pathways. Activated IGFR1 triggers various MAPK-mediated signaling pathways. Cellular response to NGF is also elicited via the specific tyrosine kinase receptor, type 1 (NTRK1), an RTK type receptor similar to the IGFR1 [13]. GPCRs are activated by a wide variety of external stimuli. Ligand binding activates the receptor, triggering diverse signaling cascades. Receptors coupled to different G-protein subtypes (Gs, Gq, Gi, or G12) activate the small G-protein/MAPK cascade, utilizing different tyrosine kinases. GPCRs can also use PLC $\beta$  to mediate stimulation of PKC and CaMKII, which leads either, to activation or inhibition of the downstream MAPK pathway (reviewed in [14]). Src kinases are recruited by activation of PI3K, by receptor internalization or cross-activation of receptor tyrosine kinases. In summary, parallel and distinct signaling pathways, triggered by death stimuli, induce the activation of NF- $\kappa$ B, AKT and MAPKs, which allows for a functional dichotomy leading to cell survival and apoptosis [1, 6, 8].

Among those genes whose up-regulation by rotenone may be detrimental to the cells, the following are noteworthy: *CASP8* and *CASP8AP2* both were induced by rotenone and encode for proteins components of the DISC. *CASP8AP2* is required for the activation of *CASP8* in DR-mediated apoptosis and is involved in TNF $\alpha$ -induced activation of NF- $\kappa$ B [15, 16]. *CASP8* may play a role in neurodegeneration [17]. Two pro-apoptotic TRAFs regulators, *TTRAP* and *TANK* were induced by rotenone. 

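TDP2, the current name of TTRAP, which releases trapped topoisomerase from DNA, had a signal of 439 ± 32.7 (SD, n = 3) in 4w0 nM, 835 ± 90.9 in 4w5 nM and 1015 ± 105 in 4w50 nM cells, and rose 1.90-fold and 2.31-fold. TANK, a regulator of NF-kappa-B signaling, rose 1.31-fold with 50 nM (adjusted p = 0.0234, limma) and had a log2 fold change of -0.02 with 5 nM. On its other probe sets TANK had log2 fold changes of 1.33 and 0.69 with 5 nM and of 1.74 and 1.09 with 50 nM. The 50 nM call was lost for TANK without 4w0 nM replicate 1 (adjusted p = 0.0855), 4w50 nM replicate 1 (adjusted p = 0.0816) or 4w50 nM replicate 2 (adjusted p = 0.0660), and with 5 nM the mean of the probe sets of TANK gave a log2 fold change of 0.67.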

*TTRAP* in association with TRAFs, but not with TRADD, regulates signal transduction by several TNFRSF members and inhibits NF- $\kappa$ B activation [18]. *TANK* binds to and sequesters various TRAFs, thus disabling them, and precluding TRAF-mediated NF- $\kappa$ B activation signaled by receptors CD40, TNFRSF1A and TNFRSF1B [19]. *FEM1B*, was also increased by rotenone (50 nM), and its over-expression has been shown to induce apoptosis in mammalian cells [20]. *ZAK*, also up-regulated by rotenone, is a stress-activated component of the MAPK signaling cascades JNK and p38, which as a MAP3K mediates pro-apoptotic signaling through the JNK and p38 pathways [21, 22]. *TPD52L1*, induced by the 50 nM dose, promotes apoptosis through ASK1 [23]. *THAP1*, increased by rotenone (5 nM), is a nuclear pro-apoptotic factor associated with pro-myelocytic leukemia nuclear bodies, which enhances TNF $\alpha$ -triggered apoptosis and been linked to neurodegenerative diseases [24]. *BTG1*, increased by rotenone (50 nM), has been shown to be a BCL2-regulated mediator of apoptosis in breast cancer cells [25]. *ATG5*, induced by rotenone (50 nM), has been shown, both *in vitro* and *in vivo*, to promote mitochondria-mediated apoptosis [26].

Additional rotenone-induced pro-apoptotic genes include: Increased expression of the GC kinase gene *SLK*, which mediates TNF $\alpha$ -cMyc- and UV-induced apoptosis via activation of the JNK signaling pathway [27]. and is an anoxia/recovery-dependent kinase that signals through ASK1 and p38 to induce apoptosis via activation of *CASP8* and *CASP9* and also attenuates the protective features of the ER stress response, which may add to its pro-apoptotic [28]. *CAPN7*, induced by rotenone (50 nM), is a crucial mediator of apoptosis. Mitochondrial dysfunction leads to disruption of Ca<sup>++</sup> homeostasis in the cytosol enabling the activation of Ca<sup>++</sup>-dependent enzymes such as calpains. Recent studies support the involvement of increased calpain and *CASP3* activities in rotenone-induced neurotoxicity in spinal cord of Lewis rats [29] and calpain involvement in rotenone-induced apoptosis has recently been shown in cultured neurons [30]. The combined up-regulation of *CAPN7*, *CASP8* and *CASP8AP2* is interesting as they are among the main enzymes that control activation of *CASP3* and extrinsic pathway [1, 15, 29]. 

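CYP11B2, which makes aldosterone, had a signal of 105 ± 18.8 (SD, n = 3) in 4w0 nM, 21.9 ± 1.75 in 4w5 nM and 17.5 ± 6.87 in 4w50 nM cells, and fell 4.78-fold and at least 5.58-fold. FDX1, which carries electrons to such enzymes, had a log2 fold change of 0.75 with 5 nM (standard error 0.29, adjusted p = 0.0533, limma), which did not pass the test. Its other probe set had 1.03 with 5 nM.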

*FDX1*, increased by rotenone (5 nM), is a component of a mitochondrial cytochrome P450 system, which consists of two more protein entities besides *FDX1*: ferredoxin reductase and *CYP11B2* (down-regulated by rotenone), which is a source of mitochondrial ROS production, and play a role in the induction of mitochondrial apoptosis [31].

The response to rotenone exposure appears to interfere with and/or involve p53-dependent apoptotic pathways as indicated by the up-regulation of at least three p53-target genes that mediate apoptosis and various other genes that intervene directly or indirectly in the p53-mediated apoptosis. These include: *PEG3*, which regulates the TNF response by associating with TRAF to activate NF- $\kappa$ B [32]. In addition, following DNA damage, *PEG3* is induced by p53 and serves as an intermediary between p53 and *BAX* to promote neuronal cell death [33]. 

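PEG3, an imprinted zinc finger protein that acts with p53, had a signal of 159 ± 11.2 (SD, n = 3) in 4w0 nM, 107 ± 11.1 in 4w5 nM and 361 ± 63.8 in 4w50 nM cells, and rose 2.25-fold with 50 nM. PMAIP1, the BH3 protein NOXA, rose 1.55-fold and PERP, a membrane target of p53, 2.85-fold with 5 nM, with log2 fold changes of 0.18 and -0.25 with 50 nM that did not pass the test. The other probe set of PMAIP1 had log2 fold changes of 1.62 with 5 nM and 1.13 with 50 nM. MDM2, the ubiquitin ligase of p53, rose 1.91-fold and 2.21-fold. Of 19 textbook p53 targets, 3 rose and 2 fell with 5 nM, and 7 rose and 2 fell with 50 nM (the same counts adjusted over the list alone), and camera did not call the list (adjusted p = 0.833 and 0.475). At 5 nM calls were lost for PMAIP1 without 4w0 nM replicate 1 (adjusted p = 0.0752) or 4w5 nM replicate 3 (adjusted p = 0.0908), and for PERP without 4w0 nM replicate 1 (adjusted p = 0.0707), 4w0 nM replicate 3 (adjusted p = 0.0502) or 4w5 nM replicate 2 (adjusted p = 0.0554).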

*PMAIP1* (*Noxa*) is another p53-induced gene also induced by rotenone, belongs to the pro-apoptotic BH3-only subfamily of the Bcl-2 protein family (which includes *PUMA*, *BID*, *BAD*, and *BNIP3*), that are activated by a variety of intracellular and extracellular stress signals [34-36] and act as initiator of apoptosis by relaying such signals to other pro-apoptotic and anti-apoptotic Bcl-2 family members, such as *BAX*, *BCL2*, and *BCL2L1*. Multiple studies identify *Noxa* and *PUMA* as regulators of p53-dependent and -independent apoptotic cell death after genotoxic injury, playing a role that is markedly cell-type and stimulus specific [37, 38]. *Noxa* is the prevalent mediator of apoptosis induced in motor neurons after axotomy, [34, 39]. Reported evidence indicates that besides *PUMA*, p53 and *Noxa* are also components of the ER stress-induced apoptotic pathway in MEFs [40]. *Noxa* has been shown to participate in the Ca<sup>2+</sup>/calpain-independent pathways of MOMP induction, and required *E1A* expression for cells to become susceptible to MOMP induction [36]. In contrast to *Noxa*, over-expression of the third rotenone-induced p53-target gene *PERP* alone is reported to be sufficient to cause apoptosis in multiple paradigms, including the developing CNS, suggesting that *PERP* represents a critical transducer of the signal that favors apoptotic cell death [41]. Besides these recognized p53-targets, other genes affected by rotenone are linked to the p53 pathways. For instance, *ATR*, which is activated by UV light and chemical genotoxins-induced DNA double strand breaks (DSBs) damaged, was up-regulated by rotenone. *ATR* is a protein whose downstream signaling targets determine if cells will undergo cell-cycle arrest, DNA repair or apoptosis and since repair of DSBs is a highly important anti-apoptotic mechanism, *ATR* is regarded primarily as an apoptosis inhibitor [42]. However, at high DSBs levels *ATR* can activate sufficient p53 protein and induce pro-apoptotic genes. Thus, it should be noted that the decision between cells survival or death depends on the level of ATM/p53 (and ATM) activation and not on the transcript levels of any of these p53 machinery components [42]. *IFI16*, also rotenone-induced, is a BRCA1-associated protein involved in p53-mediated apoptosis and inflammation signaling cascades [43]. On the other hand, the *BCL6* proto-oncogene, decreased by rotenone, is a nuclear transcriptional repressor, with roles in survival, which is inhibited by *EP300* (*E1A* binding protein p300, also induced by rotenone; aka p300) [44]. *EP300*, an anti-apoptotic gene, has been shown to be a key regulator of the p53 response [45]. Two genes with antagonistic regulatory effects on p53 function, *SNAI2* and *MSX1*, were down-regulated by rotenone. The transcriptional repressor *SNAI2* was found to be nearly as active as *BCL2* or *BCL2L1* in promoting the survival of IL-3-dependent murine pro-B cells deprived of the cytokine [46]. Interestingly, *snai2* and *msx1* have been identified as early regulatory factors in the induction of neural crest in *Xenopus*, where these two genes exert opposing effects on apoptosis with *snai2* acting as an anti-apoptotic protein, and *msx1* promoting cell death; thus, controlling the pattern of programmed cell death [47].

MSX1 has also been found to play a similar pro-apoptotic role in adult tissue, where it has been shown to interact, stabilize, and regulate p53 function by controlling its localization [48]. *TP53/11*, which was decreased by rotenone (50 nM), is another p53 target gene, and its over-expression has been shown to induce ROS production and apoptosis [49]. *APC*, also up-regulated by rotenone (50 nM), participates in Wnt signaling and regulates many cellular processes including cell cycle progression, cell migration, cell adhesion, and cell fate determination. Expression of APC in colorectal cancer cells containing inactive APC alleles leads to significant reduction of cell growth resulting from the induction of apoptosis [50].

Among those genes whose down-regulation by rotenone may be detrimental to the cells, the following are noteworthy: *TBX3*, decreased by rotenone (50 nM), is an anti-apoptotic p53-interfering gene, which is as an important mediator of WNT/ $\beta$ -catenin activities on cell proliferation and survival [51]. *CTSB*, another p53-regulator gene that was down-regulated by rotenone (50 nM), is a cysteine protease involved in intracellular proteolysis, which has been identified as a contributor to the apoptotic phenotype of cystatin B-deficient mice [52]. However, *CtsB* (-/-)/*CtsL* (-/-) mice present severe neurodegeneration due to select massive neuronal apoptosis, suggesting a crucial role for these cathepsins in CNS maintenance [53]. 

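CTSB, the lysosomal protease cathepsin B, had a signal of 660 ± 18.0 (SD, n = 3) in 4w0 nM, 1065 ± 312 in 4w5 nM and 309 ± 63.8 in 4w50 nM cells, and fell 2.17-fold with 50 nM (adjusted p = 0.0191, limma), with log2 fold changes of -1.07, -0.66 and -0.66 on its other probe sets. Other lysosomal genes fell with it: of 28, 2 rose and 8 fell with 5 nM, and 2 rose and 14 fell with 50 nM (3 and 10, and 3 and 15, adjusted over the list alone; camera adjusted p = 0.00260 with 50 nM, adjusted p = 0.657 with an estimated correlation, and not called with 5 nM, adjusted p = 0.116). CTSB lies on chromosome 8, where 296 of 359 genes had a lower mean in 4w50 nM than in 4w5 nM cells, 156 of them past the test. The 50 nM call was lost for CTSB without 4w0 nM replicate 1 (adjusted p = 0.0513), 4w50 nM replicate 1 (adjusted p = 0.0685) or 4w50 nM replicate 2 (adjusted p = 0.0630).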

*GFRA2*, down-regulated by rotenone (50 nM), encodes for a receptor component of the GDNF-family receptors complex, formed by the TKR Ret and one of the GFRA-glycosyl-phosphatidyl-inositol (GPI)-linked receptors, which determines ligand specificity. GFRA2 ligands include glial cell line-derived neurotrophic factor (GDNF), and neurturin, which besides serving as a trophic factor for midbrain dopaminergic neurons, have been implicated in diverse processes including nigral dopaminergic neuronal survival. However, the effectiveness of these receptors and factors largely depends on their availability after damage. For instance, evaluation of the role of GDNF in motoneurons (MNs) survival in mice revealed that many GDNF-independent MNs are characterized by the presence of GFRA2, which indicates that the GDNF-independent population represents MNs that require other GFRA2 ligands, such as neurturin, for their survival [54]. Reported evaluation of the expression pattern of these receptors in SNpc neurons, in a rat model of PD using 6-hydroxydopamine (6-OHDA) as the insult, indicated that GFRA2 expression was differentially regulated as a transient and compensatory response to 6-OHDA damage decreased only after 6 days of the insult [55]. Thus, the decreased expression of GFRA2 induced by chronic exposure to rotenone deprives these cells of a major survival pathway. *APOE*, down-regulated by both rotenone doses, is a multifunctional molecule that exists in humans as one of three common isoforms, E2, E3 or E4, and plays a fundamental role in the relocation of lipids among cells. Indeed, APOE4 may be detrimental in the process and is a constituent of amyloid plaques. Besides AD, APOE4 is associated with various neuropathological processes, including stroke, PD, amyotrophic lateral sclerosis, multiple sclerosis, and CNS ischemia. Multiple studies have shown that, compared to APOE3, APOE4 is selectively toxic to neurons *in vitro*, as well as, *in vivo* [56, 57]. The neurotoxic effect of APOE4 have been shown to be mediated via dysregulation of  $Ca^{++}$  homeostasis [58]. Increased APOE expression has been associated with apoptosis in non-neuronal cell types [59], and recent studies in neuronal cell lines also report similar increased levels of APOE that correlate with apoptosis and suggest that APOE may play a role in the clearance of apoptotic bodies [60]. The gene for the extracellular matrix glycoprotein, fibronectin 1 (*FN1*), was down-regulated by rotenone. FN1 regulates a variety of cellular processes including cell survival and growth; alterations in the matrix or in matrix survival signals can trigger apoptosis [61]. Also reduced by rotenone were *CAV1*, which has been shown to act as a cell survival enabler by up-regulating the activation of the pro-survival AKT pathways [62]; *VEGFA*, which has been shown to inhibit endothelial cells apoptosis both *in vivo* and *in vitro* [63, 64]; *IFI6*, an interferon inducible gene, whose protein localizes at mitochondria, and exhibits anti-apoptotic function through inactivation of CASP3 [65]; *TIMP*, a multifunctional matrix metalloproteinase (MMP), tissue inhibitor that, in conjunction with MMPs, regulates the remodeling of extracellular matrix and inflammation. 

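IFI6 had a signal of 132 ± 16.3 (SD, n = 3) in 4w0 nM, 23.8 ± 5.43 in 4w5 nM and 62.6 ± 15.3 in 4w50 nM cells, and fell 5.60-fold and 2.14-fold. TIMP1, an inhibitor of metalloproteinases, fell 4.48-fold and 3.07-fold, from 3459 ± 78.7 to 776 ± 92.4 and 1171 ± 422. At 1 week both genes rose, IFI6 3.76-fold and 3.63-fold and TIMP1 2.42-fold and 2.38-fold. Both were also higher in 4w0 nM than in 1w0 nM cells, by 1.86 for IFI6 and 1.46 for TIMP1 on the log2 scale.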

Downregulation of *TIMP1* in the CNS has been recently associated with several neurological diseases involving chronic neuroinflammation [66]. In addition, *TIMP1* has been shown to inhibit the intrinsic, as well as, the extrinsic apoptosis pathway, triggered by a variety of insults in breast epithelial cells [67].

A final group of genes whose rotenone-induced changes could have detrimental consequences to the cells comprises genes directly involved in heme degradation, iron homeostasis, and cellular redox state. These included the reduced expression of *HMOX1*, whose encoded protein, HO-1, is an important factor in the response to oxidative stress, generally regarded as a very sensitive marker of cellular oxidative stress [68]. 

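HMOX1, which degrades heme, had a signal of 431 ± 0.466 (SD, n = 3) in 4w0 nM, 82.2 ± 6.27 in 4w5 nM and 178 ± 47.1 in 4w50 nM cells, and fell 5.26-fold and 2.48-fold (adjusted p = 8.6e-07 and 1.5e-04, limma). Its signal was 123 ± 31.0 in 1w0 nM cells.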

Downregulation of *HMOX1* may have contrasting effects on the redox balance of SK-N-MC cells because during heme degradation it generates bilirubin, carbon monoxide (CO) and  $Fe^{2+}$ , which all affect redox homeostasis in contrasting manner [69]. Bilirubin is a potent cytoprotectant, but when high it induces apoptosis [69]; whereas  $Fe^{2+}$  and CO exacerbate intracellular OS [70]. Hence, under chronic rotenone toxicity, *HMOX1* repression may, in the short run, be a compensatory as it lessens the effects of  $Fe^{2+}$  and CO on OS. A similar adaptive response occurs in endothelial cells exposed to CO [71]. However, low HMOX1 levels may impede the cells ability to mount a surge response to other insults and deny them of pro-survival options under further stress conditions, such as previously seen with  $H_2O_2$  in this model [72]. Several additional genes, with possible roles in protecting cell from oxidative damage were affected by rotenone. Among them, *FTH1* was decreased by both rotenone doses and the *BLVRB* (Biliverdin reductase B) gene was reduced by rotenone (50 nM). 

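BLVRB, which reduces biliverdin, had a signal of 287 ± 31.7 (SD, n = 3) in 4w0 nM, 318 ± 49.7 in 4w5 nM and 87.3 ± 2.02 in 4w50 nM cells, and fell 3.27-fold with 50 nM (adjusted p = 9.8e-04, limma).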

By its ability to sequester free iron, FTH1 is regarded as the primary iron storage protein in cells, and is a potent antioxidant that combats ROS accumulation [73, 74]. In many instances, impending toxicity derived from the intracellular release of heme-derived ferrous iron is circumvented by co-induction of FTH1 synthesis, a [68, 75]. Thus, if co-induction of FTH confers protection by providing a sink for free ferrous iron, reduced expression of *FTH1* may impair iron homeostasis and contribute to the neuroendangering aspects of rotenone. BLVRB converts biliverdin to bilirubin in the fetus, and catalyzes the reduction of several non- isomers of biliverdin, flavins, methemoglobin, and ferric ion in the adult [76]. Therefore, the down-regulation of these two genes in conjunction with the down-regulation of *HMOX1*, suggest that besides impairment of heme metabolism in these cells, the homeostasis of heme derived elemental iron and consequently, ROS may be primarily affected in the response to rotenone. The decreased expression of *INDO* after exposure to rotenone lends further support to this notion. INDO is the rate-limiting enzyme in the catabolism of tryptophan. As such INDO controls, not only the availability of this amino acid, but also the generation of oxidative metabolites that mediate selective apoptosis, which imparts INDO a critical immunoregulatory role in eliciting a protective immune response through the modulation of the inflammatory process [77]. Interestingly, HO-1 and INDO have been shown to co-regulate each other through the modulation of heme availability by HO-1 and oxidative stress mechanisms [78]. Noteworthy however, besides causing apoptosis, ROS are emerging as key effectors in signal transduction [79]. In fact, recent evidence established that the NF- $\kappa$ B achieves its anti-apoptotic activity in part by negatively modulating the JNK pathway and by suppressing the accumulation of ROS. The reciprocal negative control that NF- $\kappa$ B applies on ROS and JNK signaling was found to be required for antagonism of apoptosis elicited by TNF- $\alpha$  and likely other stimuli [4]. Both *FTH1* and *TWIST1*, also down-regulated by rotenone, have been identified as key effectors

of this antagonistic cross-talk between these pathways [80, 81]. TWIST1 mediates the protective function of NF- $\kappa$ B, and halt apoptosis induced by diverse stimuli without interfering with cytotoxic JNK, and p53 signaling [81].

At least three genes encoding for proteins with major recognized antioxidant neuroprotective functions were up-regulated by rotenone. The first gene, *SOD2*, is a mitochondrial antioxidant enzyme that modulates the cellular redox environment by serving as the first line of defense against ROS. Induction of this gene by rotenone has been recently corroborated at the mRNA and protein levels [82]. The second major up-regulated antioxidant gene is that of the glutamate-cysteine ligase catalytic (GCLC) subunit, a component of the heterodimer enzyme GCL, which is the rate-limiting enzyme in glutathione (GSH) synthesis [83, 84], and thus regulates GSH homeostasis. Enhanced expression of GCLC has been shown to inhibit the activation of the NF- $\kappa$ B, JNK, and ERK signaling cascades mediated by various stimuli including TNF and to abrogate TNF-mediated CASP3 activation and ensuing apoptosis [83]. The third major pro-survival gene induced by rotenone was the protein  $\alpha$ -synuclein (*SNCA*), which is the molecular hallmark of several neurodegenerative disorders including Parkinson disease (PD). The upregulation of *SNCA* by rotenone has been previously reported [72] and its competence as an antioxidant molecule capable of preventing the oxidation of unsaturated lipid has recently been reported [85]. *SNCA* may play a regulatory role at the synaptic terminal, by being involved in either handling pre-synaptic vesicles [86] and/or presynaptic dopamine recruitment [87]. Multiple studies suggest a role for physiological concentrations *SNCA* in neuroprotection against stress signals-induced apoptosis. Neuroprotection in a variety of neuronal cells, including SK-N-MC, is presumably achieved by reducing CASP3 and p53 expression, and mediated via activation of the PI3K/AKT signaling pathway, which may be lost after an over-expression [88-92]. Neuroprotection via inactivation of the pro-apoptotic JNK signaling pathway has also been detected [93]. In addition, *SNCA* has been shown to bind ERK and inhibit its activity and signaling cascade [94]. More compelling evidence of a role for *SNCA* in neuroprotection was obtained with *in vivo* rodent models of apoptotic death in striatum and substantia nigra (SN) neurons [95]. Thus, in the normal brain, *SNCA* may have a neuroprotective function by increasing the availability of pro-survival molecules and decreasing the availability of pro-apoptotic molecules. In normal SN dopaminergic neurons, besides this neuroprotective effect, the non-aggregated, physiological form of *SNCA* is able to diminish the amount of dopamine in nerve terminals, thereby limiting its conversion to ROS and the resulting oxidative stress. Nevertheless, since diverse types of neurotoxins including MPTP and rotenone increase *SNCA* expression in the brain [96-98], very likely as a results of increased oxidative stress [97], it has been suggested that such an increase in *SNCA* represents an adaptive homeostatic regulatory response to neurotoxic stimuli [99]. *SNCA* expression has been associated mainly with cell survival strategies [89].

Besides these three major pro-survival genes, other anti-apoptotic genes were induced by rotenone. Noteworthy, at least three of these genes have been shown to be involved in liver organogenesis. Thus, targeted disruption of *MAP3K7IP2* (aka TAB2) led to embryonic death due to liver degeneration and apoptosis in the mouse, suggesting that *MAP3K7IP2* is an essential protein to prevent liver apoptosis during embryonic development [100]. The second gene *MAP2K4*, which encodes a stress signaling kinase that directly activates JNKs in response to a variety of cellular stresses, was targeted-disrupted in the mouse and shown to be required to deliver a crucial and specific pro-survival signal during hepatogenesis and liver formation [101]. The third, *RB1CC1*, which has been shown to negatively regulate apoptosis [102]. Another pro-survival gene, *eIF4E*, was induced by both rotenone doses. This gene has been shown to promote cell survival by contributing to regulation of integrated crucial ER-mediated checkpoints for apoptosis at the cap dependent translation apparatus [103]. In addition, AKT activation through IGF1R (induced by rotenone) increases the survival of striatal neurons lost during the degeneration in Huntington's disease [104]. 

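EIF4E, which binds the cap of messenger RNA, had a signal of 776 ± 39.0 (SD, n = 3) in 4w0 nM, 1145 ± 307 in 4w5 nM and 1104 ± 109 in 4w50 nM cells, and rose 1.44-fold and 1.42-fold (log2 fold changes of 0.61 and 0.94, and 1.27 and 1.28, on its other probe sets). At 1 week it fell 1.84-fold with 50 nM. With 5 nM at 4 weeks the call was lost for EIF4E without any 1 of the arrays compared except 4w5 nM replicate 3 (adjusted p between 0.0672 and 0.160), and with 50 nM for EIF4E without any 1 of the arrays compared except 4w50 nM replicate 3 (adjusted p between 0.0618 and 0.119).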

The high induction (~3 fold) of the protective gene the *HSPA1A* by the 5 nM rotenone dose is probably partly responsible for the higher survival rate observed for this treatment group. In contrast, *HSPA1A* was among the most markedly repressed genes by the 50 nM dose. Induction of *HSPA1A*, to some extent, by acute rotenone exposure has been reported at both mRNA and protein levels [82]. *HSPA1A* is an anti-apoptotic protein that regulates different signaling pathways depending on the cell type and applied stimuli. Thus, *HSPA1A* has been shown to inhibit JNK-mediated apoptosis [105], and to block the TNF $\alpha$ -induced apoptosis by interfering with the extrinsic pathway. It also inhibits FasL-induced apoptosis by blocking the intrinsic pathway [106]. The expression of *CAST*, the gene coding for the physiological inhibitor of calpain, calpastatin, was also increased in rotenone treated cells. Stimuli that cause an increase in Ca<sup>++</sup> influx activate proteases such as calpains and caspases, which are essential for the execution of programmed cell death in diverse cells and models such as spinal cord (SC) injury. Significant higher expression levels of *CAST*, in juvenile rats than adult rats after Spinal cord (SC) injury has been reported, which correlated with elevated resistance to calpain-mediated proteolysis and neuronal apoptosis in juvenile rats. Besides indicating, that higher *CAST* levels circumvent calpain activity and thus apoptosis; these results also suggest that age may play a role in SC injury tolerance [107]. However, It has also been reported that caspases may cleave calpastatin and thus, regulate calpain activity during apoptotic cell death [108]; and more recently, that calpain-mediated calpastatin degradation plays a crucial role in regulation of caspase-3 activation during apoptosis [109]. 

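CREB1, a transcription factor of cAMP signaling, had a signal of 300 ± 18.9 (SD, n = 3) in 4w0 nM, 331 ± 25.9 in 4w5 nM and 308 ± 6.01 in 4w50 nM cells, with log2 fold changes of 0.14 and 0.04 that did not pass the test. The other probe sets of CREB1 had 1.05 and 1.18, 0.78 and 0.81, and 0.18 and 0.12, and the mean of its probe sets passed the test. At 1 week it fell 2.07-fold with 50 nM (adjusted p = 0.00119, limma).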

*CREB1* and *ATF1* expression was induced by rotenone, both are members of the CREB/ATF family, which are involved in cAMP- and calcium-induced transcriptional activation. Both of these proteins have been shown to act in concert as survival factors *in vivo* during early embryonic development in mice [110]; as well as *in vitro* with human cancer cells [111].

Several genes encoding for proteins that promote cell death were down-regulated by rotenone including: LTA (aka TNF $\beta$ ), a cytokine member of the TNF superfamily that mediates a variety of inflammatory, immuno-stimulatory, and antiviral responses, and plays a positive regulatory role in apoptosis by binding to TNFRSF1A, TNFRSF1B and TNFRSF14 and TNFRSF3 [112]. *TNFRSF10B*, was down-regulated by the 50 nM rotenone dose only, and its protein mediates apoptosis initiated by TRAIL binding through activation of CASP8 [113]. 

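TNFRSF10B, a receptor of TRAIL, had a signal of 707 ± 2.54 (SD, n = 3) in 4w0 nM, 992 ± 383 in 4w5 nM and 447 ± 44.3 in 4w50 nM cells, with a log2 fold change of -0.67 for 50 nM (standard error 0.30, adjusted p = 0.0868, limma), which did not pass the test. The other probe sets of TNFRSF10B had -1.31 and -1.12 with 50 nM.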

*S100B*, codes for the glial-derived, calcium-binding, protein S100B that exerts paracrine and autocrine effects on neurons and glia, and has functions in cellular energy metabolism, cytoskeleton modification, cell proliferation, neuron and glia differentiation, as well as interactions with multiple immunological processes in the brain. The S100B protein binds to different p53 domains and disrupts p53 tetramerization, thus regulating its subcellular localization [114]. S100B is neuroprotective if it is maintained inside the cells at physiological levels. Otherwise, once it is secreted, its protective or detrimental effects are governed by the local concentration. At the nanomolar range it is pro-neuronal survival during development, and protect primary rat hippocampal neurons against NMDA toxicity by activation of NF- $\kappa$ B [115]. At the micromolar range, it induces pro-inflammatory cytokines and apoptosis. *In vivo* animal studies indicate that elevated levels of S100B in the brain can be detrimental and may promote pathogenic responses to injury by stimulating neuroinflammatory processes, and cause behavioral instabilities and cognitive deficits [116]. 

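BEX1 had a signal of 801 ± 33.2 (SD, n = 3) in 4w0 nM, 224 ± 66.7 in 4w5 nM and 938 ± 70.4 in 4w50 nM cells, and fell 3.67-fold with 5 nM (adjusted p = 3.3e-04, limma), with a log2 fold change of 0.23 for 50 nM (adjusted p = 0.596).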

BEX1 is a adaptor-like protein that interacts with the NGFR, and was down-regulated by rotenone (5 nM). BEX1 serves as a link between neurotrophin

signaling, the cell cycle, and neuronal differentiation. Its down-regulation in neurons allows cell proliferation under growth arrest conditions and diminishes neuronal differentiation in response to nerve growth factor (NGF); while its over-expression inhibits the induction of NF- $\kappa$ B activity by NGF without affecting activation of ERK1/2 and AKT. RIP2 was found to compete with BEX1 for binding to the NFGR, and to inhibit BEX1 over-expression effects [117]. *PTPRC* was down-regulated by the 50 nM rotenone dose (and increased by the lower dose). It encodes a tyrosine phosphatase essential for efficient antigen-receptor signaling, which mediates apoptosis inhibition, and modulates an array of immune responses, including antigen-receptor signal transduction, T-cell-mediated cytotoxicity, regulation of response to cytokines and cytokine production, and inflammation [118]. 

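Genes of HLA class I, which present peptides to T cells, fell after 4 weeks with both doses. HLA-B had a signal of 2103 ± 175 (SD, n = 3) in 4w0 nM, 467 ± 75.7 in 4w5 nM and 918 ± 50.4 in 4w50 nM cells, and fell 4.54-fold and 2.29-fold. HLA-C fell 3.36-fold and 1.78-fold, HLA-F 4.07-fold and 2.12-fold, and HLA-G 4.03-fold and 2.38-fold. The lowest and highest log2 fold changes of their other probe sets with 5 nM were -3.19 and -1.49 for HLA-C, -1.47 and -0.94 for HLA-F, and -2.40 and -1.38 for HLA-G. Of 14 genes of class I and antigen presentation, 7 fell with 5 nM and 8 with 50 nM and none rose (camera adjusted p = 2.1e-05 and 6.8e-04, adjusted p = 0.0237 and 0.0648 with an estimated correlation; 8 and 8 fell adjusted over the list alone). At 1 week 6 of them rose with 5 nM and 6 with 50 nM. The vehicle groups differed as well, with log2 differences between 4w0 nM and 1w0 nM of 1.16 for HLA-B and 1.21 for HLA-C. For HLA-F and HLA-G they were 0.85 and 0.69. Some interferon-stimulated genes fell as well: of 27, 13 fell with 5 nM, and 3 rose and 10 fell with 50 nM. Camera called the list lower (adjusted p = 5.8e-05 and 0.0153), but not with an estimated correlation (adjusted p = 0.270 and 0.657). Among those that fell was IRF1, a transcription factor of that response, by 1.90-fold and 2.01-fold.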

In conjunction with the down-regulation of a significant number of major histocompatibility complex (MHC) class I genes (HLA-B, C, F, and G), it suggests that the T-cell cytotoxicity and the neuroinflammatory response cascades may be compromised by chronic exposure to rotenone. This may preclude a response to the elevated levels of the immune response apoptosis-inducer gene *IFI16* [43], in cells exposed to rotenone (50 nM), whereas the increased expression of *PTPRC* in cells exposed to 5 nM rotenone, may confer these cells enhanced survivability. *CALCA* (Calcitonin/Calcitonin-related polypeptide  $\alpha$ ), whose expression decreased by rotenone (50 nM), is a neuropeptide produced by cells in the CNS, PNS (peripheral NS), and in endocrine cells. *CALCA* exerts its biological effects on several systems including the cardiovascular, gastrointestinal, respiratory, immune and nervous systems. *CALCA* has been shown to enhance apoptosis by inhibiting the NF- $\kappa$ B activation [119, 120].

## References

- Jin Z, El-Deiry WS (2005) Overview of cell death signaling pathways. *Cancer Biol Ther* 4: 139-163.
- Danial NN, Korsmeyer SJ (2004) Cell death: critical control points. *Cell* 116: 205-219.
- Micheau O, Tschopp J (2003) Induction of TNF receptor I-mediated apoptosis via two sequential signaling complexes. *Cell* 114: 181-190.
- Papa S, Bubici C, Zazzeroni F, Pham CG, Kuntzen C, et al. (2006) The NF-kappaB-mediated control of the JNK cascade in the antagonism of programmed cell death in health and disease. *Cell Death Differ* 13: 712-729.
- Mattson MP, Meffert MK (2006) Roles for NF-kappaB in nerve cell survival, plasticity, and disease. *Cell Death Differ* 13: 852-860.
- Roux PP, Blenis J (2004) ERK and p38 MAPK-activated protein kinases: a family of protein kinases with diverse biological functions. *Microbiol Mol Biol Rev* 68: 320-344.
- Thomas GM, Huganir RL (2004) MAPK cascade signalling and synaptic plasticity. *Nat Rev Neurosci* 5: 173-183.
- Johnson GL, Nakamura K (2007) The c-jun kinase/stress-activated pathway: Regulation, function and role in human disease. *Biochim Biophys Acta*.
- Falschlehner C, Emmerich CH, Gerlach B, Walczak H (2007) TRAIL signalling: Decisions between life and death. *Int J Biochem Cell Biol*.
- Franke TF, Hornik CP, Segev L, Shostak GA, Sugimoto C (2003) PI3K/Akt and apoptosis: size matters. *Oncogene* 22: 8983-8998.
- Brazil DP, Yang ZZ, Hemmings BA (2004) Advances in protein kinase B signalling: AKTion on multiple fronts. *Trends Biochem Sci* 29: 233-242.
- El Yazidi-Belkoura I, Adriaenssens E, Dolle L, Descamps S, Hondermarck H (2003) Tumor necrosis factor receptor-associated death domain protein is involved in the neurotrophin receptor-mediated antiapoptotic activity of nerve growth factor in breast cancer cells. *J Biol Chem* 278: 16952-16956.
- Descamps S, Toillon RA, Adriaenssens E, Pawlowski V, Cool SM, et al. (2001) Nerve growth factor stimulates proliferation and survival of human breast cancer cells through two distinct signaling pathways. *J Biol Chem* 276: 17864-17870.
- Gainetdinov RR, Fumagalli F, Wang YM, Jones SR, Levey AI, et al. (1998) Increased MPTP neurotoxicity in vesicular monoamine transporter 2 heterozygote knockout mice. *J Neurochem* 70: 1973-1978.
- Imai Y, Kimura T, Murakami A, Yajima N, Sakamaki K, et al. (1999) The CED-4-homologous protein FLASH is involved in Fas-mediated activation of caspase-8 during apoptosis. *Nature* 398: 777-785.
- Jun JI, Chung CW, Lee HJ, Pyo JO, Lee KN, et al. (2005) Role of FLASH in caspase-8-mediated activation of NF-kappaB: dominant-negative function of FLASH mutant in NF-kappaB signaling pathway. *Oncogene* 24: 688-696.
- Gervais FG, Singaraja R, Xanthoudakis S, Gutekunst CA, Leavitt BR, et al. (2002) Recruitment and activation of caspase-8 by the Huntingtin-interacting protein Hip-1 and a novel partner Hippin. *Nat Cell Biol* 4: 95-105.
- Pype S, Declercq W, Ibrahimi A, Michiels C, Van Rietschoten JG, et al. (2000) TTRAP, a novel protein that associates with CD40, tumor necrosis factor (TNF) receptor-75 and TNF receptor-associated factors (TRAFs), and that inhibits nuclear factor-kappa B activation. *J Biol Chem* 275: 18586-18593.
- Bonif M, Meuwis MA, Close P, Benoit V, Heynink K, et al. (2006) TNFalpha- and IKKbeta-mediated TANK/I-TRAF phosphorylation: implications for interaction with NEMO/IKKgamma and NF-kappaB activation. *Biochem J* 394: 593-603.
- Chan SL, Tan KO, Zhang L, Yee KS, Ronca F, et al. (1999) F1Aalpha, a death receptor-binding protein homologous to the *Caenorhabditis elegans* sex-determining protein, FEM-1, is a caspase substrate that mediates apoptosis. *J Biol Chem* 274: 32461-32468.
- Liu TC, Huang CJ, Chu YC, Wei CC, Chou CC, et al. (2000) Cloning and expression of ZAK, a mixed lineage kinase-like protein containing a leucine-zipper and a sterile-alpha motif. *Biochem Biophys Res Commun* 274: 811-816.
- Tosti E, Waldbaum L, Warshaw G, Gross EA, Ruggieri R (2004) The stress kinase MRK contributes to regulation of DNA damage checkpoints through a p38gamma-independent pathway. *J Biol Chem* 279: 47652-47660.
- Cho S, Ko HM, Kim JM, Lee JA, Park JE, et al. (2004) Positive regulation of apoptosis signal-regulating kinase 1 by hD53L1. *J Biol Chem* 279: 16050-16056.
- Roussigne M, Cayrol C, Clouaire T, Amalric F, Girard JP (2003) THAP1 is a nuclear proapoptotic factor that links prostate-apoptosis-response-4 (Par-4) to PML nuclear bodies. *Oncogene* 22: 2432-2442.
- Nahta R, Yuan LX, Fitterman DJ, Zhang L, Symmans WF, et al. (2006) B cell translocation gene 1 contributes to antisense Bcl-2-mediated apoptosis in breast cancer cells. *Mol Cancer Ther* 5: 1593-1601.
- Yousefi S, Perozzo R, Schmid I, Ziemięcki A, Schaffner T, et al. (2006) Calpain-mediated cleavage of Atg5 switches autophagy to apoptosis. *Nat Cell Biol* 8: 1124-1132.

27. Sabourin LA, Tamai K, Seale P, Wagner J, Rudnicki MA (2000) Caspase 3 cleavage of the Ste20-related kinase SLK releases and activates an apoptosis-inducing kinase domain and an actin-disassembling region. *Mol Cell Biol* 20: 684-696.
28. Hao W, Takano T, Guillemette J, Papillon J, Ren G, et al. (2006) Induction of apoptosis by the Ste20-like kinase SLK, a germinal center kinase that activates apoptosis signal-regulating kinase and p38. *J Biol Chem* 281: 3075-3084.
29. Samantaray S, Knaryan VH, Guyton MK, Matzelle DD, Ray SK, et al. (2007) The parkinsonian neurotoxin rotenone activates calpain and caspase-3 leading to motoneuron degeneration in spinal cord of Lewis rats. *Neuroscience* 146: 741-755.
30. Chen MJ, Yap YW, Choy MS, Koh CH, Seet SJ, et al. (2006) Early induction of calpains in rotenone-mediated neuronal apoptosis. *Neurosci Lett* 397: 69-73.
31. Derouet-Humbert E, Roemer K, Bureik M (2005) Adrenodoxin (Adx) and CYP11A1 (P450<sub>scc</sub>) induce apoptosis by the generation of reactive oxygen species in mitochondria. *Biol Chem* 386: 453-461.
32. Relaix F, Wei XJ, Wu X, Sassoon DA (1998) Peg3/Pw1 is an imprinted gene involved in the TNF-NF $\kappa$ B signal transduction pathway. *Nat Genet* 18: 287-291.
33. Johnson MD, Wu X, Aithmitti N, Morrison RS (2002) Peg3/Pw1 is a mediator between p53 and Bax in DNA damage-induced neuronal death. *J Biol Chem* 277: 23000-23007.
34. Ham J, Towers E, Gilley J, Terzano S, Randall R (2005) BH3-only proteins: key regulators of neuronal apoptosis. *Cell Death Differ* 12: 1015-1020.
35. Kim H, Rafiuddin-Shah M, Tu HC, Jeffers JR, Zambetti GP, et al. (2006) Hierarchical regulation of mitochondrion-dependent apoptosis by BCL-2 subfamilies. *Nat Cell Biol* 8: 1348-1358.
36. Shibue T, Taniguchi T (2006) BH3-only proteins: integrated control point of apoptosis. *Int J Cancer* 119: 2036-2043.
37. Akhtar RS, Geng Y, Klocke BJ, Latham CB, Villunger A, et al. (2006) BH3-only proapoptotic Bcl-2 family members Noxa and Puma mediate neural precursor cell death. *J Neurosci* 26: 7257-7264.
38. Akhtar RS, Geng Y, Klocke BJ, Roth KA (2006) Neural precursor cells possess multiple p53-dependent apoptotic pathways. *Cell Death Differ* 13: 1727-1739.
39. Kiryu-Seo S, Hirayama T, Kato R, Kiyama H (2005) Noxa is a critical mediator of p53-dependent motor neuron death after nerve injury in adult mouse. *J Neurosci* 25: 1442-1447.
40. Li J, Lee B, Lee AS (2006) Endoplasmic reticulum stress-induced apoptosis: multiple pathways and activation of p53-up-regulated modulator of apoptosis (PUMA) and NOXA by p53. *J Biol Chem* 281: 7260-7270.
41. Ihrie RA, Attardi LD (2004) Perpetrating p53-dependent apoptosis. *Cell Cycle* 3: 267-269.
42. Roos WP, Kaina B (2006) DNA damage-induced cell death by apoptosis. *Trends Mol Med* 12: 440-450.
43. Fujiuchi N, Aglipay JA, Ohtsuka T, Maehara N, Sahin F, et al. (2004) Requirement of IFI16 for the maximal activation of p53 induced by ionizing radiation. *J Biol Chem* 279: 20339-20344.
44. Phan RT, Dalla-Favera R (2004) The BCL6 proto-oncogene suppresses p53 expression in germinal-centre B cells. *Nature* 432: 635-639.
45. Iyer NG, Chin SF, Ozdag H, Daigo Y, Hu DE, et al. (2004) p300 regulates p53-dependent apoptosis after DNA damage in colorectal cancer cells by modulation of PUMA/p21 levels. *Proc Natl Acad Sci U S A* 101: 7386-7391.
46. Inukai T, Inoue A, Kurosawa H, Goi K, Shinjyo T, et al. (1999) SLUG, a ccs-1-related zinc finger transcription factor gene with antiapoptotic activity, is a downstream target of the E2A-HLF oncoprotein. *Mol Cell* 4: 343-352.
47. Tribulo C, Aybar MJ, Sanchez SS, Mayor R (2004) A balance between the anti-apoptotic activity of Slug and the apoptotic activity of msx1 is required for the proper development of the neural crest. *Dev Biol* 275: 325-342.
48. Park K, Kim K, Rho SB, Choi K, Kim D, et al. (2005) Homeobox Msx1 interacts with p53 tumor suppressor and inhibits tumor growth by inducing apoptosis. *Cancer Res* 65: 749-757.
49. Liang XQ, Cao EH, Zhang Y, Qin JF (2004) A P53 target gene, PIG11, contributes to chemosensitivity of cells to arsenic trioxide. *FEBS Lett* 569: 94-98.
50. Morin PJ, Vogelstein B, Kinzler KW (1996) Apoptosis and APC in colorectal tumorigenesis. *Proc Natl Acad Sci U S A* 93: 7950-7954.
51. Renard CA, Labalette C, Armengol C, Cougot D, Wei Y, et al. (2007) Tbx3 is a downstream target of the Wnt/beta-catenin pathway and a critical mediator of beta-catenin survival functions in liver cancer. *Cancer Res* 67: 901-910.
52. Houseweart MK, Pennacchio LA, Vilaythong A, Peters C, Noebels JL, et al. (2003) Cathepsin B but not cathepsins L or S contributes to the pathogenesis of Unverricht-Lundborg progressive myoclonus epilepsy (EPM1). *J Neurobiol* 56: 315-327.
53. Felbor U, Kessler B, Mothes W, Goebel HH, Ploegh HL, et al. (2002) Neuronal loss and brain atrophy in mice lacking cathepsins B and L. *Proc Natl Acad Sci U S A* 99: 7883-7888.
54. Oppenheim RW, Houenou LJ, Parsadanian AS, Prevette D, Snider WD, et al. (2000) Glial cell line-derived neurotrophic factor and developing mammalian motoneurons: regulation of programmed cell death among motoneuron subtypes. *J Neurosci* 20: 5001-5011.
55. Marco S, Saura J, Perez-Navarro E, Jose Marti M, Tolosa E, et al. (2002) Regulation of c-Ret, GFR $\alpha$ 1, and GFR $\alpha$ 2 in the substantia nigra pars compacta in a rat model of Parkinson's disease. *J Neurobiol* 52: 343-351.
56. Buttini M, Orth M, Bellosta S, Akeefe H, Pitas RE, et al. (1999) Expression of human apolipoprotein E3 or E4 in the brains of Apoe<sup>-/-</sup> mice: isoform-specific effects on neurodegeneration. *J Neurosci* 19: 4867-4880.
57. Mahley RW, Weisgraber KH, Huang Y (2006) Apolipoprotein E4: a causative factor and therapeutic target in neuropathology, including Alzheimer's disease. *Proc Natl Acad Sci U S A* 103: 5644-5651.
58. Weinbergs I, Everson A, Sagara Y, Masliah E (2002) Neurotoxic effects of apolipoprotein E4 are mediated via dysregulation of calcium homeostasis. *J Neurosci Res* 67: 379-387.
59. Quinn CM, Kagedal K, Terman A, Stroikin U, Brunk UT, et al. (2004) Induction of fibroblast apolipoprotein E expression during apoptosis, starvation-induced growth arrest and mitosis. *Biochem J* 378: 753-761.
60. Elliott DA, Kim WS, Jans DA, Garner B (2007) Apoptosis induces neuronal apolipoprotein-E synthesis and localization in apoptotic bodies. *Neurosci Lett* 416: 206-210.

61. Tafolla E, Wang S, Wong B, Leong J, Kapila YL (2005) JNK1 and JNK2 oppositely regulate p53 in signaling linked to apoptosis triggered by an altered fibronectin matrix: JNK links FAK and p53. *J Biol Chem* 280: 19992-19999.
62. Li L, Ren CH, Tahir SA, Ren C, Thompson TC (2003) Caveolin-1 maintains activated Akt in prostate cancer cells through scaffolding domain binding site interactions with and inhibition of serine/threonine protein phosphatases PP1 and PP2A. *Mol Cell Biol* 23: 9389-9404.
63. Alon T, Hemo I, Itin A, Pe'er J, Stone J, et al. (1995) Vascular endothelial growth factor acts as a survival factor for newly formed retinal vessels and has implications for retinopathy of prematurity. *Nat Med* 1: 1024-1028.
64. Gerber HP, Dixit V, Ferrara N (1998) Vascular endothelial growth factor induces expression of the antiapoptotic proteins Bcl-2 and A1 in vascular endothelial cells. *J Biol Chem* 273: 13313-13316.
65. Tahara E, Jr., Tahara H, Kanno M, Naka K, Takeda Y, et al. (2005) G1P3, an interferon inducible gene 6-16, is expressed in gastric cancers and inhibits mitochondrial-mediated apoptosis in gastric cancer cell line TMK-1 cell. *Cancer Immunol Immunother* 54: 729-740.
66. Dhar A, Gardner J, Borgmann K, Wu L, Ghorpade A (2006) Novel role of TGF-beta in differential astrocyte-TIMP-1 regulation: implications for HIV-1-dementia and neuroinflammation. *J Neurosci Res* 83: 1271-1280.
67. Liu XW, Taube ME, Jung KK, Dong Z, Lee YJ, et al. (2005) Tissue inhibitor of metalloproteinase-1 protects human breast epithelial cells from extrinsic cell death: a potential oncogenic activity of tissue inhibitor of metalloproteinase-1. *Cancer Res* 65: 898-906.
68. Schipper HM (2004) Heme oxygenase expression in human central nervous system disorders. *Free Radic Biol Med* 37: 1995-2011.
69. Durante W (2003) Heme oxygenase-1 in growth control and its clinical application to vascular disease. *J Cell Physiol* 195: 373-382.
70. Song W, Su H, Song S, Paudel HK, Schipper HM (2006) Over-expression of heme oxygenase-1 promotes oxidative mitochondrial damage in rat astroglia. *J Cell Physiol* 206: 655-663.
71. Thom SR, Fisher D, Xu YA, Notarfrancesco K, Ischiropoulos H (2000) Adaptive responses and apoptosis in endothelial cells exposed to carbon monoxide. *Proc Natl Acad Sci U S A* 97: 1305-1310.
72. Sherer TB, Betarbet R, Stout AK, Lund S, Baptista M, et al. (2002) An in vitro model of Parkinson's disease: linking mitochondrial impairment to altered alpha-synuclein metabolism and oxidative damage. *J Neurosci* 22: 7006-7015.
73. Kaur D, Andersen J (2004) Does cellular iron dysregulation play a causative role in Parkinson's disease? *Ageing Res Rev* 3: 327-343.
74. Lee DW, Andersen JK, Kaur D (2006) Iron dysregulation and neurodegeneration: the molecular connection. *Mol Interv* 6: 89-97.
75. Ryter SW, Tyrrell RM (2000) The heme synthesis and degradation pathways: role in oxidant sensitivity. Heme oxygenase has both pro- and antioxidant properties. *Free Radic Biol Med* 28: 289-309.
76. Pereira PJ, Macedo-Ribeiro S, Parraga A, Perez-Luque R, Cunningham O, et al. (2001) Structure of human biliverdin IXbeta reductase, an early fetal bilirubin IXbeta producing enzyme. *Nat Struct Biol* 8: 215-220.
77. Puccetti P (2007) On watching the watchers: IDO and type I/II IFN. *Eur J Immunol* 37: 876-879.
78. Hill M, Pereira V, Chauveau C, Zagani R, Remy S, et al. (2005) Heme oxygenase-1 inhibits rat and human breast cancer cell proliferation: mutual cross inhibition with indoleamine 2,3-dioxygenase. *Faseb J* 19: 1957-1968.
79. Bubici C, Papa S, Dean K, Franzoso G (2006) Mutual cross-talk between reactive oxygen species and nuclear factor-kappa B: molecular basis and biological significance. *Oncogene* 25: 6731-6748.
80. Pham CG, Bubici C, Zazzeroni F, Papa S, Jones J, et al. (2004) Ferritin heavy chain upregulation by NF-kappaB inhibits TNFalpha-induced apoptosis by suppressing reactive oxygen species. *Cell* 119: 529-542.
81. Pham CG, Bubici C, Zazzeroni F, Knabb JR, Papa S, et al. (2007) Upregulation of Twist-1 by NF-kappaB Blocks Cytotoxicity Induced by Chemotherapeutic Drugs. *Mol Cell Biol* 27: 3920-3935.
82. Molina-Jimenez MF, Sanchez-Reus MI, Cascales M, Andres D, Benedi J (2005) Effect of fraxetin on antioxidant defense and stress proteins in human neuroblastoma cell model of rotenone neurotoxicity. Comparative study with myricetin and N-acetylcysteine. *Toxicol Appl Pharmacol* 209: 214-225.
83. Manna SK, Kuo MT, Aggarwal BB (1999) Overexpression of gamma-glutamylcysteine synthetase suppresses tumor necrosis factor-induced apoptosis and activation of nuclear transcription factor-kappa B and activator protein-1. *Oncogene* 18: 4371-4382.
84. Botta D, Franklin CC, White CC, Krejsa CM, Dabrowski MJ, et al. (2004) Glutamate-cysteine ligase attenuates TNF-induced mitochondrial injury and apoptosis. *Free Radic Biol Med* 37: 632-642.
85. Zhu M, Qin ZJ, Hu D, Munishkina LA, Fink AL (2006) Alpha-synuclein can function as an antioxidant preventing oxidation of unsaturated lipid in vesicles. *Biochemistry* 45: 8135-8142.
86. Cabin DE, Shimazu K, Murphy D, Cole NB, Gottschalk W, et al. (2002) Synaptic vesicle depletion correlates with attenuated synaptic responses to prolonged repetitive stimulation in mice lacking alpha-synuclein. *J Neurosci* 22: 8797-8807.
87. Yavich L, Tanila H, Vepsalainen S, Jakala P (2004) Role of alpha-synuclein in presynaptic dopamine recruitment. *J Neurosci* 24: 11165-11170.
88. Lee M, Hyun D, Halliwell B, Jenner P (2001) Effect of the overexpression of wild-type or mutant alpha-synuclein on cell susceptibility to insult. *J Neurochem* 76: 998-1009.
89. Manning-Bog AB, McCormack AL, Purisai MG, Bolin LM, Di Monte DA (2003) Alpha-synuclein overexpression protects against paraquat-induced neurodegeneration. *J Neurosci* 23: 3095-3099.
90. Seo JH, Rah JC, Choi SH, Shin JK, Min K, et al. (2002) Alpha-synuclein regulates neuronal survival via Bcl-2 family expression and PI3/Akt kinase pathway. *Faseb J* 16: 1826-1828.
91. Sidhu A, Wersinger C, Moussa CE, Vernier P (2004) The Role of (alpha)-Synuclein in Both Neuroprotection and Neurodegeneration. *Ann N Y Acad Sci* 1035: 250-270.
92. Alves da Costa C, Dunys J, Brau F, Wilk S, Cappai R, et al. (2006) 6-Hydroxydopamine but not 1-methyl-4-phenylpyridinium abolishes alpha-synuclein anti-apoptotic phenotype by inhibiting its proteasomal degradation and by promoting its aggregation. *J Biol Chem* 281: 9824-9831.
93. Hashimoto M, Hsu LJ, Rockenstein E, Takenouchi T, Mallory M, et al. (2002) alpha-Synuclein protects against oxidative stress via inactivation of the c-Jun N-terminal kinase stress-signaling pathway in neuronal cells. *J Biol Chem* 277: 11465-11472.
94. Iwata A, Maruyama M, Kanazawa I, Nukina N (2001) alpha-Synuclein affects the MAPK pathway and accelerates cell death. *J Biol Chem* 276: 45320-45329.

95. Kholodilov NG, Oo TF, Burke RE (1999) Synuclein expression is decreased in rat substantia nigra following induction of apoptosis by intrastratial 6-hydroxydopamine. *Neurosci Lett* 275: 105-108.
96. Betarbet R, Sherer TB, MacKenzie G, Garcia-Osuna M, Panov AV, et al. (2000) Chronic systemic pesticide exposure reproduces features of Parkinson's disease. *Nat Neurosci* 3: 1301-1306.
97. Betarbet R, Canet-Aviles RM, Sherer TB, Mastroberardino PG, McLendon C, et al. (2006) Intersecting pathways to neurodegeneration in Parkinson's disease: effects of the pesticide rotenone on DJ-1, alpha-synuclein, and the ubiquitin-proteasome system. *Neurobiol Dis* 22: 404-420.
98. Vila M, Vukosavic S, Jackson-Lewis V, Neystat M, Jakowec M, et al. (2000) Alpha-synuclein up-regulation in substantia nigra dopaminergic neurons following administration of the parkinsonian toxin MPTP. *J Neurochem* 74: 721-729.
99. Lee HG, Zhu X, Takeda A, Perry G, Smith MA (2006) Emerging evidence for the neuroprotective role of alpha-synuclein. *Exp Neurol* 200: 1-7.
100. Sanjo H, Takeda K, Tsujimura T, Ninomiya-Tsuji J, Matsumoto K, et al. (2003) TAB2 is essential for prevention of apoptosis in fetal liver but not for interleukin-1 signaling. *Mol Cell Biol* 23: 1231-1238.
101. Nishina H, Vaz C, Billia P, Nghiem M, Sasaki T, et al. (1999) Defective liver formation and liver cell apoptosis in mice lacking the stress signaling kinase SEK1/MKK4. *Development* 126: 505-516.
102. Gan B, Peng X, Nagy T, Alcaraz A, Gu H, et al. (2006) Role of FIP200 in cardiac and liver development and its regulation of TNFalpha and TSC-mTOR signaling pathways. *J Cell Biol* 175: 121-133.
103. Li S, Perlman DM, Peterson MS, Burrichter D, Avdulov S, et al. (2004) Translation initiation factor 4E blocks endoplasmic reticulum-mediated apoptosis. *J Biol Chem* 279: 21312-21317.
104. Humbert S, Saudou F (2005) [Huntington's disease: intracellular signaling pathways and neuronal death]. *J Soc Biol* 199: 247-251.
105. Gabai VL, Yaglom JA, Volloch V, Meriin AB, Force T, et al. (2000) Hsp72-mediated suppression of c-Jun N-terminal kinase is implicated in development of tolerance to caspase-independent cell death. *Mol Cell Biol* 20: 6826-6836.
106. Clemons NJ, Buzzard K, Steel R, Anderson RL (2005) Hsp72 inhibits Fas-mediated apoptosis upstream of the mitochondria in type II cells. *J Biol Chem* 280: 9005-9012.
107. Wingrave JM, Sribnick EA, Wilford GG, Matzelle DD, Mou JA, et al. (2004) Higher calpastatin levels correlate with resistance to calpain-mediated proteolysis and neuronal apoptosis in juvenile rats after spinal cord injury. *J Neurotrauma* 21: 1240-1254.
108. Porn-Ares MI, Samali A, Orrenius S (1998) Cleavage of the calpain inhibitor, calpastatin, during apoptosis. *Cell Death Differ* 5: 1028-1033.
109. Kim KA, Lee YA, Shin MH (2007) Calpain-dependent calpastatin cleavage regulates caspase-3 activation during apoptosis of Jurkat T cells induced by *Entamoeba histolytica*. *Int J Parasitol*.
110. Bleckmann SC, Blendy JA, Rudolph D, Monaghan AP, Schmid W, et al. (2002) Activating transcription factor 1 and CREB are important for cell survival during early mouse development. *Mol Cell Biol* 22: 1919-1925.
111. Jean D, Harbison M, McConkey DJ, Ronai Z, Bar-Eli M (1998) CREB and its associated proteins act as survival factors for human melanoma cells. *J Biol Chem* 273: 24884-24890.
112. Aggarwal BB (2003) Signalling pathways of the TNF superfamily: a double-edged sword. *Nat Rev Immunol* 3: 745-756.
113. Walczak H, Degli-Esposti MA, Johnson RS, Smolak PJ, Waugh JY, et al. (1997) TRAIL-R2: a novel apoptosis-mediating receptor for TRAIL. *Embo J* 16: 5386-5397.
114. Fernandez-Fernandez MR, Veprintsev DB, Fersht AR (2005) Proteins of the S100 family regulate the oligomerization of p53 tumor suppressor. *Proc Natl Acad Sci U S A* 102: 4735-4740.
115. Kogel D, Peters M, Konig HG, Hashemi SM, Bui NT, et al. (2004) S100B potently activates p65/c-Rel transcriptional complexes in hippocampal neurons: Clinical implications for the role of S100B in excitotoxic brain injury. *Neuroscience* 127: 913-920.
116. Wainwright MS, Craft JM, Griffin WS, Marks A, Pineda J, et al. (2004) Increased susceptibility of S100B transgenic mice to perinatal hypoxia-ischemia. *Ann Neurol* 56: 61-67.
117. Vilar M, Murillo-Carretero M, Mira H, Magnusson K, Besset V, et al. (2006) Bex1, a novel interactor of the p75 neurotrophin receptor, links neurotrophin signaling to the cell cycle. *Embo J* 25: 1219-1230.
118. Tchilian EZ, Beverley PC (2006) Altered CD45 expression and disease. *Trends Immunol* 27: 146-153.
119. Sakuta H, Inaba K, Muramatsu S (1996) Calcitonin gene-related peptide enhances apoptosis of thymocytes. *J Neuroimmunol* 67: 103-109.
120. Millet I, Phillips RJ, Sherwin RS, Ghosh S, Voll RE, et al. (2000) Inhibition of NF-kappaB activity and enhancement of apoptosis by the neuropeptide calcitonin gene-related peptide. *J Biol Chem* 275: 15114-15121.

# Supplementary material for: Transcriptome Analysis of a Rotenone Model of Parkinsonism Reveals Complex I-Tied and -Untied Toxicity Mechanisms Common to Neurodegenerative Diseases
**Source:** PLoS One. 2012 Sep 7;7(9):e44700. doi: 10.1371/journal.pone.0044700
**Supplement:** Figure S2 — Expression patterns of 58 common differentially-regulated genes (DRGs) by 5 nM rotenone at 4 weeks. Expression pattern of three transcriptome analysis experiments of SK-N-MC cells chronically treated with 5 nM rotenone or vehicle (0 nM) for 4 weeks (4w). 58 genes of the 898 DRGs detected by dCHIP in Greene et al., [29], data were also differentially-regulated in our 4w5 nM treatment group, as shown in (A); for comparison the expression pattern of the same DRGs in Greene et al., [29], data is shown in (B), where GSM107862, GSM107863, and GSM107864 correspond to the vehicle-treated samples at 4 weeks and GSM107865, GSM107866, and GSM107867 correspond to the 5 nM rotenone treated samples at 4 weeks. DRGs were clustered by hierarchical average-linkage analysis, as implemented in the MeV software accessible in the TM4 suite [118], and shown in colorgrams depicting the expression level of the genes (rows) in each individual sample (columns). Expression above the mean is displayed in red and below the mean in blue (for normalized scale see bar on top). In (C) below, similar clustering analysis of the 58 commonly affected DRGs was applied to the same samples from both studies in order to visualize the distance (blue shade in dendogram) between control and treated samples in both datasets, and the differences in magnitude and direction of changes between datasets under the same scale (top). Format: PDF Size: 509 KB; This file can be viewed with: Adobe Acrobat Reader.

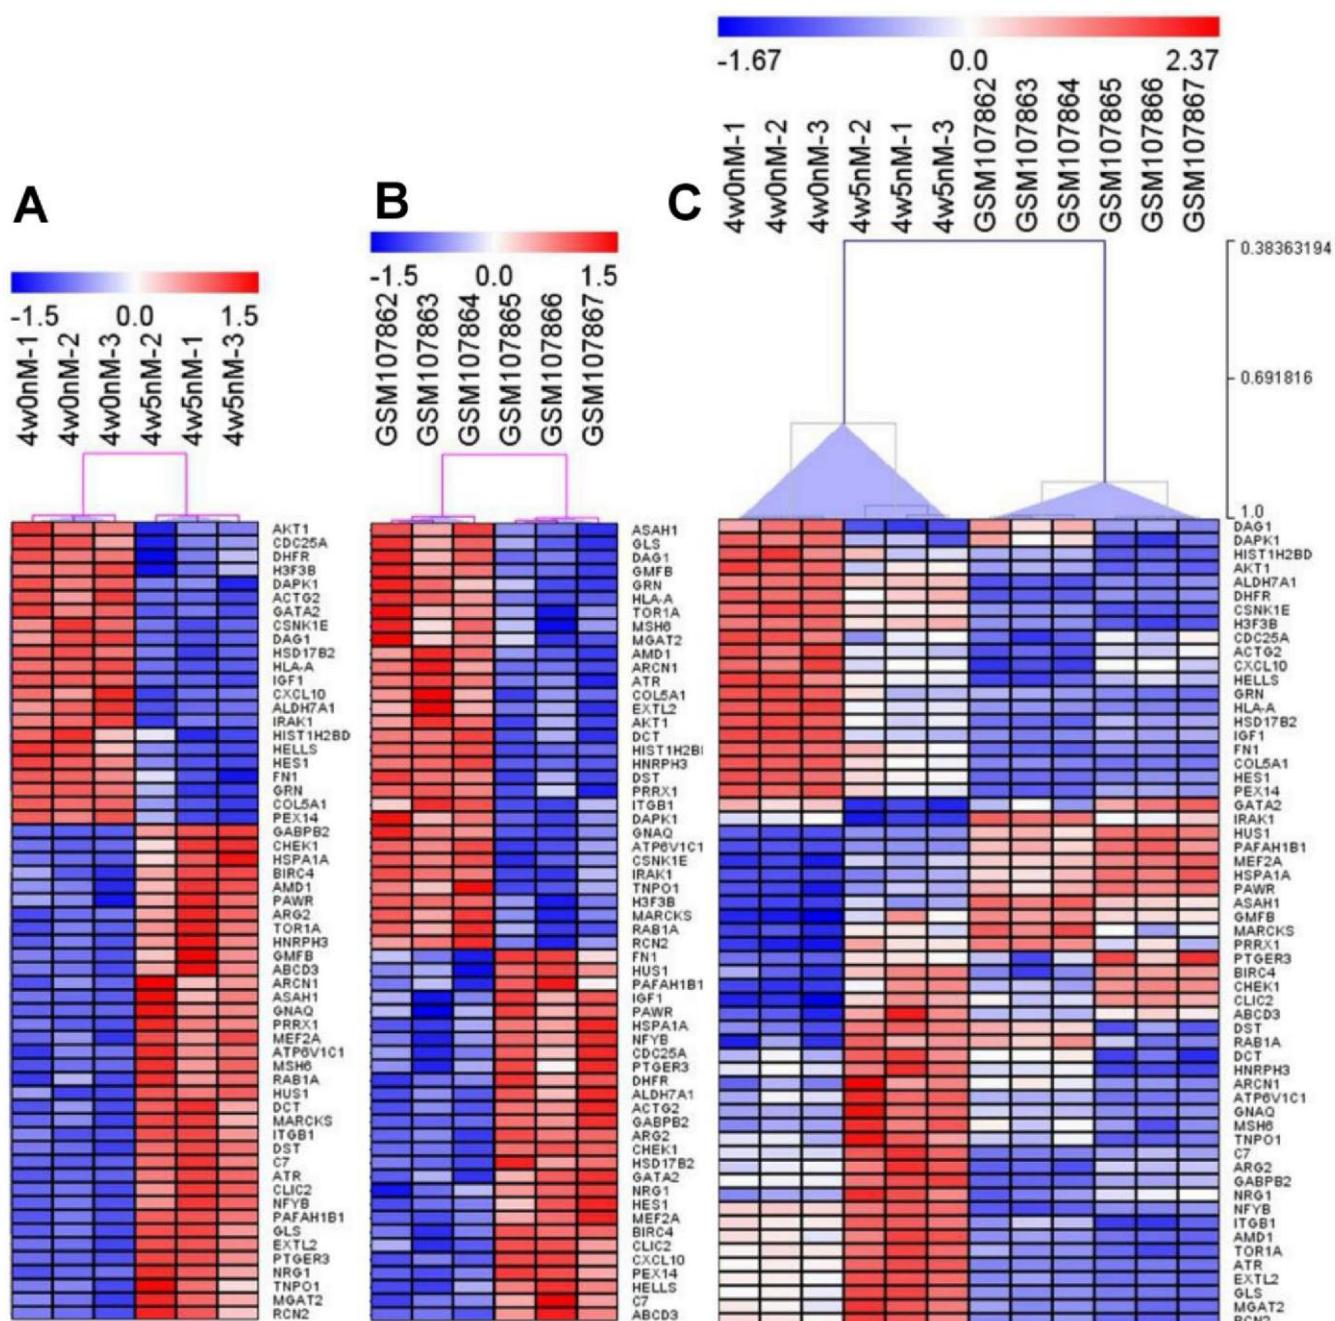

**Figure S2. Expression patterns of 58 common differentially-regulated genes (DRGs) by 5 nM rotenone at 4 weeks.** Expression pattern of three transcriptome analysis experiments of SK-N-MC cells chronically treated with 5 nM rotenone or vehicle (0 nM) for 4 weeks (4w). 58 genes of the 898 DRGs detected by dCHIP in Greene et al., [29], data were also differentially-regulated in our 4w5nM treatment group, as shown in (A); for comparison the expression pattern of the same DRGs in Greene et al., [29], data is shown in (B), where GSM107862, GSM107863, and GSM107864 correspond to the vehicle-treated samples at 4 weeks and GSM107865, GSM107866, and GSM107867 correspond to the 5 nM rotenone treated samples at 4 weeks. DRGs were clustered by hierarchical average-linkage analysis, as implemented in the MeV software accessible in the TM4 suite [132], and shown in colorgrams depicting the expression level of the genes (rows) in each individual sample (columns). Expression above the mean is displayed in red and below the mean in blue (for normalized scale see bar on top). In (C) below, similar clustering analysis of the 58 commonly affected DRGs was applied to the same samples from both studies in order to visualize the distance (blue shade in dendrogram) between control and treated samples in both datasets, and the differences in magnitude and direction of changes between datasets under the same scale (top).

# Supplementary material for: Transcriptome Analysis of a Rotenone Model of Parkinsonism Reveals Complex I-Tied and -Untied Toxicity Mechanisms Common to Neurodegenerative Diseases
**Source:** PLoS One. 2012 Sep 7;7(9):e44700. doi: 10.1371/journal.pone.0044700
**Supplement:** Figure S3 — Proliferation kinetics curves. Cell proliferation curves for populations of rotenone-treated and vehicle-treated cells during exponential growth for a 30 days period of culture. SK-N-MC cells were seeded at a density of ∼3×103/cm2 and grown, in the same medium and conditions as for the transcriptome analysis, to a confluence not higher than ∼70% in the absence, and presence of 5 nM and 50 nM rotenone. Data are presented as mean ± S.E.M (N = 3) of the number of cells at each time point; plotted in linear scale (A) and in logarithmic scale (B). The exponential curve fitting in (A), which assumes that that all cells are actively dividing to give rise to two daughter cells, was performed with the Prism 5.0 software (Graphpad Inc.), using the growth equation : Nt = N0×2t/DT where N0 is the initial number of cells, Nt is the number of cells at time, t, and DT is the division time; and used to determine the growth rate constant, which was subsequently used to ascertain the effects of rotenone on growth rate ( Fig. 1A ), the doubling times ( Fig. 1B ), and the fraction of dividing cells ( Fig. 1C ). Format: PDF Size: 261 KB; This file can be viewed with: Adobe Acrobat Reader.

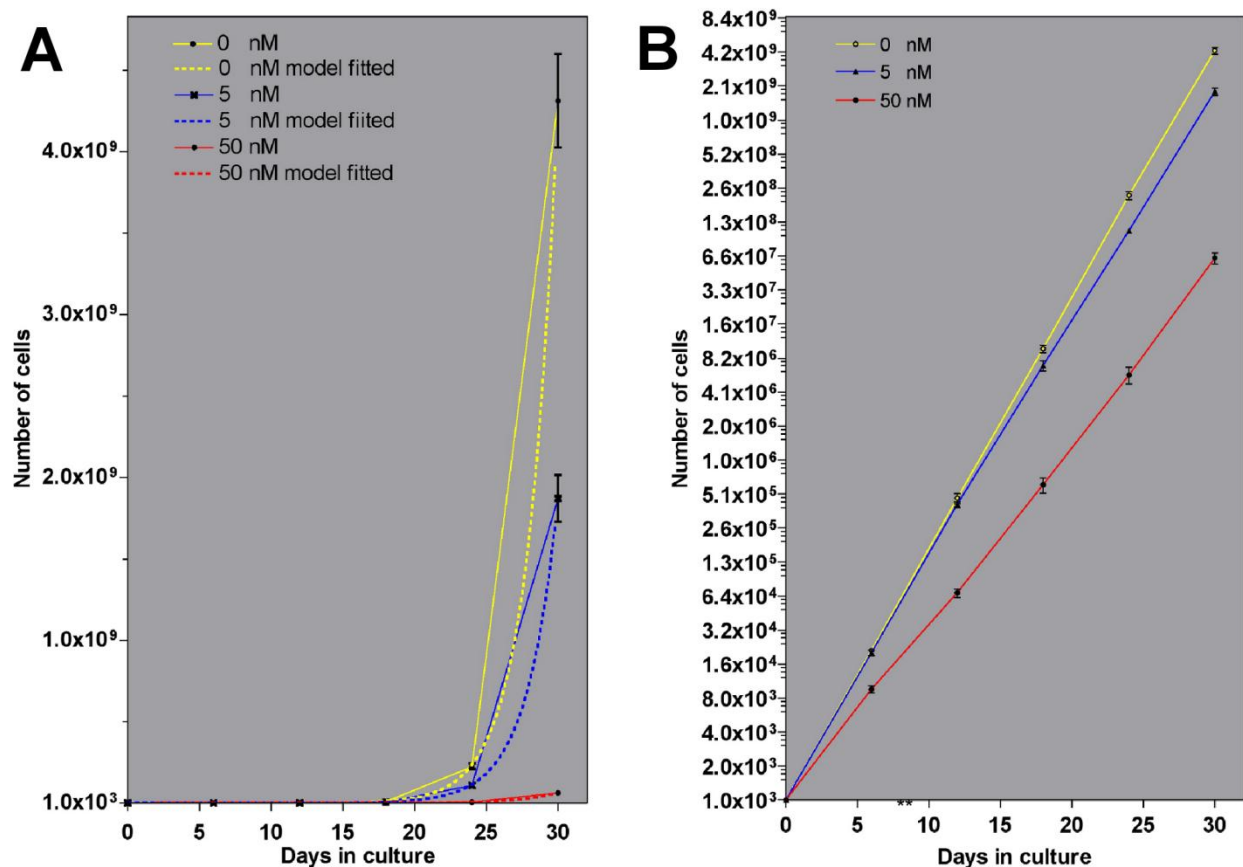

**Figure S3. Proliferation kinetics curves:** Cell proliferation curves for populations of rotenone-treated and vehicle-treated cells during exponential growth for a 30 days period of culture. Data are presented as mean  $\pm$  S.E.M (N = 3) of the number of cells at each time point; plotted in linear scale (A) and in logarithmic scale (B). The exponential curve fitting in (A), which assumes that all cells are actively dividing to give rise to two daughter cells, was performed with the Prism 5.0 software (Graphpad Inc.), using the growth equation:  $N_t = N_0 \times 2^{t/DT}$  where  $N_0$  is the initial number of cells,  $N_t$  is the number of cells at time,  $t$ , and  $DT$  is the division time; and used to determine the growth rate constant, which was subsequently used to ascertain the effects of rotenone on growth rate (Fig. 1A), the doubling times (Fig. 1B), and the fraction of dividing cells (Fig. 1C).

### Assaying rotenone effects on SK-N-MC cells proliferation and cytotoxicity

How the deposited data were processed for this re-analysis (not part of the article)

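The deposited data are from SK-N-MC cells grown with vehicle, 5 nM or 50 nM rotenone for 1 week or 4 weeks, with 3 arrays in each of 6 groups (18 arrays). The labels call the arrays triplicate experiments, so the p-values measure the spread between these samples. Whether the 3 arrays of a group come from separately exposed cultures is not stated. If they share a culture, the p-values cannot tell rotenone from a difference between cultures. The authors extracted total RNA, hybridized biotinylated cRNA to Affymetrix HG-U133A arrays, normalized the arrays and computed model-based expression indexes in dChip; the normalization method and the version are not stated. As deposited, the intensities were normalized between arrays and summarized per probe set in dChip by the authors, and they are linear signals between 0.46 and 11258.4, and between 595 and 783 values per array equal exactly 1. Array medians differ by 1.17-fold, less than the limit of 1.25 set in advance, so the signals were used as deposited. The signal over background limits what can be seen, as a gene at the floor on one side gives a lower bound of its fold change.

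Values below 16 were set to 16 and log2 taken. Of all probe sets, 68 are controls, 20114 have a gene in the reference list, 19071 of them a single one and 1043 several, and 2169 have none. Of the probe sets with a single gene, those with at least 50 on at least 3 arrays were kept, and each gene was read from the one with the highest mean log2 signal, which gave 9162 genes. For 1 group mean per condition, limma 3.58.1 in R 4.3.3 fitted all 18 arrays (12 residual and 5.71 prior degrees of freedom) with an intensity trend, and p-values were adjusted by Benjamini and Hochberg within each comparison. The comparisons were each dose against the vehicle of its week, the doses against each other, the vehicle groups against each other, and the difference of each dose effect between weeks; all 15 pairs of groups were also counted. A gene is called at an adjusted p below 0.05 and counted as changed at least 2-fold where its fold change also reaches 2. The test was tried on simulated data with the spread of these arrays: of 200 genes changed 1.5-fold, 2-fold and 4-fold it found 33%, 84% and 99% for 5 nM at 1 week and 31.5%, 78% and 98.5% for 50 nM at 4 weeks, and 94% of genes with a 4-fold difference between weeks for 50 nM.

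Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, 47 lists in all, 42 from textbook knowledge and 5 from the paper's tables. Where groups share vehicle arrays, overlaps were set against 100 simulations without effect and against independent sets. Chromosome positions were used to form 212 blocks of 40 neighbouring genes from 8816 genes. The genes named in the text follow a rule set in advance: every gene the paper names as changed, all genes of Tables 2, 3, 4, S3 and S4, the 16 genes of the qRT-PCR and B2M, the 10 largest rises and falls of each dose comparison and of the vehicle groups, and up to 4 called genes of each list named; genes outside this rule are marked where they appear. The values in the paper's tables had been seen. Alternatives were other floors, a started log, quantile normalization, median scaling, other filters, the mean of a gene's probe sets, all probe sets, fewer arrays in the fit, no intensity trend, array weights, a replicate block, the t-test of the methods, and leaving out each array in turn. The main test, the lists and these alternatives were set before the data were examined, and the grouping of 1-week arrays taken from the supplementary tables, the 4w0 nM arrays as vehicle for 1 week and the split of vehicle arrays between the doses were added later.

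Of the genes named by the paper, 139 could be measured, 8 have no probe set in the reference list, 5 have probe sets with several genes and 2 are below the filter; these are not analysed here. Gene identifiers in the paper's tables that point to another gene were corrected for CCNA1, TPPP and KMT5B, and the MCM4 entry carries the identifier of MCM5 and was read as MCM5. Images, detection calls, qRT-PCR, cell viability and pathway tallies are not used here.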

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

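Chosen only after the result was seen were the test of the 1-week vehicle arrays, the tests of rotenone and of a label exchange as causes of the shifts along chromosomes, and both tests of a hybridization batch.

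The effects of rotenone on gene expression differ between 1 and 4 weeks, a difference between groups tested directly: 1370 genes with 5 nM and 2163 with 50 nM. Random splits of the 12 arrays into 4 groups exclude chance, since 1 of 100 splits, the real one, reached as many genes (1316 against at most 968 in any other with 5 nM, and 2137 against at most 1216 with 50 nM, among splits that call many genes themselves). With the 4w0 nM arrays split between both weeks as vehicle, the correlation between the weeks averaged -0.042 with 5 nM (between -0.10 and 0.007) and -0.22 with 50 nM (between -0.29 and -0.16), which leaves open at both doses whether the effects themselves turn. The 1-week vehicle arrays stand apart. In the direction of the 5 nM change at 1 week, the genes of 1w5 nM lie a median of 0.10 from 4w0 nM (quartiles -0.07 and 0.33). That change has a median of 1.23 on the log2 scale. So 1w0 nM arrays that differ from the others may account for much of the 1-week change with 5 nM. Of the groups without 4-week rotenone, 1w0 nM lies nearest to the 4-week rotenone groups. It differs at least 2-fold from 4w5 nM in 452 genes and from 4w50 nM in 623. For 4w0 nM these counts are 605 and 917, and for 1w5 nM 691 and 1000. Yet 1w0 nM lies nearer still to 4w0 nM, with 93 genes. Why it leans towards the 4-week rotenone groups was not tested. The paper's qRT-PCR covers 4 weeks and does not bear on the 1-week vehicle arrays.

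Runs of neighbouring genes shift together between 4w50 nM and 4w5 nM cells, a signal in a comparison the paper does not report: the median log2 difference of chromosome 8 genes is -0.50. The 4-week effects against vehicle carry such shifts too. There, medians of odd and even genes of a block have r = 0.749 with 5 nM and 0.773 with 50 nM. The SD of block medians is 0.203 and 0.236, against 0.193 between the doses. Chromosome 8 has a median log2 fold change of 0.31 with 5 nM and -0.27 with 50 nM. A bias of the arrays with signal level or gene span is argued against, since 0.988 of the spread of block medians was left after both trends were removed, and rotenone as the whole cause is argued against, since 1w0 nM arrays, without rotenone, differ along the same blocks: r is 0.855 for replicates 2 and 3, the highest of 6 vehicle pairs, 0.767 for 1 and 3 and -0.744 for 1 and 2, which leaves replicate 3 out, though at most 0.168 between 4w0 nM arrays. An exchange of labels between 1w0 nM replicate 3 and a 4w50 nM array after hybridization is argued against by the hybridization controls of that replicate. They lie 0.925 above the 4w50 nM mean on the log2 scale. They are added just before hybridization, so they cannot tell whether cells or RNA were exchanged before that step. An exchange of 1w0 nM replicate 2 was not tested. Whether cultures differ in the copies of chromosome segments they carry stays open. Odd and even genes of a block move together with r = 0.856, against at most 0.20 in random orders. Any regional cause would give that, and no DNA was measured. The median log2 shift of chromosome 8 is alike within a group: 0.27, 0.28 and 0.40 on the 4w5 nM arrays, and -0.25, -0.25 and -0.23 on the 4w50 nM arrays. If the arrays of a group share a culture, the 4-week p-values cannot tell rotenone from a difference between cultures.

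Hybridization controls, also not reported in the paper, differ by -1.01 on the log2 scale between the 6 arrays of 4 weeks with rotenone and the other 12. A hybridization batch as the whole cause of the 50 nM calls is argued against, since a 4w50 nM array left out of the choice of genes lay beyond all 3 arrays of 4w5 nM, which share the weaker controls, in the direction of the change for 60.7% of genes on average (between 47.2% and 70.9% for the 3 arrays), where 25% is expected if they do not differ. Whether a batch is the whole cause of the 310 genes changed alike by both doses stays open: in the direction of their 4-week change, 1w0 nM lies above 1w5 nM, which shares the stronger controls, by a median of 0.25 on the log2 scale (quartiles 0.08 and 0.59), and this leans on the 1w0 nM arrays that stand apart. For these genes a batch cannot be told apart from 4 weeks of rotenone, because the weaker controls fall on exactly those 6 arrays. The paper's qRT-PCR at 4 weeks, not used here, needs no array hybridization and reports the direction of the arrays for most genes tested with 5 nM and all with 50 nM, so for those few genes a batch would not be the whole cause.

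The vehicle groups of both times differ in 93 genes by at least 2-fold, a comparison the paper does not report (154 without 1w0 nM replicate 2). The doses at 4 weeks differ in 491 genes by at least 2-fold, also not reported in the paper. For each comparison of 3 arrays with 3, 10 splits are too few for a share under 0.05: 1 split, the real one, gave 35 genes with 5 nM at 1 week, 117 with 50 nM at 1 week, 623 and 924 at 4 weeks, 44 between the vehicle groups and 490 between the doses at 4 weeks, each with 0 in the highest other split, and 12 between the doses at 1 week with 3 in the highest other.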

How the results depend on the processing

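The 4w0 nM arrays as vehicle for 1 week and the 1-week groups of Table S2 were chosen only after the result was seen, and the other tests before. Transcript length and GC content were not run, since no transcript lengths are held. For a changed result the cause was not tested. Counts of genes changed at least 2-fold are given for 5 nM and 50 nM at 1 week and at 4 weeks, in this order where 4 are given: 119, 227, 605 and 917. The methods' t-test gave 26, 35, 202 and 298, with 25 shared by both doses at 1 week and 119 at 4 weeks, and with Benjamini-Hochberg 0, 0, 166 and 257, with 0 and 99 shared (81 and 310 with limma). All probe sets with 1 gene symbol gave 184, 472, 947 and 1471, with 498 shared at 4 weeks, 141 between the vehicle groups, 747 between the doses at 4 weeks, 2101 and 3422 for the difference between weeks with 5 nM and 50 nM, and 13244 over all pairs of groups (8101 otherwise). Only the arrays of the groups compared gave 35 and 117 at 1 week with 32 shared, 44 between the vehicle groups and 12 between the doses at 1 week, where the fit of all arrays gave 1. Array weights gave 427 with 50 nM at 1 week, 52 between the doses at 1 week and correlations between the weeks of -0.54 with 5 nM and -0.35 with 50 nM (-0.43 and -0.55 otherwise). The started log gave 137 with 50 nM at 1 week and 189 shared at 4 weeks, and between the doses at 1 week 0 genes were left with the floor of 32, the started log, no filter or the groups of Table S2. With the 4w0 nM arrays as vehicle the 1-week counts were 0 and 38 with 0 shared. Of 47 lists in 4 dose comparisons, 50 calls by camera became 11 with an estimated correlation and 77 with fry. The replicate block, which pairs arrays of the same number, gave 115, 221, 598 and 914; of 18 pairs of arrays with the same number, 4 had a correlation above 0.1 (between -0.28 and 0.32), so the main test is unpaired. The other alternatives kept these counts within 1.5-fold.

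Leaving out 1 array at a time gave 71 (without 1w5 nM replicate 2) to 218 (without 1w0 nM replicate 2) with 5 nM and 183 to 492 (without 1w0 nM replicate 3) with 50 nM at 1 week, 56 to 142 shared (136 and 142 without 1w0 nM replicate 2 and 3), 74 to 154 between the vehicle groups (without 1w0 nM replicate 2), and 0 to 1 between the doses at 1 week (0 without 1w5 nM replicate 3, 1w50 nM replicate 1 or 1w50 nM replicate 3). The correlations between the weeks lay between -0.60 and -0.21 with 5 nM and between -0.62 and -0.36 with 50 nM, with both extremes from 1w0 nM replicates 2 and 3. At 4 weeks the counts stayed within 1.5-fold, at 573 to 654 and 749 to 1148.

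Of 12378 values of named genes under the alternatives, 11582 kept their call, 523 lost it, 224 gained it and 49 changed sign; a filter of 100 left 612 of 636. The mean of a gene's probe sets changed the sign with 50 nM at 1 week for NDUFA5 0.13, and at 4 weeks with 5 nM for BCL2 -0.37, REST 0.51 and TANK 0.67 and with 50 nM for BCL2 -0.19, CAPN6 0.26 and REST 0.50 (log2). Without 1w0 nM replicate 3 the sign changed at 1 week with 5 nM for PTPRC -1.23 and VCAM1 -0.80 and with 50 nM for TBX3 -0.90, the lowest values when 1 array is left out, and the highest were PTPRC 0.80 and VCAM1 0.60 and TBX3 1.01. With 4w0 nM as vehicle it changed at 1 week with 5 nM for ATF3 0.083, CHAC1 0.15, COL6A3 -0.30, CYTL1 -0.13, FABP7 0.011, G0S2 -0.17, HLA-F -0.12, HLA-G -6.7e-05, KRT8 -0.071, LGALS1 -0.13, MMP9 -0.011, NPTX2 -0.27, S100B -0.38, SERPINI1 0.18, SLC18A3 -0.17, TIMP1 -0.18, TNC -0.15, TNFAIP3 -0.082 and XPA 0.061, and with 50 nM for ATF3 0.023, CHAC1 0.19, COL6A3 -0.70, CYTL1 -0.31, FABP7 0.0020, G0S2 -0.33, HLA-F -0.14, HLA-G -0.17, HMOX1 -1.58, IGF1R 0.14, ITGB2 -0.48, KRT8 -0.28, LGALS1 -0.029, MMP9 -0.27, NPTX2 -0.66, SLC18A3 -0.38, SYT1 -0.24, TIMP1 -0.21, TNC -0.64 and TNFAIP3 -0.0073.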

Differences from the paper's values

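Only the readings from single probe sets, the 1-week groups of Table S2 and the doses read from figure panels were chosen after the result was seen. The counts stand beside the paper's at its 2-fold limit; the paper's p is unadjusted and followed by SAM, and here limma was adjusted over genes. A count differs here when it is over 1.5-fold apart and by more than the SD of the leave-one-out counts. The paper's supplement gives 59 genes raised at least 2-fold with 5 nM at 1 week, and the count here is 107; of the alternatives set before the data were examined, floor of 32, started log, quantile normalization, median scaling, no filter, filter of 100, mean of a gene's probe sets, only the arrays of the groups compared, replicate block and the methods' t-test gave no difference, and floor of 1, all probe sets with 1 gene symbol, eBayes without trend, array weights and the methods' t-test, Benjamini-Hochberg did. The paper's supplement gives 64 genes raised with 50 nM at 1 week, and the count here is 100; here floor of 32, started log, filter of 100, mean of a gene's probe sets and only the arrays of the groups compared gave no difference, and floor of 1, quantile normalization, median scaling, no filter, all probe sets with 1 gene symbol, eBayes without trend, array weights, replicate block, the methods' t-test and the methods' t-test, Benjamini-Hochberg did. The paper's supplement gives 169 genes lowered with 5 nM at 4 weeks, and the count here is 274; here floor of 32, started log, median scaling, filter of 100 and the methods' t-test gave no difference, and floor of 1, quantile normalization, no filter, mean of a gene's probe sets, all probe sets with 1 gene symbol, only the arrays of the groups compared, eBayes without trend, array weights, replicate block and the methods' t-test, Benjamini-Hochberg did. The paper's supplement gives 240 genes lowered with 50 nM at 4 weeks, and the count here is 390; here floor of 32, started log, median scaling, filter of 100, the methods' t-test and the methods' t-test, Benjamini-Hochberg gave no difference, and floor of 1, quantile normalization, no filter, mean of a gene's probe sets, all probe sets with 1 gene symbol, only the arrays of the groups compared, eBayes without trend, array weights and replicate block did. The paper's supplement gives 45 genes raised by both doses at 1 week, and the count here is 71; here floor of 32, started log, median scaling, filter of 100, mean of a gene's probe sets and only the arrays of the groups compared gave no difference, and floor of 1, quantile normalization, no filter, all probe sets with 1 gene symbol, eBayes without trend, array weights, replicate block, the methods' t-test and the methods' t-test, Benjamini-Hochberg did. Some counts with no difference lie well below the paper's, by less than that SD: 31 (only the arrays of the groups compared) and 19 (the methods' t-test) against 59, and 28 (only the arrays of the groups compared) against 45. For 5 nM at 1 week the paper states 92 probe sets. At the methods' 2-fold, p and CV criteria the deposited values give 144, run otherwise only with the grouping of Table S2 below. The legend of Table S2 also names a lower bound of the fold change, which these criteria leave out. Neither 144 nor the 143 below is therefore counted at the paper's full limit. The paper states 134 genes changed by either dose at 1 week and the count here is 265, run otherwise only with the grouping of Table S2 below; for 50 nM at 1 week its total is 112 and here 227, and its lowered genes are 48 and here 127, apart by less than that SD, though both of the paper's counts lie below the lowest leave-one-out counts of 183 and 93. These 1-week counts compare unlike groups: the paper's dose means in Table S2 match the deposited arrays with 1w5 nM replicate 2 and 1w50 nM replicate 3 exchanged, where 100% lie within 5%, against 29.3% and 30.4% by the labels. With that grouping, chosen after the values were seen, 76 genes were raised with 5 nM and 65 by both doses, which gives no difference, while 144 raised with 50 nM, 260 changed by either dose and 143 probe sets past the methods' criteria with 5 nM still differ; of the paper's listed genes tested here, 49 of 66 with 5 nM and 62 of 97 with 50 nM passed the test at least 2-fold in the listed direction, where the labels gave 48 and 63.

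Of 339 fold changes in the paper's tables and text with a value here, 32 differ and 305 have the same sign (r = 0.93 between the log2 values); the values below are fold changes in the direction the paper states, so that a negative value is a change the other way. The alternatives run for each were floor of 1, floor of 32, started log, quantile normalization, median scaling, mean of a gene's probe sets and array weights. With each of these the difference stayed for RB1 in 1w50 nM (decrease) 3.4 in the paper and 1.48 here, CLU in 4w50 nM (decrease) 9.1 in the paper and 3.05 here, RAD17 in 4w5 nM (increase) 2.2 in the paper and 1.14 here, RAD17 in 4w50 nM (increase) 2.3 in the paper and 1.12 here, RAD54B in 4w50 nM (increase) 2.2 in the paper and -1.15 here, KMT5B in 4w50 nM (increase) 2.7 in the paper and 1.69 here, REST in 4w5 nM (increase) 2.2 in the paper and -1.07 here, TFAM in 4w5 nM (increase) 2.3 in the paper and 1.11 here, TFAM in 4w50 nM (increase) 2.4 in the paper and 1.03 here, APBB2 in 4w5 nM (increase) 2.6 in the paper and -2.65 here, HLA-C in 4w5 nM (decrease) 9 in the paper and 3.36 here. With array weights there was no difference, and with the others there was, for RAD54B in 1w50 nM (decrease) 1.3 in the paper and -1.17 here. With mean of a gene's probe sets there was no difference, and with the others there was, for BCL2 in 4w5 nM (decrease) 1.7 in the paper and -1.59 here, RB1 in 1w5 nM (decrease) 1.7 in the paper and -1.03 here, GTSE1 in 4w50 nM (decrease) 2.4 in the paper and 1.22 here, CDC14B in 4w5 nM (increase) 2.6 in the paper and 1.33 here, CDC14B in 4w50 nM (increase) 1.2 in the paper and -1.42 here, SLK in 1w50 nM (decrease) 1.9 in the paper and 1.24 here, ATM in 4w5 nM (increase) 1.8 in the paper and 1.08 here, MBD4 in 4w5 nM (increase) 1.7 in the paper and 1.03 here, REST in 4w50 nM (increase) 2.1 in the paper and -1.04 here, PTPRC in 4w50 nM (decrease) 4.5 in the paper and 2.02 here, FUT2 in 4w50 nM (decrease) 2.6 in the paper and -1.22 here, CAV1 in 4w50 nM (decrease) 5 in the paper and 2.75 here. With mean of a gene's probe sets and array weights there was no difference, and with the others there was, for ID2 in 1w50 nM (decrease) 1.4 in the paper and -1.17 here, BCL6 in 1w50 nM (decrease) 1.9 in the paper and -1.21 here, FUT2 in 4w5 nM (decrease) 2.4 in the paper and 1.10 here. With quantile normalization and array weights there was no difference, and with the others there was, for SMPD1 in 4w50 nM (decrease) 8.2 in the paper and 5.26 here. With quantile normalization and mean of a gene's probe sets there was no difference, and with the others there was, for MCM5 in 4w50 nM (decrease) 2.4 in the paper and 1.52 here, CDC25A in 4w50 nM (decrease) 1.5 in the paper and -1.06 here. With quantile normalization, mean of a gene's probe sets and array weights there was no difference, and with the others there was, for BCL6 in 4w50 nM (decrease) 2.8 in the paper and 1.84 here, APOE in 4w5 nM (decrease) 4.8 in the paper and 3.04 here. Read from another single probe set of the same gene, chosen after the values were seen, 28 of the 32 come within the paper's value and 4 do not. The decrease of TPPP in 4w50 nM, 4.7 in the paper and at least 3.0 here, is a lower bound, since rotenone arrays lie at the floor of 16, and is not counted among them.

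The paper states a decrease of CDK5 of about 90% with both doses, and the values here are 44.0% with 5 nM and 47.9% with 50 nM at 4 weeks, with a difference under each alternative run for it (floor of 1, floor of 32, started log, quantile normalization, median scaling, mean of a gene's probe sets and array weights). The paper does not show its values or how the percentage was taken. Taken relative to the treated signal, the log2 fold changes here of -0.84 and -0.94 would give percentages nearer 90%. The difference may therefore be one of unit.

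A tally was made of part of the genes that the paper describes as raised or lowered at 4 weeks. Of 41 with 5 nM, 31 passed the test in the stated direction, 0 in the opposite direction (limma adjusted p below 0.05) and 10 did not pass it. With 50 nM it was 46 of 52, 0 and 6. RAD17, ATM, CHEK2 and REST, which passed with neither dose, are not among those counted as not passing. Nor is CHEK1 with 50 nM, so the share that passed holds for the tallied genes only. Genes described without a dose count at both, unless the panels of Fig. 3, 4 or 5 give the stated direction at 1 dose only; that exception was set after the tally was seen, and the genes it leaves out had not passed the test (4 with 5 nM, such as SYNJ2, and 4 with 50 nM, such as CLIC2). The paper describes TUBB3 and TUBB6 as lowered at 4 weeks; with 5 nM their log2 fold changes of -0.44 and -0.35 did not pass the test, while both fell with 50 nM. It describes RAD17, ATM, CHEK2 and ATR as upregulated; ATR rose with both doses here, and the others passed the test with neither (0.19 and 0.17, 0.10 and 0.18, -0.17 and 0.03 on the log2 scale), though RAD17 was called with the mean of a gene's probe sets at both doses and with array weights at 50 nM, and other probe sets had up to 1.08 and 1.20 for RAD17 and 0.81 and 0.60 for ATM. The tally takes VEGFA as raised, as in Fig. 3; the supplement describes it as reduced, while here VEGFA rose by 1.13 on the log2 scale with 50 nM. It describes CREB1 as induced, while here CREB1 had 0.14 and 0.04 at 4 weeks and passed the test with the mean of a gene's probe sets (other probe sets had up to 1.05 and 1.18). It describes TNFRSF10B as lowered with 50 nM, which here had -0.67 and passed the test with quantile normalization, with only the arrays of the groups compared and with array weights (its other probe sets had -1.31 and -1.12).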

Other observations

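No test of this part was chosen only after the result was seen. Genes of mitochondrial proteins changed in both directions after 4 weeks. UQCRC1, a core subunit of complex III, fell by 0.64 on the log2 scale with 5 nM (standard error 0.15, n = 3), COX8A, of complex IV, fell by 0.42 and 0.44, and NDUFA5, of complex I, the target of rotenone, rose by 0.57 and 0.79. Of 28 complex I subunits, 2 rose and 4 fell with 5 nM and 4 rose and 4 fell with 50 nM (2 and 4, and 4 and 4, adjusted over the list alone; camera adjusted p = 0.180 and 0.451), and of 34 subunits of complexes II to V, 1 rose and 9 fell with 5 nM and 2 rose and 11 fell with 50 nM (camera adjusted p = 0.0355 and 0.176, adjusted p = 0.732 with an estimated correlation for 5 nM). Of 8 voltage-dependent anion channels and hexokinases, 1 rose and 4 fell with 5 nM and 2 rose and 1 fell with 50 nM (camera adjusted p = 0.385 and 0.854), and of 18 glycolysis enzymes, 0 rose and 4 fell and 3 rose and 4 fell (camera adjusted p = 0.116 and 0.266), among them GPI, an early enzyme of that pathway, which fell by 0.87 with 5 nM. Of 45 mitochondrial ribosomal proteins, 5 rose and 4 fell and 6 rose and 10 fell (camera adjusted p = 0.894 and 0.410), and of 51 cytosolic ribosomal proteins, 2 rose and 2 fell and 6 rose and 5 fell (camera adjusted p = 0.807 and 0.701).

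Among genes of cholesterol synthesis and of the proteasome, more fell than rose with 50 nM at 4 weeks. EBP, an isomerase of cholesterol synthesis, fell by 0.99 and PSMD3, of the proteasome, by 0.79 on the log2 scale with 50 nM (standard error 0.23 and 0.20), and between the doses neither passed the test (-0.43 and -0.59, limma adjusted p = 0.219 and 0.0542). Of 18 cholesterol genes, 1 rose and 1 fell with 5 nM and 0 rose and 8 fell with 50 nM (camera adjusted p = 0.833 and 0.0158, adjusted p = 0.822 with an estimated correlation for 50 nM), and tested between the doses 3 were lower with 50 nM (camera adjusted p = 0.00368, adjusted p = 0.972 with an estimated correlation). Of 27 proteasome subunits, 2 rose and 0 fell with 5 nM and 1 rose and 10 fell with 50 nM (camera adjusted p = 0.752 and 0.0241, adjusted p = 0.822 with an estimated correlation for 50 nM), and between the doses 1 was higher and 4 lower with 50 nM (camera adjusted p = 8.1e-05, adjusted p = 0.972 with an estimated correlation). Of 13 heat shock proteins, 2 rose and 1 fell and 1 rose and 1 fell (camera adjusted p = 0.790 and 0.536), of 24 hypoxia-induced genes 2 rose and 1 fell and 7 rose and 1 fell (0.976 and 0.551), of 29 autophagy genes 6 rose and 5 fell and 7 rose and 5 fell (0.804 and 0.937), and of 21 DNA and histone methyltransferases 6 rose and 3 fell and 6 rose and 4 fell (0.976 and 0.730). Of 21 immediate-early genes, 2 rose and 5 fell and 3 rose and 5 fell (camera adjusted p = 0.833 and 0.475), of 12 growth-factor and imprinted genes 2 rose and 3 fell and 6 rose and 3 fell (0.833 and 0.547), and of 7 cholinergic and glutamatergic markers 0 rose and 2 fell and 2 rose and 2 fell (0.116 and 0.656). Table 4, chosen by the study on these samples and not independent evidence, had 10 genes measured, of which 4 rose and 2 fell with 5 nM and 6 rose and 3 fell with 50 nM (camera adjusted p = 0.266 and 0.277).

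Markers of other cell types moved as well. KRT8 and KRT18, keratins of simple epithelia, fell by 2.33 and 1.07 on the log2 scale with 5 nM and by 2.04 and 0.88 with 50 nM at 4 weeks, and ITGB2, a leukocyte integrin, fell by 1.57 and 1.70. Of 8 epithelial markers, 1 rose and 3 fell and 0 rose and 3 fell (camera adjusted p = 0.211 and 0.223), of 10 leukocyte markers 1 rose and 4 fell and 1 rose and 3 fell (0.247 and 0.266), and of 5 astrocyte and oligodendrocyte markers 1 rose and 1 fell and 1 rose and 1 fell (0.734 and 0.730). At 1 week, 2 epithelial markers rose with 5 nM (camera adjusted p = 0.0309, adjusted p = 0.221 with an estimated correlation).

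The vehicle groups of both times differ in several lists. Between 4w0 nM and 1w0 nM, 6 HLA class I genes, 8 matrix genes, 5 fibroblast markers, 7 S-type and 5 N-type markers were higher and 5 targets of ATF4 and CHOP lower (camera adjusted p = 4.0e-06, 1.9e-06, 4.0e-06, 4.7e-05, 4.7e-05 and 8.2e-10, adjusted p = 0.00776, 0.0637, 0.00776, 0.00776, 0.00776 and 0.199 with an estimated correlation). In all, camera called 18 of 47 lists between the vehicle groups, and 16, 13, 8 and 13 for 5 nM and 50 nM at 1 week and at 4 weeks (5, and 5, 4, 2 and 0 with an estimated correlation). Against the 1w0 nM group, 452 genes differ at least 2-fold in 4w5 nM (326 higher) and 623 in 4w50 nM (472 higher).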
